# A genetic, genomic, and computational resource for exploring neural circuit function

**DOI:** 10.7554/eLife.50901

**Published:** 2020-01-15

**Authors:** Fred P Davis, Aljoscha Nern, Serge Picard, Michael B Reiser, Gerald M Rubin, Sean R Eddy, Gilbert L Henry

**Keywords:** neural circuit, gene expression, visual system, *D. melanogaster*

## Abstract

The anatomy of many neural circuits is being characterized with increasing resolution, but their molecular properties remain mostly unknown. Here, we characterize gene expression patterns in distinct neural cell types of the *Drosophila* visual system using genetic lines to access individual cell types, the TAPIN-seq method to measure their transcriptomes, and a probabilistic method to interpret these measurements. We used these tools to build a resource of high-resolution transcriptomes for 100 driver lines covering 67 cell types, available at http://www.opticlobe.com. Combining these transcriptomes with recently reported connectomes helps characterize how information is transmitted and processed across a range of scales, from individual synapses to circuit pathways. We describe examples that include identifying neurotransmitters, including cases of apparent co-release, generating functional hypotheses based on receptor expression, as well as identifying strong commonalities between different cell types.

## eLife digest

In the brain, large numbers of different types of neurons connect with each other to form complex networks. In recent years, researchers have made great progress in mapping all the connections between these cells, creating ‘wiring diagrams’ known as connectomes.

However, charting the connections between neurons does not give all the answers as to how the brain works; for example, it does not necessarily reveal the nature of the information two connected cells exchange. Assessing which genes are switched on in different neurons can give insight into neuronal properties that are not obvious from physical connections alone.

To fill that knowledge gap, Davis, Nern et al. aimed to measure the genes expressed in a well-characterized network of neurons in the fruit fly visual system. First, 100 fly strains were established, each carrying a single type of neuron colored with a fluorescent marker. Then, a biochemical approach was developed to extract the part of the cell that contains the genetic code from the neurons with the marker. Finally, a statistical tool was used to assess which genes were on in each type of neurons. This led to the creation of a database that shows whether 15,000 genes in each neuron type across 100 fly strains were switched on.

Combining this information with previous knowledge about the flies’ visual system revealed new information: for example, it helped to understand which chemicals the neurons use to communicate, and whether certain cells activate or inhibit each other.

The work by Davis, Nern et al. demonstrates how genetic approaches can complement other methods, and it offers a new tool for other scientists to use in their work. With more advanced genetic methods, it may one day become possible to better grasp how complex brains in other organisms are organized, and how they are disrupted in disease.

## Introduction

The anatomy of neural circuits is being characterized with increasing resolution and throughput, in part following a dramatic increase in the size of circuits amenable to detailed electron microscopy reconstruction (Swanson and Lichtman, 2016) and the development of genetic tools to access individual cell types (Luo et al., 2018). These efforts reveal anatomy at unprecedented detail, but not the molecular properties of cells. In principle, the genes expressed in each cell of a neural circuit should serve as a molecular proxy for cell physiology. However, most genomic efforts have focused on surveying neuronal diversity rather than characterizing circuit function (Ecker et al., 2017). To develop a resource exploring molecular correlates of circuit function, here we use an approach that genetically targets cell types within a well-characterized brain region to measure high-quality transcriptomes that can be integrated with connectomes.

*Drosophila* affords an ideal system to study neural circuits in detail, as both excellent genetic tools and high resolution connectomes are available. Here we focus on the repeating columnar circuits of the visual system, found in the optic lobes, a widely used model for studying circuit development and function with an extensive genetic toolbox and well-described anatomy (Figure 1A; Nériec and Desplan, 2016; Silies et al., 2014; Apitz and Salecker, 2014). This network begins with photoreceptor neurons and contains several layers of connected neurons which process incoming luminance signals into multiple parallel streams of visual information (Figure 1B). Many of its cellular components have been described by light microscopy, including classical Golgi studies (Fischbach and Dittrich, 1989) and recent analyses using genetic methods (Morante and Desplan, 2008; Otsuna and Ito, 2006; Nern et al., 2015; Wu et al., 2016). Electron microscopy reconstruction work has characterized the synaptic connections of many optic lobe neurons (Meinertzhagen and O'Neil, 1991; Meinertzhagen and Sorra, 2001; Rivera-Alba et al., 2011; Takemura et al., 2013; Takemura et al., 2015; Takemura et al., 2017; Shinomiya et al., 2019). Comparative studies have also explored the evolution of this ancient brain structure (Strausfeld, 2009). Despite this wealth of information, many of its fundamental properties remain unknown, including the neurotransmitters used at many of its synapses.

**Figure 1.**
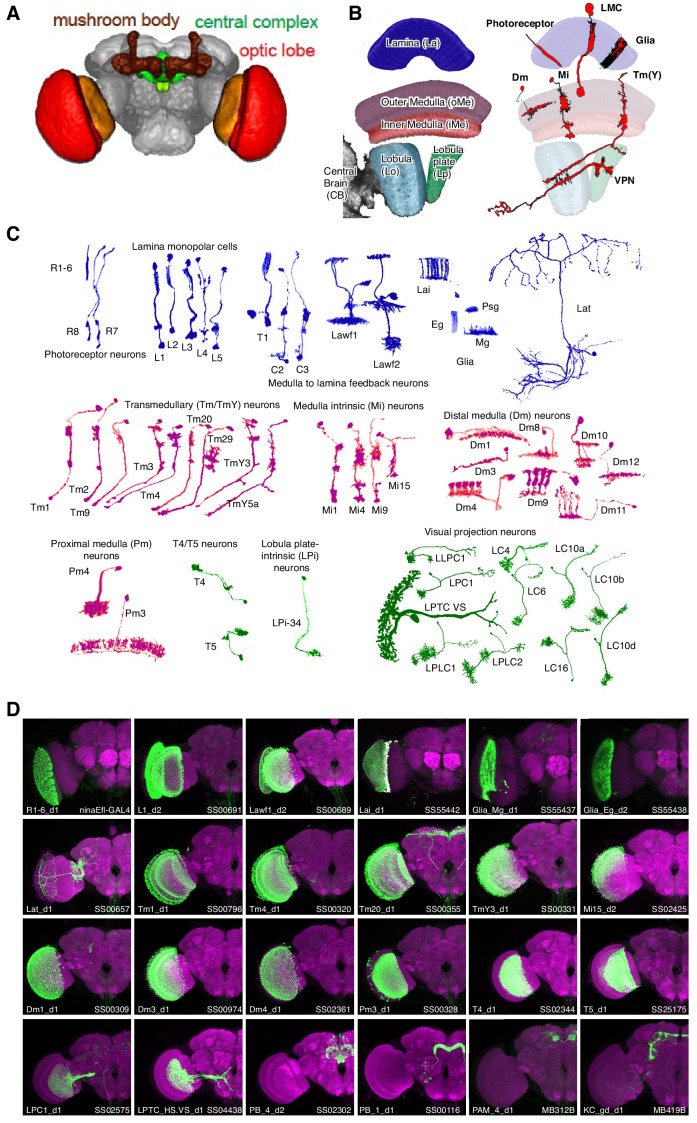
Genetic tools to access cell types in the *Drosophila* visual system. (**A**) Major brain regions profiled in this study (brain image from Jenett et al., 2012). The optic lobes have a repetitive structure of ~750 retinotopically arranged visual columns of similar cellular composition. (**B,C**) Examples of single cells in the optic lobe. (**B**) Left, subregions of the fly visual system. Right, examples of layers and neuropil patterns of various classes of visual system neurons. (**C**) We profiled cell types arborizing in the lamina (blue), medulla (purple) and lobula complex (green) of the visual system. Many cells contribute to multiple neuropiles so other groupings are possible. Note, some cell types are present at one cell per column, while others are less numerous with cells that each contribute to several columns. For example, the main synaptic region of the first optic lobe layer, the lamina, contains processes of some 13,000 cells but these belong to only 17 main cell types: 14 neuronal and three glial (Figure 1C, top row). A small number of additional neurons (lamina tangential cells, Lat) project to a region just distal to the main lamina neuropile. (**D**) Representative expression patterns of driver lines that target specific cell types. Each image is a maximum intensity projection of a whole brain confocal stack (only one optic lobe is shown). In each image the brain is counter-stained (magenta) with a neuropil marker and both the targeted cell type and the driver are indicated in the lower left and right corner, respectively. Additional images (focusing on drivers first described in this study) are shown in Figure 1—figure supplements 1 and 2. Imaging parameters and brightness and contrast were adjusted individually for each image. For genotypes and image details see Supplementary file 1E.

**Figure 1—figure supplement 1.**
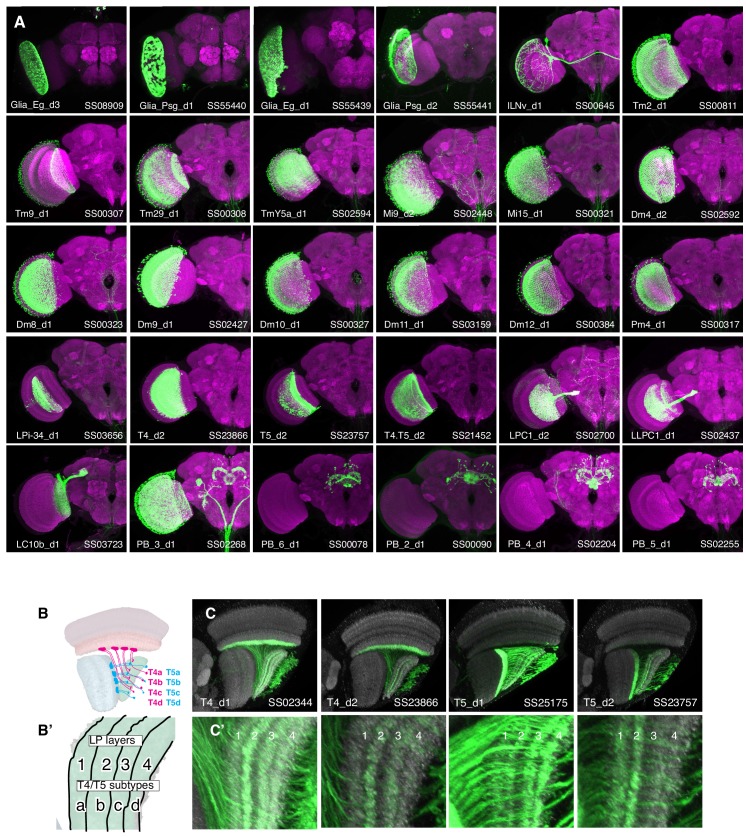
Whole brain expression patterns of new driver lines generated in this study. (**A**) Maximum intensity projection of confocal stacks taken from whole fly brains (only one optic lobe is shown). Expression patterns of the driver lines (myristoylated-GFP) are in green and a neuropil marker is in magneta. Imaging parameters and brightness and contrast were individually adjusted for each sample. (**B, B’**) T4 and T5 cells comprise four subtypes (**a,b,c,d**) each of which project to specific layers of the lobula plate (**B’**). (**C, C’**). Individual T4 and T5 driver lines label combinations of subtypes but show preferential expression in some subtypes. Subtypes were identified by their projections to specific layers in the lobula plate (**C,C’**). For example, T5_d2 mainly labels lobula plate layers one and two, indicating expression in T5a and T5b. Each of the lower panels is a higher magnification view of the lobula plate region (**C’**). In (**C**) both the driver and the split identifier are indicated in the lower left and right corner respectively.

**Figure 1—figure supplement 2.**
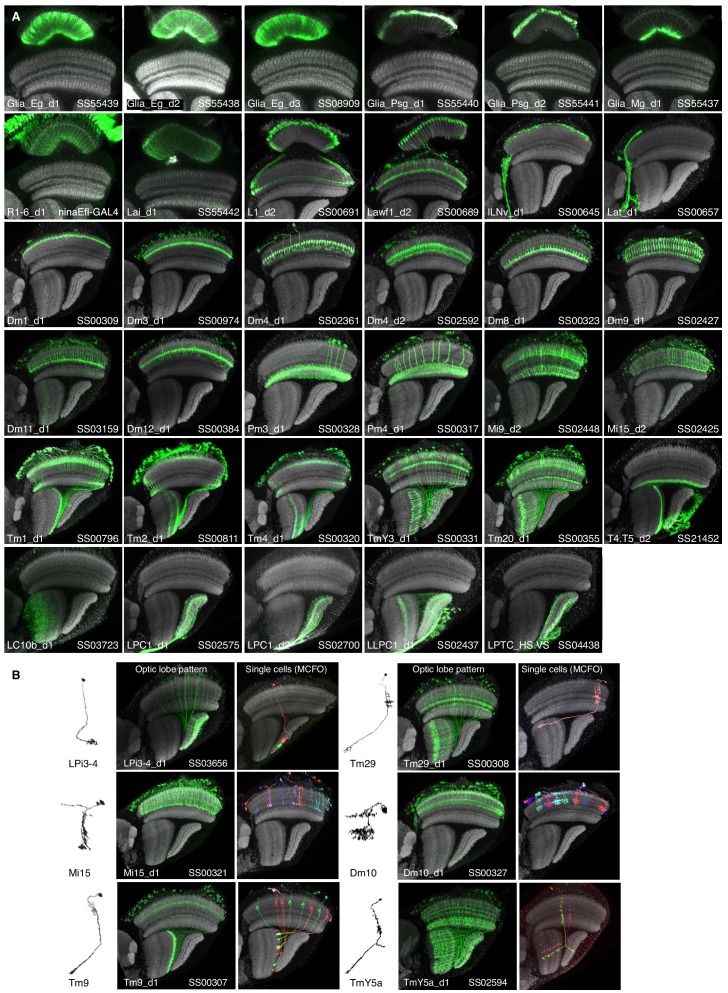
Optic lobe patterns of driver lines. (**A**) Optic lobe expression patterns of new driver lines used in this study. All images orient the mediolateral axis of the brain along the lower left to upper right diagonal and are resampled substack projections generated from high resolution (63x) confocal stacks. (**B**) Examples of segmented single cells illustrating cell morphology (left), the complete optic lobe expression pattern (middle) or individual cells labeled by MultiColor FlpOut (MCFO, right). In all images the neuropil marker is in gray and both the targeted cell type and driver are indicated in the lower left and right corner respectively.

Measuring the genes expressed in specific cells of the brain is challenging due to its compact and complex organization. RNA sequencing (RNA-seq) addresses this challenge by profiling either single cells or genetically labeled populations of cells (Ecker et al., 2017). The latter approach requires genetic tools to access individual cell types but provides more direct access to cells of interests than sampling of unmarked single cells, especially for sparse cell types. Profiling identified cell types provides a direct link to previous work on the anatomy and physiology of those cell types. Cell type-specific drivers also facilitate follow-up experiments, for example evaluating the role of individual genes in individual cells. In *Drosophila*, large collections of GAL4 driver lines (Jenett et al., 2012; Tirian and Dickson, 2017) and the possibility to further refine these patterns with intersectional methods such as split-GAL4 (Luan et al., 2006; Dionne et al., 2018) enable genetic access to many neuronal populations (see, for example, Tuthill et al., 2013; Aso et al., 2014; Wu et al., 2016). We therefore chose the genetic, rather than single cell, approach to build a genomics resource to explore circuit function.

We previously developed an Isolation of Nuclei Tagged in a specific Cell Type (INTACT) method (Deal and Henikoff, 2010) to measure transcriptomes and epigenomes of genetically-marked neuronal populations in *Drosophila* (Henry et al., 2012) and mouse (Mo et al., 2015). Here, we develop a tandem affinity purification of INTACT nuclei (TAPIN) method with increased specificity, sensitivity, and throughput. By combining this method with an extensive set of new driver lines with predominant expression in specific cell types and a new probabilistic method to interpret transcript abundance, we build a resource of high-quality transcriptomes for one hundred driver lines. We selected drivers that expressed in cell types constituting the lamina (Fischbach and Dittrich, 1989; Tuthill et al., 2013; Edwards et al., 2012) as well as the major cell types of the circuits that compute the direction of visual motion (Mauss et al., 2017; Figure 1C). We further included neuronal populations in two central brain regions, the mushroom body and central complex, primarily to serve as informative outgroups.

By profiling these driver lines, we develop an expression catalog for 67 *Drosophila* cell types as well as several broader cell populations. Through validation experiments and comparisons to the literature we demonstrate that this resource is useful both for identifying individual genes expressed in specific cell types and for revealing broader patterns such as the expression of all members of a gene family across many cell types. As an example, we describe the expression of neurotransmitters and their receptors and use this information to interpret synaptic connectivity. For example, we unexpectedly found that the R8 photoreceptors express acetylcholine in addition to histamine and show that this apparent co-transmitter phenotype is further supported by differential expression of neurotransmitter receptors in R8 postsynaptic partners. Our results demonstrate that combining expression and connectomes leads to specific testable hypotheses about circuit mechanisms that are inaccessible to either approach alone.

## Results

### Genetic tools for labeling the visual system

To enable transcriptome analyses of defined cell populations, we first assembled a collection of genetic drivers to access them. For this study, we combined drivers from existing collections for cell types in the lamina (Tuthill et al., 2013), the mushroom body (Aso et al., 2014), and the lobula (Wu et al., 2016) with new driver lines for many additional optic lobe cell types and also some neurons of the central complex (Wolff and Rubin, 2018), T. Wolff, personal communication). Nearly all of these drivers were generated using an intersectional method, split-GAL4, to refine expression patterns of GAL4 driver lines. To characterize new driver lines, we imaged expression patterns across the entire fly brain to determine overall driver specificity (Figure 1D, Figure 1—figure supplement 1) and examined anatomical features such as layer patterns in higher resolution images to identify specific cell types (Supplementary file 1A, Figure 1—figure supplement 2). For most lines, we further confirmed the identity of labeled cells by examining the morphology of individual cells using stochastic labeling (Figure 1—figure supplement 2). Although we noted that a few patterns also include some additional contaminating cells (Supplementary file 1A), these driver lines are the most specific tools currently available to access individual cell types in the optic lobe.

### Purifying nuclei with TAPIN

Next, we employed an improved INTACT method to measure nuclear transcriptomes in genetically defined cell populations (Henry et al., 2012), and we also developed a new variant of the method that permits higher throughput with increased purity and sensitivity. In both approaches, nuclei are purified using a nuclear tag whose expression is driven in a cell population of interest by either a standard or split GAL4 driver (Figure 2A). The new variant protocol, tandem affinity purification of INTACT nuclei (TAPIN), uses a bacterial protease (IdeZ) to specifically cleave antibodies in the hinge region separating their Fc and antigen binding F(ab’)_2_ fragments (Figure 2B, Figure 2—figure supplement 1B). Treating protein A magnetic bead-bound nuclei with this protease generates both nucleus-F(ab’)_2_ and bead-Fc complexes. Soluble nucleus-F(ab’)_2_ is then recaptured on protein G magnetic beads, removing non-specifically bound material from the first capture. INTACT successfully profiled many of the abundant cell types in the optic lobe (>1000 cells per brain), but failed for sparser cell types and those whose nuclei were difficult to purify by differential centrifugation (photoreceptors, glia, T4, T5). We solved these problems with TAPIN, which does not purify nuclei prior to bead capture.

**Figure 2.**
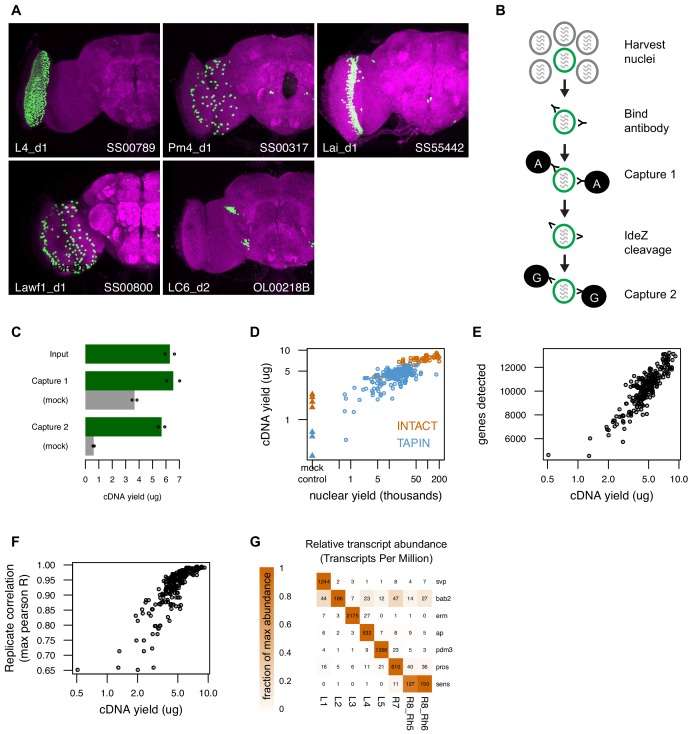
Tandem-affinity purification of INTACT nuclei (TAPIN) enables neuronal genomics. (**A**) Cell type-specific drivers enable expression of the UNC84-2XGFP nuclear tag (green) in specific populations of cells. Both the targeted cell type and driver are indicated in the lower left and right corner, respectively. (**B**) Following nuclei harvest, two rounds of magnetic bead capture serially purify target nuclei. After the first round of protein A bead capture, bacterial protease IdeZ cleaves the anti-GFP antibody in the flexible hinge region, allowing a second round of bead capture with protein G, which recognizes the F(ab’)_2_ region. Protein G, unlike Protein A, can bind both the Fc and F(ab’)_2_ regions of an immunoglobulin. (**C**) Two capture rounds reduce the level of non-specific background (gray bars, mock IgG control) while maintaining the cDNA yield from the captured target nuclei (green bars). Bars represent the mean of two replicates (shown as points). (**D**) RNA-seq libraries created with more nuclei yield more cDNA (circles). TAPIN libraries had lower non-specific background than INTACT (blue *vs* orange triangles). (**E**) Libraries with more cDNA detect more genes. (**F**) Libraries with more cDNA have more reproducible transcript abundances. (**G**) Previously identified markers of lamina monopolar and inner photoreceptor neurons (Tan et al., 2015) are enriched in the expected cells.

**Figure 2—figure supplement 1.**
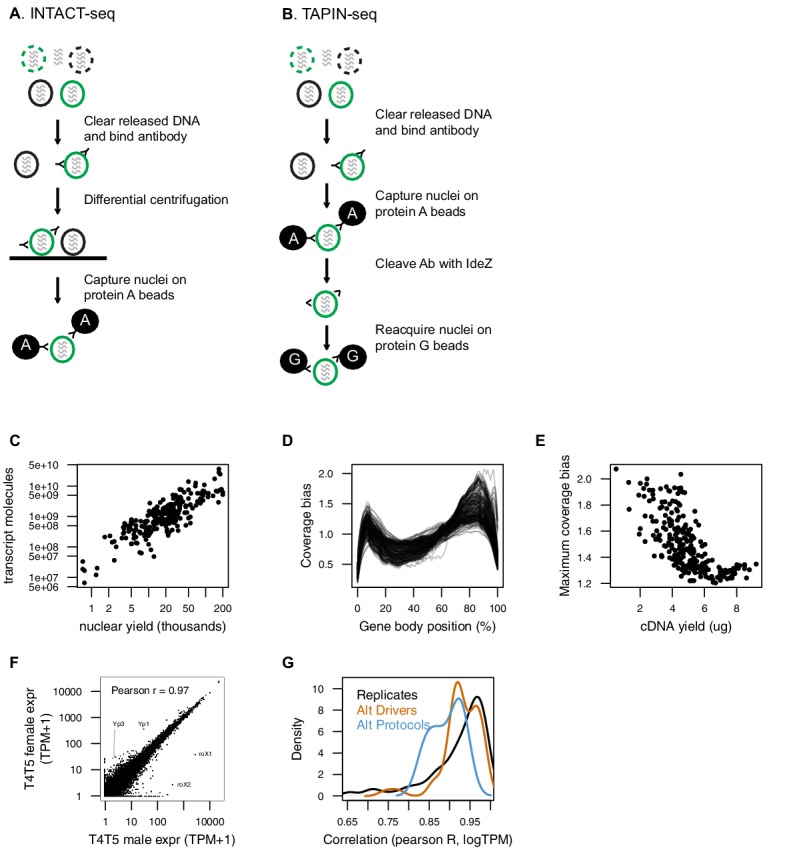
Two variants of nuclei capture, INTACT and TAPIN. (**A**) We used an INTACT-seq variant, that we originally developed for mouse (Mo et al., 2015), that purifies nuclei by differential centrifugation. (**B**) TAPIN-seq replaces the space- and time-intensive centrifugation with a two-step capture enabled by antibody hinge cleavage with the bacterial protease IdeZ. Both protein A and protein G bind the Fc region, while only protein G is able to bind F(ab’)_2_. (**C**) Libraries built from more nuclei have more transcript molecules (estimated using synthetic spike-ins). (**D**) Nearly all libraries showed relatively unbiased positional coverage across gene bodies. (**E**) The maximum bias in positional coverage observed in each library was inversely correlated with cDNA yield, although with large variance in bias for lower yield libraries. (**F**) T4.T5 transcriptomes of female (y-axis) and male (x-axis) flies are well correlated, but also recover known sex-specific genes including RNA on X 1 (*roX1*) and *roX2* (Amrein and Axel, 1997) and yolk protein 1 (*Yp1*) and *Yp3* (Belote et al., 1985). (**G**) Estimated transcript abundances were reproducible as evaluated by Pearson correlation (of log-transformed transcript abundance) between biological replicates (black), alternative drivers for the same cell type (orange), or comparing TAPIN to INTACT profiles (blue).

**Figure 2—figure supplement 2.**
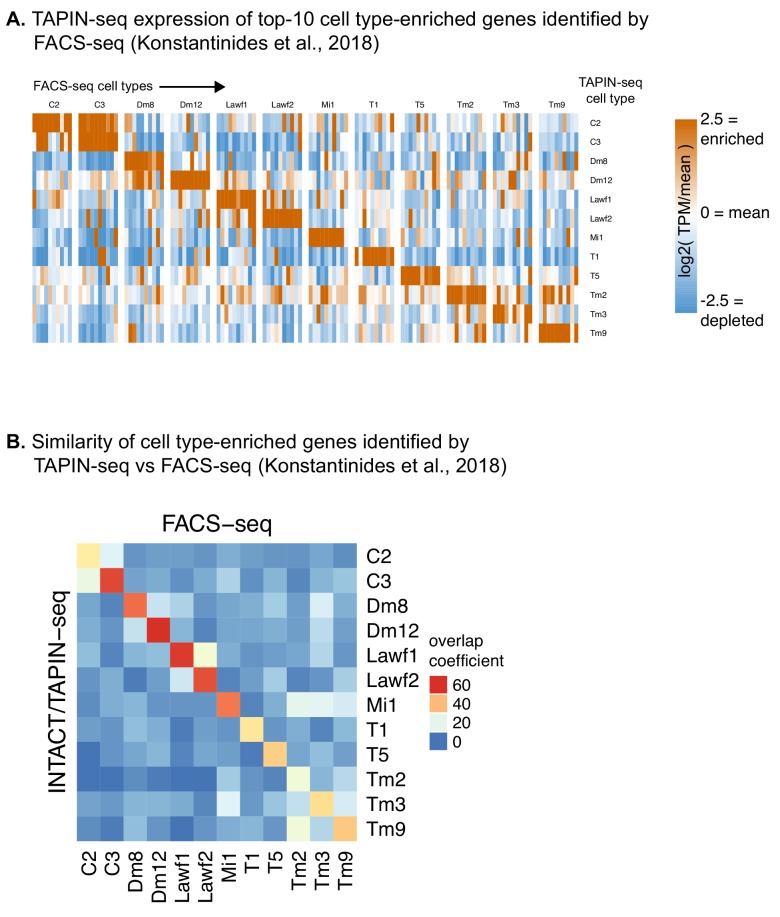
TAPIN-seq vs FACS-seq comparison. (**A**) TAPIN-seq expression of marker genes identified from an independent FACS-seq dataset covering 12 cell types we also profiled (Konstantinides et al., 2018). We defined marker genes for each cell type as the top-10 most highly expressed genes relative to the mean of all cell types, requiring at least 4x higher abundance than the mean and a relative abundance of at least 50 TPM. (**B**) We more broadly compared the TAPIN-seq and FACS-seq datasets by first identifying cell type-enriched genes within each dataset (at least two-fold higher than mean expression; at least 50 TPM in one sample) and then quantifying the degree of overlap between datasets using the overlap coefficient: 100 * (# genes enriched in both TAPIN-seq AND FACS-seq)/minimum(# genes enriched in TAPIN-seq, # genes enriched in FACS-seq)).

The greatest advantage of TAPIN is its ability to purify nuclei from sparse cell types (<50 cells/brain) (Supplementary file 1A). INTACT is not suitable for these lines because of loss during differential centrifugation. This difficulty cannot be overcome by processing more brains per experiment because differential centrifugation is difficult to scale. TAPIN solves this problem by running a first capture on crude extracts generated from hundreds to thousands of fly heads. The substantial background in this first capture is reduced 5- to 6- fold in a second capture with only a modest decline in both the yield of nuclei and amplified cDNA (Figure 2C).

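The test of the capture steps used nuclei of the Tm1_d1 driver, with 2 libraries each of the input nuclei, of nuclei after the first capture, of nuclei after both captures, and of mock captures with a control immunoglobulin after 1 round and after both rounds. For each library the authors deposited the abundance of every gene in TPM, estimated with kallisto 0.43.1, once with the ERCC spike-ins (artificial RNAs added in a fixed amount) and the nuclear tag and once without them and rescaled. The deposited values hold no read counts, so the depth behind each TPM is unknown. By the paper's Supplementary file 1B, the cDNA yield of captured nuclei was 6.54 ± 0.679 µg (SD, n = 2) after the first capture and 5.67 ± 0.339 µg (SD, n = 2) after both, a 1.15-fold change between the captures, with 6.29 ± 0.488 µg (SD, n = 2) in the input, while the mock captures yielded 3.66 ± 0.255 µg (SD, n = 2) and 0.615 ± 0.0636 µg (SD, n = 2). From those yields the mock signal fell 5.95-fold between the rounds, and from 55.96% to 10.8% of the yield of the captured nuclei. Computed from the deposited abundances instead, the ratio of endogenous to spike-in transcripts fell 85.1-fold between the mock rounds and 1.91-fold between the captures, and the mock ratio was 3.82% and then 0.0859% of that of the captured nuclei. After both mock rounds this ratio was 0.0886 and 0.179 in the 2 libraries, so the mock fold and share computed from it are imprecise. Spike-ins made up 71.8% of the abundance after both mock rounds, so the share of the cDNA yield does not measure fly RNA alone. The tag transcript, UNC84 fused to 2 copies of GFP, rose from 34.5 TPM in the input to 20277 TPM after the first capture and 22061 TPM after both, and stood at 60.4 TPM and 74.4 TPM in the mock libraries. All values without an SD are means of 2 libraries. ap, which the mixture model places on in Tm1, rose from 79.7 TPM in the input to 856 TPM and then 957 TPM, and the glial gene repo fell from 29.5 TPM to 2.89 TPM and then 1.83 TPM. After the first mock round ap had 265.1 TPM and repo 54.1 TPM, both above the input, and after both rounds 4.25 TPM and 0 TPM. The photoreceptor gene ninaE fell from 39839.9 TPM to 723 TPM and then 192.5 TPM, against 8673 TPM after the first mock round and 25548 TPM after both. With 2 libraries per step, no exact test of 1 step against another can fall below 0.05. From these yields the paper concludes that a second capture lowers the background at a modest cost in yield.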

### Measuring transcriptomes with INTACT- and TAPIN-seq

We applied INTACT and TAPIN to the cell populations defined by the genetic drivers we described above (Supplementary file 1B). 

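INTACT and TAPIN both purify nuclei that carry a tag, the nuclear envelope protein UNC84 fused to GFP, which GAL4 or split-GAL4 drivers express in the chosen cells. In INTACT the nuclei are enriched by differential centrifugation and captured on beads with an antibody against GFP. TAPIN captures them first on protein A beads from crude extract, cleaves the antibody with the protease IdeZ, and captures them again on protein G beads. The authors mixed the nuclear RNA with ERCC spike-ins, amplified it with the Nugen Ovation kit and sequenced single ends on a HiSeq instrument. They trimmed the 5′ end of each read and pseudo-aligned it with kallisto to the cDNA and non-coding RNA of Ensembl release 91 plus the spike-ins and the driver and tag constructs. They then dropped the spike-ins, constructs and ribosomal RNA and rescaled each library to the same total; for the mixture model they kept the 13931 protein-coding genes and rescaled again. The unit is therefore TPM throughout. From those tables, means and SDs were taken over the libraries of a driver or cell type, a library's genes detected were counted as coding genes with a TPM above 0, and log2 or log10 values used a pseudocount of 1 TPM.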

Most drivers express in a single anatomically defined cell type or a small group of related cell types. We note that a few of our cell types are strictly groups of related cell types (for example, the muscle cells or, at a different level of a cell type hierarchy, the T4 and T5 cells, with four subtypes each). Additional drivers target more heterogeneous cell populations sharing a common property (e.g., driver lines aimed at recapitulating the expression of a neurotransmitter marker). Altogether, we built 250 RNA-seq libraries from 242 samples of purified nuclei (46 using INTACT and 196 using TAPIN) and eight manually dissected samples (Supplementary file 1B). 

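The deposited series holds 266 libraries: the 242 of purified nuclei, the 8 of dissected tissue (4 of the lamina and 4 of the remainder of the optic lobe) and 16 controls. Across the libraries of purified nuclei, between 4549 and 13221 coding genes had a TPM above 0, with a median of 10398.5. The tag transcript had a median of 11468 TPM in the libraries of purified nuclei that passed quality control, 147.6 TPM in the dissected tissues and 27.3 TPM in the controls. Ribosomal RNA, which the authors removed before rescaling, took a median of 6.99% of the abundance of the libraries that passed and 64.2% in the dissected tissues.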

We estimated relative transcript abundance in each library using kallisto (Bray et al., 2016). Libraries built from more nuclei yielded more cDNA (Figure 2D), allowed more genes to be detected (Figure 2E), had more estimated transcripts (Figure 2—figure supplement 1C), more reproducible transcript abundance (Figure 2F), and less bias in coverage across gene bodies (Figure 2—figure supplement 1D,E). 

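The numbers of nuclei and the cDNA yields used here are the paper's (Supplementary file 1B), and genes detected, spike-in ratios and correlations between replicates were computed from the deposited TPM. Over the 240 libraries with both yields, log10 nuclei and log10 cDNA yield had a Pearson r of 0.784 (Spearman rho 0.743). Within TAPIN libraries r was 0.678 (n = 196) and within INTACT libraries 0.812 (n = 44); without the 2 libraries farthest from the median number of nuclei it was 0.771. Because libraries of 1 driver are not independent, the relation was also computed over the means of the drivers, with an r of 0.83. The setting that moved it most was the restriction to TAPIN libraries. cDNA yield and the number of genes detected had an r of 0.876 (rho 0.826, n = 242), which fell to 0.594 (rho 0.365) within the 46 INTACT libraries and was 0.83 within TAPIN and 0.871 without the 2 farthest libraries. cDNA yield and the highest correlation of a library with a replicate of its driver had an r of 0.828 (rho 0.843), with 0.809 within TAPIN, 0.885 within INTACT and 0.804 without the 2 farthest libraries. As a measure of the transcripts per library, the ratio of endogenous to spike-in abundance had an r of 0.832 (rho 0.808, n = 240) with the number of nuclei, 0.790 within TAPIN, 0.868 within INTACT and 0.819 without the 2 farthest libraries. These are 4 of a family of 5 correlations, each with a two-sided permutation p of 1e-05 for r and for rho (the smallest that 100000 permutations allow) and a Benjamini-Hochberg adjusted p of 1e-05. In mock captures, 8712 ± 478 genes (SD, n = 4) were detected with INTACT and 4352 ± 779 genes (SD, n = 6) with TAPIN, a difference of 4360.3 genes (two-sided exact permutation test, p = 0.00476, the smallest of 210 arrangements). The paper's cDNA yields of these mock captures were 1.93 ± 0.354 µg (SD, n = 4) and 0.415 ± 0.159 µg (SD, n = 6).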

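Among the 242 libraries of purified nuclei, those that the authors labelled as passing had between 8642 and 13221 genes detected (median 10665), a cDNA yield of at least 3.24 µg by the paper's table (median 5.04 µg), and a correlation with their closest replicate of at least 0.854 (median 0.957, natural log of TPM plus 1). The median number of genes detected was 12106 in the INTACT and 10393 in the TAPIN libraries among them, and the median correlation was 0.986 and 0.948.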

We focused on 203 libraries that had at least 8500 genes detected, 3µg cDNA yield, and 0.85 Pearson’s correlation of transcript abundances in two biological replicates. These 203 libraries consist of at least two biological replicates built from 100 drivers that covered 67 cell types (53 visual system, 7 mushroom body, 5 central complex, 2 muscle), 6 broader cell populations (ChAT, Gad1, VGlut, Kdm2, Crz, and NPF), and 2 manually dissected tissues (the lamina and remainder of the optic lobe) (Materials and methods). 

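Of these 203 libraries, 8 came from dissected tissue and the rest from purified nuclei of 96 drivers, 75 of them with TAPIN libraries and 23 with INTACT libraries. By the paper's Supplementary file 1B, the number of nuclei in units of 1000 had a median of 25, with 21 for TAPIN and 81 for INTACT. The drivers of single cell types covered 67 cell types, 62 of them neuronal, 3 glial and 2 of muscle. Spike-ins made up a median of 0.426% of the abundance in the libraries that passed.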

We provide the read and abundance data for the remaining sub-optimal libraries (47 libraries covering 24 cell types) in the event they may be informative, but we do not consider these to be of sufficient quality and do not consider them further here. 

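In the 47 sub-optimal libraries, from 24 drivers, between 4549 and 10517 genes were detected (median 7951), and the correlation with the closest replicate lay between 0.652 and 0.916 (median 0.839). The paper's table gives a median of 5.5 for the number of nuclei in units of 1000 and of 3 µg for the cDNA yield. Spike-ins took a median of 2.32% of the abundance.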

We did not sort the sex of flies when preparing TAPIN-seq libraries, as we did not observe large differences in male and female expression profiles (Figure 2—figure supplement 1F).

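To compare the sexes, the authors made 2 TAPIN libraries from male and 2 from female flies with the T4.T5_d1 driver. Across the 17736 genes of the table, single libraries of males and females had a Pearson r of 0.935 to 0.965 on log2 TPM plus 1, against 0.941 between the 2 male and 0.959 between the 2 female libraries; genes are not independent replicates. Of 6603 genes with at least 10 TPM in at least 2 of the 4 libraries, 8 were called at an adjusted p of 0.05 with limma on log2 TPM, all higher in males, and 153 had an unadjusted p below 0.05. The alternative that moved the count most was a fit to all libraries at once, with 62 genes. Of those, 41 were higher in males and 21 higher in females. In data simulated with the mean and spread of each gene, the test recovered 24% of the changed genes. It found 46% of log2 changes of 2 and 2% of log2 changes of 1. Most differences of these sizes between sexes would thus go uncalled with 2 libraries each. roX1, a non-coding RNA of the male dosage compensation complex, had 2744 ± 127.6 TPM (SD, n = 2) in males and 36.2 ± 0.148 TPM (SD, n = 2) in females, a log2 fold change of 6.20 (standard error 0.21, limma adjusted p = 0.00037). Its partner roX2 had 371 ± 103.9 TPM (n = 2) and 1.77 ± 0.332 TPM (n = 2), a log2 fold change of 7.05 (standard error 0.43, limma adjusted p = 0.0065). The Suppressor of Stellate copies Su(Ste):CR42433 and Su(Ste):CR42430 had 244.1 ± 55.2 TPM and 157.8 ± 3.12 TPM (n = 2) in males, against 0.15 ± 0.212 TPM (n = 2) for the former in females, where the latter was listed at 0 in both libraries (limma adjusted p = 0.0108 and 0.0166). Higher in females were the yolk protein genes, which the fat body expresses: Yp1 had 29.5 ± 15.0 TPM in males and 353 ± 115.7 TPM in females (n = 2 each, log2 fold change -3.59, limma adjusted p = 0.072), and Yp2 and Yp3 had adjusted p values of 0.603 and 0.651. In the 12 unsorted libraries of T4, T5 and T4.T5 drivers, roX1 ran from 956 to 5356 TPM and Yp1 from 658 to 7942 TPM, both above the 2 female libraries. For roX1, the libraries of T4.T5_d2, T4_d2, T5_d1 and T5_d2 also lay above both male libraries, with 2985.46 TPM as the lowest against 2834.59 TPM. The unsorted libraries of T4.T5_d1, the driver of the sorted flies, lay between the sexes, with 955.76 and 1051.4 TPM.

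**Figure D1:**
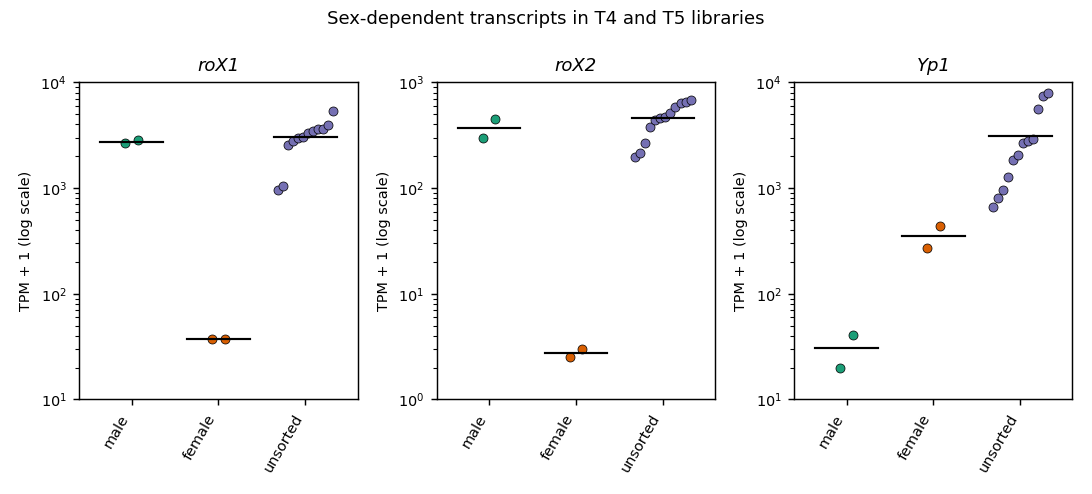
Abundance of roX1, roX2 and Yp1 (TPM plus 1, log axis) in TAPIN libraries of T4 and T5 drivers from male, female and unsorted flies; each point is a library and each bar the mean. The 2 female libraries lie lowest for roX1 and roX2 and the 2 male libraries lowest for Yp1.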

We were encouraged by the clear enrichment of previously identified markers in cell types where they were expected. For example, we recovered transcription factors (TFs) previously found in the developing monopolar interneurons and inner photoreceptors (Tan et al., 2015; Figure 2G). 

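Among the monopolar cells L1 to L5, svp (FBgn0003651) was on in L1 alone, with a mean abundance of 1244 ± 118.7 TPM (SD, n = 4) over the libraries of that cell type, bab2 (FBgn0025525) in L2 alone, with 185.7 ± 4.65 TPM (SD, n = 2), ap (FBgn0267978) in L4 alone, with 532 ± 34.7 TPM (SD, n = 2), and pdm3 (FBgn0261588) in L5 alone, with 1356 ± 111 TPM (SD, n = 2). erm (FBgn0031375) had 2175 ± 25 TPM (SD, n = 2) in L3, its highest abundance of all cell types, and was also on in L4 at 27 ± 22.5 TPM (SD, n = 2). Among photoreceptors, sens (FBgn0002573) was on only in R8, with 127.1 ± 0.636 TPM (SD, n = 2) in R8_Rh5 and 149.5 ± 15.1 TPM (SD, n = 2) in R8_Rh6. Between the 4 R8 and the 2 R7 libraries, the log2 fold change of sens was 3.67 (limma adjusted p = 0.0034) and that of pros -3.99 (limma adjusted p = 0.00055), with 609.8 ± 66.1 TPM (SD, n = 2) of pros in R7; the libraries of the 2 groups did not overlap for either gene.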

We further confirmed our measurements by comparing TAPIN-seq results for twelve cell types that were also recently profiled by FACS-seq (Konstantinides et al., 2018; Figure 2—figure supplement 2A,B) and found concordant expression of cell type-enriched genes. This concordance also argues against major differences between nuclear and cytoplasmic transcriptomes. In combination with the technical quality of our libraries, this confirmation by independent gene expression measurements validated our approach, and also motivated us to explore how to best interpret a large dataset of relative abundances.

#### Interpreting transcript abundance with mixture modeling

Deriving biological insights from a matrix of transcript abundances is not straightforward. While a cell’s expression of a gene can be used to infer a specific functional property of that cell, the level of expression that is needed to establish confidence in such an inference is much less clear. For example, expressing the vesicular acetylcholine transporter (*VAChT*) implies that a neuron is cholinergic. However, *VAChT* transcript abundance exhibits a wide distribution and it is not clear, a priori, what level is necessary to conclude that a cell is cholinergic (Figure 3A).

**Figure 3.**
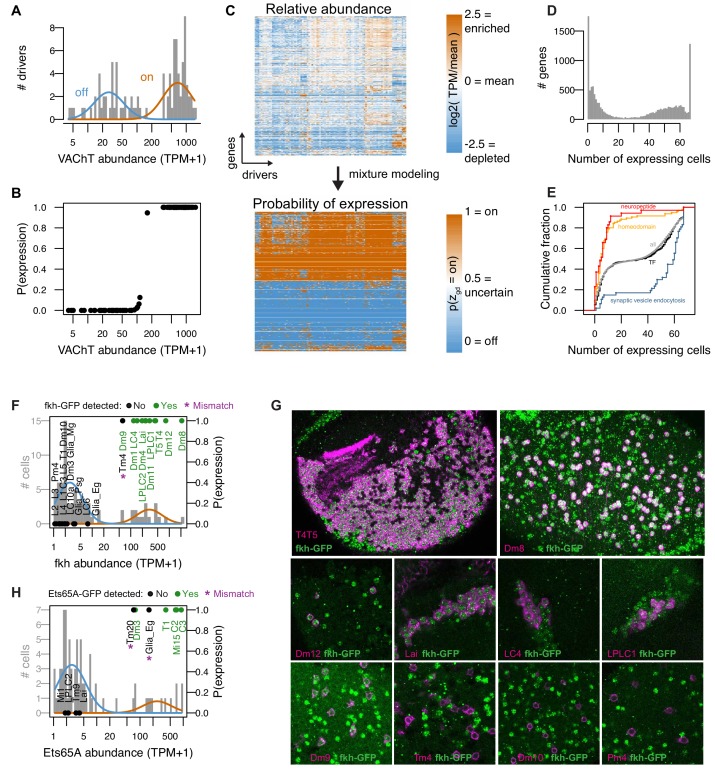
Mixture modeling accurately interprets TAPIN-seq measurements. (**A**) The distribution of Vesicular acetylcholine transporter (*VAChT)* abundance fit with a mixture of two log-normal components. (**B**) Interpreting these components as ‘off’ and ‘on’ states unambiguously infers expression state in essentially all drivers. (**C**) Mixture modeling transforms our catalog of relative transcript abundances (top) to discretized expression states (bottom). (**D**) Histogram of expression breadth per gene. (**E**) Cumulative distributions of expression breadth for all genes (gray), transcription factors (black), homeobox TFs (orange; InterPro domain IPR001356), neuropeptides (red), and genes involved in synaptic vesicle endocytosis (blue). (**F,G**) The *fkh* modeling results were compared to its protein expression pattern as evaluated with a BAC transgenic (See Figure 3—figure supplement 2A). (**F**) Histogram bars represent raw abundance of all cells in our catalog. Blue and orange curves represent the inferred off and on components, respectively. Points represent the cells tested for transgene expression showing either detectable GFP (Green) or no signal (Black). The points’ vertical position reflect the estimated probability of gene expression. (**G**) Forkhead-GFP expression in selected cell types. Fkh-GFP (mainly nuclear, in green) and cell type-specific expression of a membrane marker (in magenta) are shown. Because of the wide range of fkh expression levels, imaging parameters and brightness and contrast adjustments are not identical for different panels. Cells with detectable nuclear GFP signal above the background in the same image were scored as expressing fkh. (**H**) As in J, to evaluate Ets65A modeling results (See Figure 3—figure supplement 2B).

**Figure 3—figure supplement 1.**
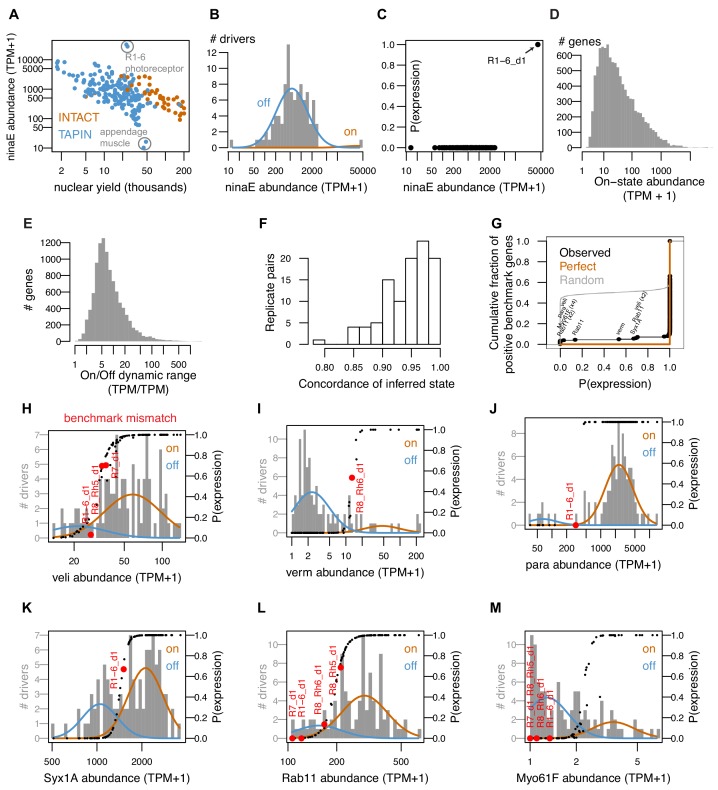
Overview of INTACT-seq and TAPIN-seq libraries. (**A**) Libraries with fewer nuclei had greater carry-over of ninaE transcript, which encodes the abundant rhodopsin in the fly eye. The upper outliers are libraries made from R1-6 photoreceptors, the only cells that express ninaE. The lower outliers are appendage muscle libraries created after heads are removed from the fly bodies, effectively eliminating ninaE carry-over from photoreceptors. (**B, C**). Modeling the distribution of ninaE correctly distinguishes true expression by R1-6 from transcript carry-over in the remaining samples. (**D**) Distribution of mean on-state transcript abundance across all modeled genes. (**E**) Distribution of dynamic range across all modeled genes. (**F**) Concordance of inferred expression states between replicates. Concordance was computed as the number of genes predicted to express (p(on)>=0.8) or not (p(on)<=0.2) in both replicates divided by the number of genes predicted to express or not in either replicate. (**G**) Cumulative distribution of inferred expression probabilities for gene/cell pairs reported to express in FlyBase (n = 193 positive benchmark points). Our mixture model correctly inferred expression of 179 of the 193 gene/cell pairs. The 14 discordant pairs involved six genes (labeled in black). (**H–M**) Modeling results for the six genes with benchmark mismatches. The on and off components are represented as orange and blue curves, respectively. Black points represent the inferred probabilities of expression for all drivers. Red points highlight the drivers where the model results disagreed with the benchmark. The transcript abundance (x-axis) reflects the average of all ‘high quality’ replicates (minimum two per cell type).

**Figure 3—figure supplement 2.**
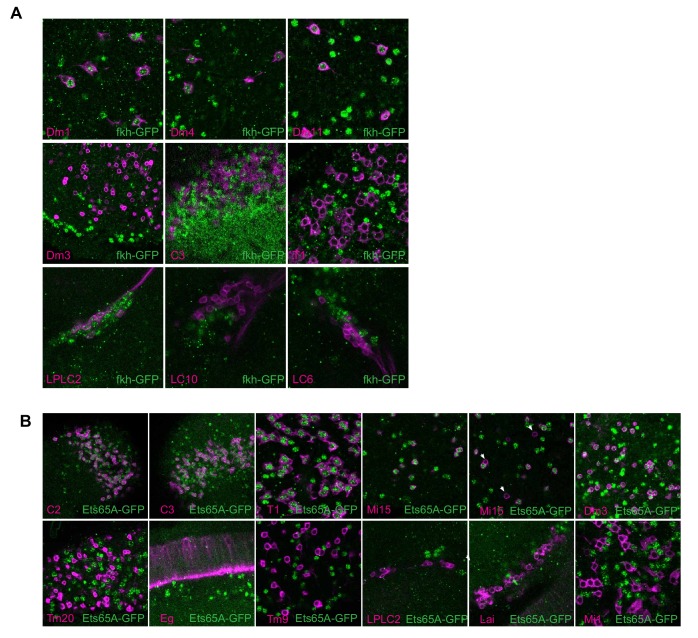
Validation of fkh and Ets65A model inferences. (**A, B**) To evaluate our modeling results for *fkh* and *Ets65A* we evaluated protein expression in several cell types (related to Figure 3F–H) using GFP-fusion proteins (Materials and methods). The indicated cell types (lower left corner) were visualized with a membrane marker (magenta). The second Mi15 panel (in **B**) includes examples of occasional cells without detectable Ets65-GFP expression (arrows).

We used mixture modeling to address this challenge by describing the expression levels of each gene as arising from a mixture of two log-normal distributions representing binary ‘on’ and ‘off’ states (Figure 3A; Materials and methods). Genes can of course express in more than two states, but we show through extensive validation that this simplifying assumption is a useful one. Modelling *VAChT* expression in the high-quality TAPIN/INTACT-seq libraries unambiguously inferred *VAChT* states for all drivers (Figure 3B). 

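In the authors' deposited output, each gene has a probability of being on in every driver, cell type and library, a fraction between 0 and 1, and a gene was taken here as on at 0.8 or above, off at 0.2 or below, and ambiguous between those limits. VAChT (FBgn0270928, chromosome arm 3R from 18705501 to 18718916 on BDGP6.54) was on in 55 of the 96 drivers of purified nuclei, off in 41 and ambiguous in 0. Among drivers called on, the lowest abundance was 161.3 TPM in Kdm2_d1, a broad driver; among those called off, the highest was 113.5 TPM in R7_d1. The fitted component means were 665 TPM for on and 26.6 TPM for off. Called library by library, VAChT was off in 80 libraries, ambiguous in 6 and on in the rest.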

We also found that the model was useful for addressing transcript-carryover, evident in our data (as well as published bulk and single cell studies in the fly [Davie et al., 2018] and mouse [Siegert et al., 2012; Macosko et al., 2015]) as photoreceptor transcripts detected in non-photoreceptor cells (Figure 3—figure supplement 1A). For example, the model correctly inferred that only R1-6 photoreceptors expressed the primary rhodopsin *ninaE*, although *ninaE* abundance in other cells reached as high as 2,702 TPM (the mushroom body cell type PAM_1) (Figure 3—figure supplement 1B,C). 

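Carry-over was measured with ninaE, the rhodopsin gene of the outer photoreceptors, in libraries of other cells. Over the libraries of purified nuclei, without R1-6 and without the appendage muscles, which were prepared from bodies after the heads were removed, log10 ninaE TPM and the log10 of the paper's number of nuclei had a Pearson r of -0.585 (Spearman rho -0.555). Within TAPIN libraries r was -0.60 and within INTACT libraries -0.646 (n = 44), and it was -0.562 without the 2 libraries farthest from the median number of nuclei. Among libraries that passed quality control, the relation weakened to an r of -0.426. Each r and rho had a two-sided permutation p of 1e-05, the smallest that 100000 permutations allow, and the adjusted p over the family of 5 correlations was 1e-05.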

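ninaE (FBgn0002940, chromosome arm 3R from 19886255 to 19888206 on BDGP6.54) had 41286 ± 12561 TPM (SD, n = 4) in R1-6 and 2701.8 ± 938 TPM (SD, n = 2) in PAM_1, the highest of the 95 drivers in which it was called off; their median was 596 TPM. The component means were 38561 TPM for on and 556 TPM for off, and the 4 R1-6 libraries were the only ones called on, with 0 libraries ambiguous. The lowest R1-6 library had 28183 TPM. The 2 INTACT libraries of R1-6 had 51989 ± 1881 TPM (SD, n = 2) and the 2 TAPIN libraries 30583 ± 3394 TPM (SD, n = 2), a log2 fold change of 0.77 (limma adjusted p = 0.0157). The INTACT libraries also had more of all 5 pigment cell genes looked at, each called at an adjusted p of 0.05.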

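The model was fitted by the authors in RStan to the abundance in each library, with the likelihoods of replicates combined for a driver or cell type, for the 12377 coding genes with at least 10 TPM in at least 1 library that passed, and 10269 of them were described by the 2-component fit. In those 10269 genes the on component had a median of 25.0 TPM, with 5.42 TPM and 550.0 TPM at the 5th and 95th percentiles. The ratio of on to off component had a median of 6.42, with 2.41 and 40.7 at the same percentiles. Of the 953029 probabilities in the 77 columns of cell types, which include the drivers of several cell types, 47.7% were on, 48.6% off and 3.62% ambiguous. Library by library, 5.79% were ambiguous.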

We used this method to transform our catalog of transcript abundances to probabilities of expression (Figure 3C), observing a wide spectrum of on levels and dynamic ranges between on and off states (Figure 3—figure supplement 1D,E). To further simplify these probabilities, we discretized them into on (p>=0.8) and off (p<=0.2) states, and otherwise considered them to be ambiguous (0.2 < p < 0.8). 

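For each pair of replicate libraries of a driver, the modeled genes with the same clear state (on or off) in both were counted, as a share of those with a clear state in at least 1 of the 2. Its median was 87.0% (SD 6.70 over the pairs), from 70.3% in T5_d1 to 97.47%. When only genes with a clear state in both replicates were counted, a setting chosen after the first value was seen, the median was 95.4%, the largest change among the settings tried. With states split at a probability of 0.5 it was 91.8%.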

The expression states inferred for replicates had a median 95% concordance (Figure 3—figure supplement 1F). We combined information from replicates to infer expression at the driver and cell type levels (Materials and methods).

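Of the 12377 modeled genes, 1292 were on in all 67 cell types, 509 in only 1, 1190 in 0, and the 9386 others in between. The median gene was on in 36 cell types. With an abundance of 50 TPM as the limit in place of the model, the median gene was on in 2.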

We found many genes that express in all cell types, and many that express in only one, with a range in between (Figure 3D,E). As expected, given their roles in specifying identity, homeobox transcription factors (TF) expressed more specifically than transcription factors in general (Figure 3E). Neuropeptides also expressed specifically, while genes with the more general function of synaptic vesicle endocytosis were broadly expressed. We explore these functional properties in more detail later (Figure 4C).

**Figure 4.**
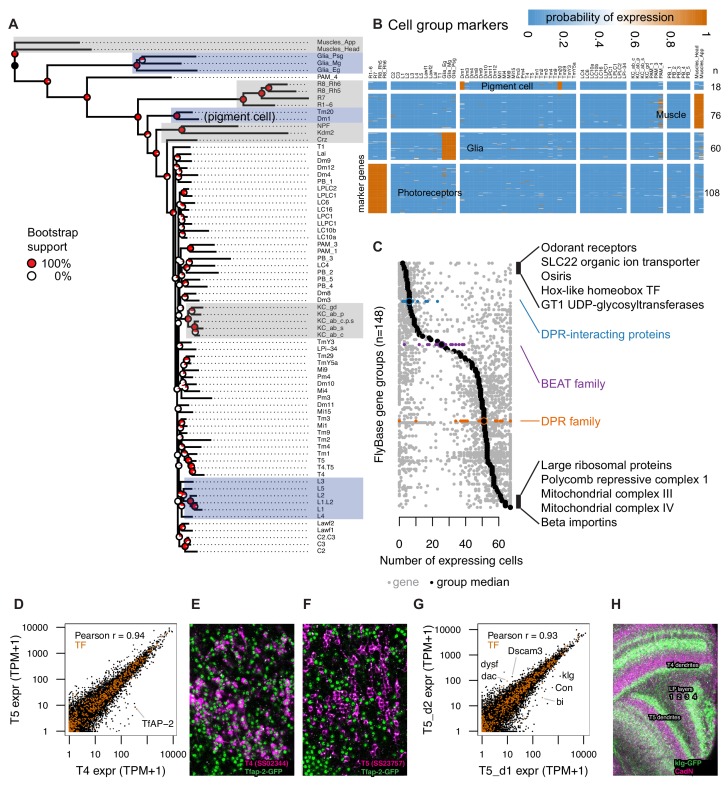
TAPIN-seq profiles identify genes enriched in cell types and groups. (**A**) Cells grouped by a minimum evolution tree of their inferred expression states. (**B**) Heatmap of marker genes enriched in photoreceptors, glia, muscle, and pigment cells. (**C**) Distribution of expression breadth for genes in ‘terminal’ FlyBase gene groups with more than 10 members in our expression probability matrix. The least- and most- broadly expressed gene groups are labeled, along with the DPR-interacting, beat and DPR family of extracellular proteins. (**D**) TfAP-2 transcription factor distinguishes closely related cell types T4 and T5. (**E,F**) TfAP-2 protein is specifically expressed in T4 and not in T5, confirming this detection of differential expression levels. GFP-tagged TfAP-2 (mainly nuclear, in green; see Supplementary file 1E and Materials and methods) is shown together with a membrane marker (magenta) expressed in T4 (**E**) or T5 (**F**) cells. (**G**) Comparison of genes with differential expression in two driver lines for T5 neurons expressing in different subtypes, identify genes that differentially label layers of the lobula plate (corresponding to different subtypes of T5 cells). (**H**) Confirming the TAPIN-seq identification, klg protein (detected using a GFP tag (green); see Supplementary file 1E and Materials and methods) is expressed in T4/T5 cells with the expected layer specificity (layers 3 and 4) in the lobula plate (LP). A neuropil marker is shown in magenta.

**Figure 4—figure supplement 1.**
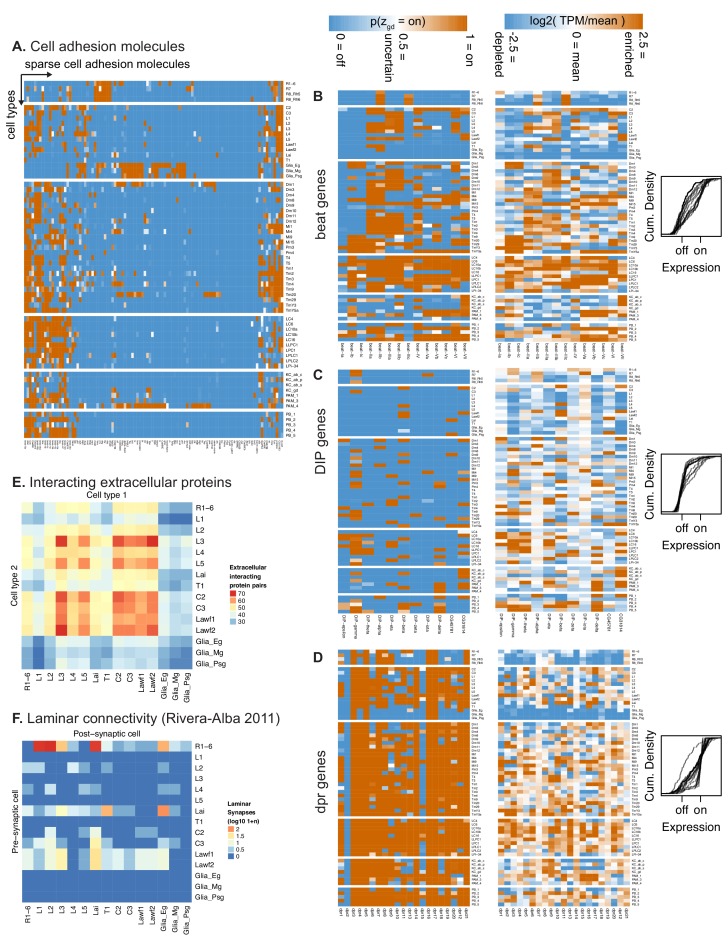
TAPIN-seq profiles identify genes enriched in cell types and groups. (**A**) Cell adhesion molecules specifically expressed across our transcriptome catalog. (**B–D**) The expression pattern of all beat, DIP, and Dpr family members depicted as heatmaps of probabilities of expression (left), heatmaps of relative transcript abundance (middle), or cumulative density curves of normalized expression level (right). The density curves, each depicting a bimodally expressed gene in the gene family, show expression levels that were normalized using the mean expression levels of the modeled off an on states for each gene; normalized level = (logE - mu_off) / (mu_on - mu_off). The density curves illustrate that DIP genes are sparsely expressed, followed by beat and Dpr genes. Of the three families, the Dpr genes exhibit transcript abundance that appears more continuous between the estimated off and on states rather than discretely bimodal. (**E,F**) The number of interacting pairs of extracellular protein pairs (Özkan et al., 2013) expressed by pairs of cells in the lamina (**E**) is not sufficient to predict the synaptic connectivity of these cells **F**; data from Rivera-Alba et al. (2011). To match our expression data, we summed the synapse counts for the individual R1-R6 photoreceptors originally reported by Rivera-Alba et al. (2011). For the same reason, we also duplicated the subtype-unidentified Lawf synapse counts as separate Lawf1 and Lawf2 entries in the connectome matrix.

#### Evaluating accuracy of TAPIN-seq measurements

To validate our TAPIN-seq measurements, we first compared our inferred expression states to FlyBase curated reports of protein expression (n = 197 data points of gene/cell pairs; four negative points, 193 positive points; n = 22 cells; n = 69 genes, Supplementary file 1C). Protein expression can of course differ from that of the corresponding mRNA due to post-transcriptional regulation. However, since most functional interpretations of transcriptome data are implicitly about protein expression, we used this as a more stringent and practical test of our model. 

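The 197 entries of the benchmark are the paper's (Supplementary file 1C): 193 gene and cell pairs with reported protein and 4 without, over 22 cells and 69 genes. Each entry was compared with the deposited probability for that cell. A probability of at least 0.8 matched 92.9% of them (95% Wilson interval 88.4% to 95.7%, which treats entries as independent), including 179 of the 193 positive entries. With states recomputed by a 2-component mixture fitted separately to each gene's abundances, which moved the share most, 85.3% matched.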

We found 93% concordance (183 matches; 14 mismatches from six genes; 0 mismatches for negative benchmark points; Figure 3—figure supplement 1G). 

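Among the genes whose entries did not match, para had 306 ± 269.5 TPM (SD, n = 4) in R1-6, with component means of 2345 TPM for on and 64.1 TPM for off. veli had 26.1 ± 9.17 TPM (SD, n = 4) in R1-6, 34.7 ± 17.9 TPM (SD, n = 2) in R7 and 32.3 ± 0.919 TPM (SD, n = 2) in R8_Rh5, between its component means of 58 TPM for on and 21.3 TPM for off, and its probabilities in those cells were 0.03, 0.7 and 0.7. verm had 12 ± 4.22 TPM (SD, n = 2) in R8_Rh6, a probability of 0.53, and component means of 46.5 TPM for on and 2.36 TPM for off. Syx1A had 1509.9 ± 303 TPM (SD, n = 4) in R1-6, a probability of 0.67, with component means of 2122 TPM for on and 1043 TPM for off. For Rab11, whose component means of 296 TPM for on and 156.02 TPM for off have a smaller ratio than those of the other genes, the 4 photoreceptor cells ranged from 105.4 TPM in R7 to 210.8 TPM in R8_Rh5. Myo61F had a mean of 0.343 TPM in R1-6, 0.105 TPM in R8_Rh6 and 0 TPM in R7 and R8_Rh5.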

The benchmark mismatches fell into three categories: expression levels near the transition between inferred on and off components (*veli*, *verm*, *para*; Figure 3—figure supplement 1H–J), genes with a wide dynamic range of expression (*Syx*, *Rab11*; Figure 3—figure supplement 1K,L), and genes with undetected transcript but previously detected protein (*Myo61F*; Figure 3—figure supplement 1M). The first two categories likely arise from imprecision in the model’s fitted components and its representation of transcript abundance as bimodal, rather than continuous. The third category (conflicting transcript and protein levels) could reflect either technical issues (low sensitivity in our measurements, or false positives in the prior work due to antibody cross-reaction) or biological complexities (e.g., long-lived transcripts, subcellular localization, post-transcriptional regulation).

To further evaluate our results for genes expressed across a wide range of levels, we compared the model output to protein expression patterns for two transcription factors: Forkhead (*fkh*) and *Ets65A*. We visualized each protein using a C-terminal GFP tag; the tagged proteins were expressed from BAC transgenes with large flanking sequences to ensure a near native genomic context (Kudron et al., 2018). 

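fkh (FBgn0000659, chromosome arm 3R from 28580976 to 28585264 on BDGP6.54) was on in Dm1, Dm11, Dm12, Dm4, Dm8, Dm9, LC4, LPLC1, LPLC2, Lai, PB_1, T4, T5 and Tm4, with the same cell types at a probability of 0.5 or 0.9 and with 50 TPM as the limit. Dm8 had the highest abundance, 2102.7 ± 16.2 TPM (SD, n = 2). Among the cell types called off, the highest abundance was 14.5 TPM in Muscles_Head, and the lowest library of an expressing cell type (45.3 TPM in Tm4) lay above the highest library of a cell type called off (18.7 TPM in Muscles_App).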

From the transcript data, we inferred *fkh* gene expression in 14 cell types across a 35-fold range of abundance (60 to 2,103 TPM). Of 28 cell types that we visualized at the protein level, fkh was detected in all but one that we expected from TAPIN-seq (Figure 3F,G, Figure 3—figure supplement 2A). 

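In Tm4, fkh had 60.4 ± 21.4 TPM (SD, n = 2), the lowest among expressing cell types, between fitted component means of 305 TPM for on and 2.64 TPM for off.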

The sole exception, Tm4, has a *fkh* abundance (60 TPM) near the border between the inferred off and on states (Figure 3F). However, we did detect protein in Dm9, which had a near identical raw transcript abundance (61 TPM). Similarly evaluating *Ets65A* expression identified two mismatches out of 11 tested cells (Figure 3H, Figure 3—figure supplement 2B). 

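Dm9 had 60.7 ± 0.0495 TPM (SD, n = 2) of fkh, which differed from Tm4 by less than the SD between the Tm4 libraries. The probability that fkh was on was 1.00 in Tm4 and 1.00 in Dm9.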

Ets65a protein was not detected in Tm20 (70 TPM) and epithelial glia (161 TPM), while it was weakly detected in Dm3 (77 TPM). These results further support the accuracy of TAPIN-seq and our statistical model even for genes with a wide dynamic range. 

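Ets65A (FBgn0005658, chromosome arm 3L from 6097617 to 6123913 on BDGP6.54) was on in 9 cell types: C2, C3, Dm3, Glia_Eg, Mi15, PB_4, PB_5, T1 and Tm20. It had 70.3 ± 6.52 TPM (SD, n = 2) in Tm20, 161 ± 32.3 TPM (SD, n = 6) in the epithelial glia and 76.9 ± 25.5 TPM (SD, n = 2) in Dm3, against 903 ± 2.72 TPM (SD, n = 2) in C3, the highest, and 12.9 TPM in Dm12, the highest among cell types called off.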

The agreement between our transcript on/off calls and protein expression encouraged us to use the discretized on/off calls for all further analyses; the unprocessed relative abundances in TPM are reserved for deeper analysis when needed.

### Examining the relation between cell types using transcriptomes

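The tree was recomputed from the deposited probabilities of the 67 cell types with ape 5.8.1. Genes were kept with a high enough mean among on cells and ratio of on to off (natural logs of 3 and 1.5). As the paper describes, states were coded as on, off or ambiguous, distances were the share of differing states, and the tree was built by balanced minimum evolution (fastme) with 1000 bootstrap samples of the genes. The filter was computed here on the mean abundance of on and of off cell types and kept 4204 genes, whereas the paper applies these limits to the means of its model's components.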

To study the relation between cell types, we built a dendrogram based on the expression states we inferred for the whole transcriptome and estimated the support for each branch point with bootstrap resampling (Figure 4A). 

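A group made of the 2 muscle cell types had a bootstrap support of 100%. Adding PAM_4 gave 99.9%, adding the 3 glia 100%, and adding the 4 photoreceptors 99.9%, so that the other neurons formed the remaining group. The glia alone and the photoreceptors alone each had 100%. PAM_4 differed from its nearest cell type, Muscles_Head, in 22.3% of states, against a median of 15.3% over all pairs of cell types, and had 16 of 61 cuticle genes on, more than any other neuron. In the setting with all 12377 modeled genes in place of the filter, these groups had a support of 100%, whereas the Kenyon cells no longer formed a group and C2 and C3 were not joined. With neighbour joining, muscle with PAM_4 fell to 80.9% and the group that also holds glia and photoreceptors to 96.7%.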

The broad groupings were well supported and mostly intuitive: muscle were outgroups, followed by a mushroom body cell type (PAM_4), the glia, the photoreceptors, and the remaining neurons. 

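The 4 Kenyon cell types had a support of 100%, C2 with C3 97.4%, Lawf1 with Lawf2 99.1%, and T4 with T5 100%. These pairs differed in 5.84% (C2 and C3), 5.98% (Lawf1 and Lawf2) and 6.20% (T4 and T5) of states. LPLC1 and LPLC2 differed in 6.36% of states but were not joined in the tree, with a support of 35.4%. With genes chosen by the model's own component means, a setting added after this was seen that kept 4296 genes, they were joined with a support of 68.2%. L1 with L2 had 100% and R8_Rh5 with R8_Rh6 95.7%, the latter falling to 67% with all modeled genes and 64.1% with neighbour joining.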

Several fine groupings of anatomically closely related neurons were also well supported (e.g., Kenyon cells; C2, C3; Lawf1, Lawf2; T4, T5; LPLC1, LPLC2). However, mid-level branchings were not well supported, indicating the lack of a simple hierarchical relationship. 

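Over the 64 inner branches of the tree the median support was 77.3%. It was at least 95% for 23 branches and under 50% for 18. The 5 central complex cell types formed no group in the tree (support 0%).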

Neurons were generally grouped by region: central complex, mushroom body, and optic lobe. 

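Dm1 and Tm20 differed in 9.78% of their states, more than the pairs of related neurons (C2 and C3, Lawf1 and Lawf2, T4 and T5), and less than the median pair of cell types. Their bootstrap support was 100%.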

One surprise was the grouping of Tm20 and Dm1, away from all other optic lobe cell types. Upon closer examination, the identity of genes expressed exclusively in these two lines (*lz*, *Pdh*, *bw*) suggest that this grouping is driven by shared pigment cell contamination in the GAL4-tagged patterns of these driver lines. Similarly, the unusual position of PAM_4 is likely due to some unidentified non-neuronal cells in the driver. These are examples of imperfections in the GAL4 driver lines. 

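bw (FBgn0000241) was on only in Dm1, 44.1 ± 13.1 TPM (SD, n = 2), and Tm20, 75.1 ± 5.28 TPM (SD, n = 2), and the highest abundance elsewhere was 9.27 TPM in Tm2. Pdh (FBgn0011693) was on in the same pair, with 1395 ± 126.5 TPM (SD, n = 2) in Dm1 and 502 ± 55.3 TPM (SD, n = 2) in Tm20, and ambiguous in Dm3, Mi4, R1-6 and Tm4. lz (FBgn0002576) had 339.5 ± 22.6 TPM (SD, n = 2) in Dm1 and 83.7 ± 4.36 TPM (SD, n = 2) in Tm20, and was also on in Dm3 at 25.4 ± 14.1 TPM (SD, n = 2). From these genes, the paper proposes that retinal pigment cells in both expression patterns drive the grouping.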

While they can lead to some false positives for the main target cell types, they can also provide additional information. For example, analyzing the overlap between Dm1 and Tm20 allowed us to infer marker genes expressed in the pigment cell population.

### Identifying genes that mark cell types and groups

We next identified genes that marked cell groups in the tree, using three criteria: genes that expressed in all the cells within a group, at most two cells outside this group, and with transcript abundance higher than all cells outside the group (For simplicity, we will hereon refer to cell type as just cell. This is not meant to exclude the possibility of heterogeneity within the individual cells of a profiled population.). We used these criteria to identify markers for photoreceptors (n = 108), glia (n = 60), and muscle (n = 76) (Figure 4B, Supplementary file 1D). These genes included many known as well as new markers. For example, genes enriched in photoreceptors include signaling components (*Arr2*, *Galphaq*) and transporters (*trpl*, *Eaat2*) with known physiological roles as well as uncharacterized orphan transporters (e.g., *CG8468*). 

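A rule close to the paper's was applied to the deposited tables. A marker had a probability of at least 0.9 in all cells of the group. It was on, here at a probability of at least 0.8, in at most 2 other cell types. It was also more abundant in each cell of the group than in every other cell type. The paper's methods name only the limit of 0.9, which may also hold for cells outside the group. For photoreceptors the rule used here gave all but 2 of the 108 genes of the paper's list and 10 further genes. Arr1, which it missed, was on in 7 cell types at 0.8 and in 5 at 0.9. For glia the rule gave all but 1 of the paper's 60 and 28 further genes. For muscle it gave all 76 and 54 further genes, a total of 130. Leaving out the abundance condition added 15 genes for photoreceptors and 40 for glia and brought the count for muscle to 276, and with genes on in no other cell type the counts were 81, 47 and 48. With the broad drivers also counted as cell types the counts were 111, 74 and 96.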

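Each of these genes was on in R1-6, R7, R8_Rh5 and R8_Rh6 and in no other cell type, with abundances given here as means over a cell type's libraries. Arr2 (FBgn0000121) ran from 1285 TPM in R7 to 5265 TPM in R1-6, with 321 TPM in Lai as the highest value elsewhere. Galphaq (FBgn0004435) ran from 2584 TPM in R7 to 3491 TPM in R8_Rh5 (highest elsewhere 619 TPM in PAM_3), trpl (FBgn0005614) from 3758 TPM in R8_Rh6 to 6979 TPM in R1-6 (highest elsewhere 146.6 TPM in Glia_Eg) and Eaat2 (FBgn0026438) from 2155 TPM in R1-6 to 3321 TPM in R8_Rh6 (highest elsewhere 415 TPM in PB_2). For all 4 genes, every photoreceptor library lay above every library of the cell types called off.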

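Applied to Dm1 and Tm20 as the group, the marker rule gave 24 genes, among them all 18 of the paper's list. With genes on in no other cell type it gave 14, and without the condition on abundance 37.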

We also identified 18 markers for pigment cells using the Tm20 and Dm1 profiles. In addition to the three types of lamina glia we profiled, several other glia types are present in both the lamina and the medulla. Genes expressed exclusively in the dissected samples (lamina, remainder of optic lobe) and not in the TAPIN libraries identified marker genes for optic lobe cells that we did not directly profile, such as medulla glia. Indeed, the genes identified in this way included several known markers for astrocytes (*alrm*, *wun2*, *Obp44a*) (Huang et al., 2015).

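alrm had 635.9 ± 109.4 TPM (SD, n = 4) in the dissected optic lobe and 56.96 ± 25.7 TPM (SD, n = 4) in the lamina, against a highest cell type mean of 65.7 TPM in Glia_Mg, and was on in 0 of the 67 cell types. wun2 had 39.2 ± 4.39 TPM (SD, n = 4) in the optic lobe and 1.69 ± 1.44 TPM (SD, n = 4) in the lamina, against 10.2 TPM in Glia_Mg, and was on in 2 of the 67 cell types. Obp44a had 7464 ± 1151 TPM (SD, n = 4) in the optic lobe, close to the 6323 TPM in Glia_Mg, and 17944 ± 6789 TPM (SD, n = 4) in the lamina, and was on in the 3 glia.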

We examined the breadth of expression of different functional groups of genes, as defined by FlyBase gene group curation. HOX-like homeobox TFs were among the most specifically expressed group, while groups of core cellular machinery (e.g., beta importins, mitochondrial complexes) were among the most broadly expressed groups (Figure 4C). Some groups included both broadly and very specifically expressed genes. For example, among cell adhesion molecules, we noted an interesting distribution for three gene groups proposed to be involved in protein-protein interactions that underlie synaptic connectivity (Özkan et al., 2013; Tan et al., 2015; Carrillo et al., 2015). While 11 DPR-interacting proteins (DIP) were among the most specifically expressed genes (expressed in a median of 6 cells), beat (median, 25.5 cells) and DPR (median, 51 cells) genes were more broadly expressed (Figure 4—figure supplement 1A–D). 

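Counted over the 67 cell types, the 11 DIP genes were on in a median of 6 (range 3 to 27), the 14 beat genes in a median of 28 (range 4 to 42) and the 21 DPR genes in a median of 51 (range 0 to 67). The difference in medians between DIP and DPR genes was -45 cell types (two-sided permutation test, p = 0.00014, adjusted over 3 comparisons 0.00042), that between DIP and beat genes -22 (permutation p = 0.0016, adjusted 0.0016) and that between beat and DPR genes -23 (permutation p = 0.00063, adjusted 0.000945). The limit of 50 TPM moved the medians most, to 8, 21 and 37. At a probability of 0.9 the median of the beat genes was 25.5.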

As physical interactions among these and other extracellular proteins have been systematically characterized (Özkan et al., 2013), we combined their expression and interaction patterns to estimate the number of potential interaction between cells in the lamina (Figure 4—figure supplement 1E), many of which are in actual contact (Figure 4—figure supplement 1F). Except for a clear paucity of transcripts encoding interacting protein pairs expressed by glia, these global expression-based patterns did not correlate well with connectivity in the lamina. However, we found that every pair of lamina cells expressed mRNAs for tens of interacting protein pairs, highlighting the broad potential for cell-cell interactions not only in the developing (Tan et al., 2015) but also adult optic lobe.

#### Transcriptomes can distinguish closely related cell types and subtypes

To ask whether we could identify genes distinguishing closely related cell types, we examined T4 and T5. These cells had similar transcriptomes and were neighbors in the phylogenetic tree, but we found one transcription factor, *TfAP-2*, that was expressed nearly two orders of magnitude higher in T4 (390 TPM) than T5 (6 TPM) (Figure 4D). 

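Each of T4 and T5 had 4 TAPIN libraries, 2 from each of 2 drivers, and libraries of 1 driver counted as independent. Genes were compared with limma 3.58.1 on log2 TPM with a pseudocount of 1, for the 7624 coding genes with at least 10 TPM in at least 2 of the 8 libraries, with Benjamini-Hochberg adjustment over those genes. Across all 13931 coding genes the mean profiles of T4 and T5 had a Pearson r of 0.944 on log2 TPM plus 1, and single libraries of the 2 cell types 0.842 to 0.914 (genes are not independent replicates). At an adjusted p of 0.05, 60 genes were called higher in T4 and 72 higher in T5. TfAP-2 (FBgn0261953, chromosome arm 3L from 21586828 to 21613349 on BDGP6.54) had 390.1 ± 18.8 TPM (SD, n = 4) in T4 and 6.195 ± 5.81 TPM (SD, n = 4) in T5, a log2 fold change of 6.26 (standard error 0.62, limma adjusted p = 0.0008), the largest of all called genes. Besides T4, it was on in Pm3, Tm1, Tm2 and Tm4. Next among genes whose libraries did not overlap, CG12994 (4.15) and twz (3.66) were higher in T4 and Hsp70Bc (-4.50), CG34355 (-4.22) and CG9822 (-4.04) higher in T5 on the log2 scale, with limma adjusted p values from 0.0015 for Hsp70Bc to 0.0437 for twz, of which 1 library of T5_d2 had more than the 3 other T5 libraries. The count of called genes rests on few libraries: with each left out in turn it lay between 56 (without T4_d1 replicate 2) and 416 (without T5_d1 replicate 1), and a fit to all libraries at once called 1740.0 genes.

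**Figure D2:**
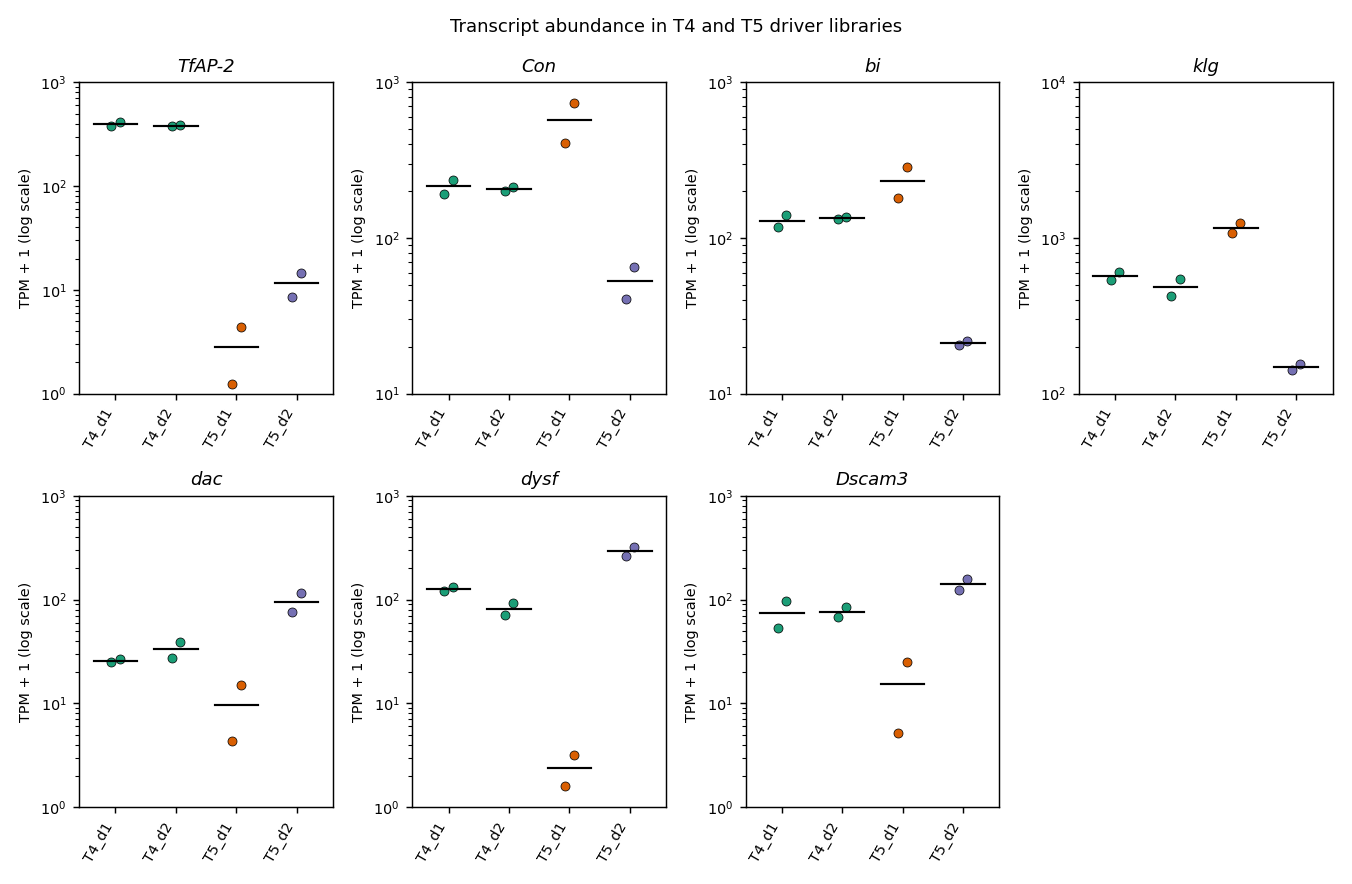
Abundance (TPM plus 1, log axis) of TfAP-2, Con, bi, klg, dac, dysf and Dscam3 in each library of the drivers T4_d1, T4_d2, T5_d1 and T5_d2; points are libraries and bars their means. TfAP-2 separates T4 from T5, and for the other 6 genes the 2 T5 drivers lie apart, with the T4 drivers between them.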

We confirmed this pattern at the protein level (Figure 4E,F).

T4 and T5 cells can each be further divided into four subtypes that preferentially respond to motion in one of four cardinal directions and differ in anatomical details such as the lobula plate layer to which they project axons. While our split-GAL4 lines do not isolate single T4/T5 subtypes, the T5_d1 and T5_d2 drivers show differences in subtype expression (Figure 1—figure supplement 1B,B’,C,C’). 

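T5_d1, with mainly T5c and T5d cells, and T5_d2, with mainly T5a and T5b cells, had 2 TAPIN libraries each. By the paper these drivers do not isolate single subtypes. Their libraries were compared with limma as for T4 and T5. Con (FBgn0005775) had a mean of 571 TPM in T5_d1 (408 and 733 TPM in its 2 libraries) and 51.6 ± 17.3 TPM (SD, n = 2) in T5_d2 (log2 fold change 3.42, limma adjusted p = 0.0892), and bi 233.05 ± 75.7 TPM and 20.1 ± 0.933 TPM (3.43, limma adjusted p = 0.199). klg had 1164.5 ± 121.6 TPM and 146.9 ± 9.67 TPM (2.98, limma adjusted p = 0.0407), 1 of the 2 genes called among the 6726 tested. The other was ATPsynCF6L, with a log2 fold change of 4.89 (limma adjusted p = 0.0407). Lower in T5_d1 were dysf, with 1.38 ± 1.12 TPM against 289.8 ± 38.7 TPM (-7.01, limma adjusted p = 0.0613), dac, with 8.66 ± 7.52 TPM against 94.5 ± 28.9 TPM (-3.53, limma adjusted p = 0.988), and Dscam3, with 14.2 ± 14.1 TPM against 139.9 ± 24.7 TPM (-3.61, limma adjusted p = 0.988). All SDs are over 2 libraries. For all 6 genes the libraries of the 2 drivers did not overlap, but the test recovered only 2.5% of simulated log2 changes of 1 or 2. The changes of these 6 genes were larger than those simulated.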

Comparing the transcriptomes of these two drivers confirmed previously described markers (*Con*, *bi*, *dac*; Apitz and Salecker, 2018) that distinguish T4/T5 cells of lobula plate layers 1/2 and 3/4, and indicated additional genes, including a transcription factor (*dysf*) and cell adhesion molecules (*klg*, *Dscam3*) with selective expression in these subtypes (Figure 4G). As a further confirmation of this finding, we verified that a tagged klg protein showed layer-specific expression in the lobula-plate consistent with these T4/T5 subtypes (Figure 4H).

### Reference bulk transcriptomes help interpret single cell transcriptomes

Single cell RNA-seq (scRNA-seq) was recently used to map the optic lobe (Konstantinides et al., 2018) and brain (Davie et al., 2018). Despite its routine use, interpreting scRNA-seq measurements – clustering single cell transcriptomes and labeling these clusters as known cell types – remains challenging. For example, the 52 single cell clusters found in the optic lobe (23 labeled as known cell types, including 7 types of glia; Konstantinides et al., 2018) and the 87 clusters found in the whole brain (41 labeled, also including seven glia; Davie et al., 2018) far under-estimate the expected diversity of cell types – over one hundred anatomically distinct neuronal cell types have been described in the optic lobe alone (Fischbach and Dittrich, 1989; Morante and Desplan, 2008; Otsuna and Ito, 2006; Nern et al., 2015; Wu et al., 2016). Furthermore, comparing the number of single cells in each optic lobe cluster to the true abundance of each cell type (as established by neuroanatomical studies) reveals that the single cell map does not proportionally represent abundance (ranging from ~5 times fewer Dm8/Tm5c cells to ~7 times more Dm12 cells than expected in the optic lobe map; Figure 5A). The whole brain map, measured using the more sensitive 10X scRNA-seq platform rather than Drop-seq used for the optic lobe map (Svensson et al., 2017), showed similar cell type abundances (Figure 5B). Without detailed neuroanatomy to serve as ground-truth, this similarity could be interpreted as reproducibility across platforms. Instead, our results suggest caution when interpreting cell type frequencies from scRNA-seq maps, as they can be skewed by experimental artifacts such as cell type-specific differences in RNA isolation yields, computational over-clustering, or inaccurate cell type labeling. Given the known number of cell types and their frequencies, it is clear that interpreting single cell measurements is challenging.

**Figure 5.**
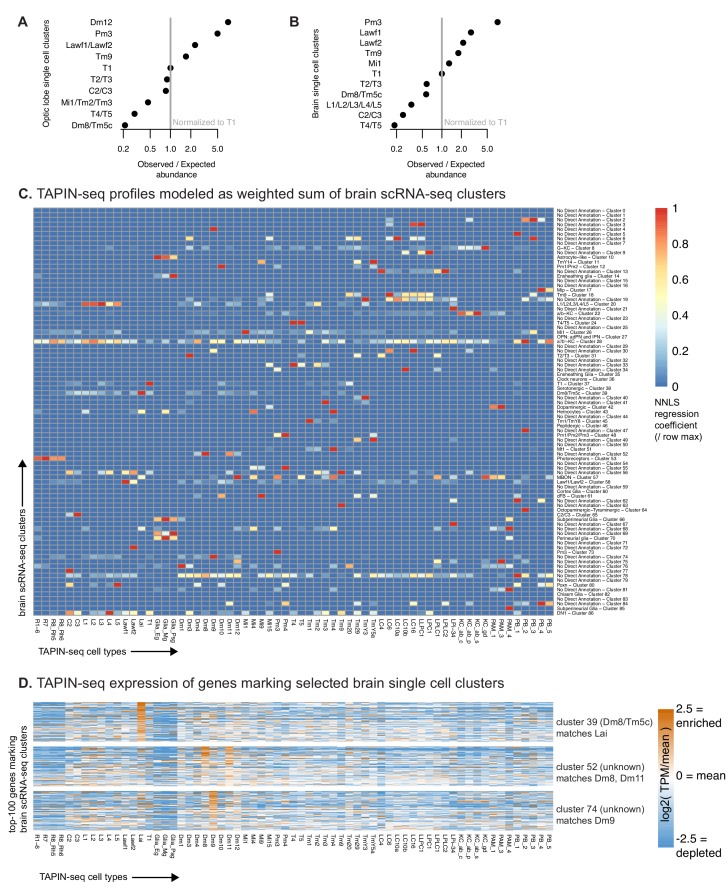
TAPIN-seq complements single cell RNA-seq profiling. (**A, B**) We evaluated whether single cell RNA-seq of the optic lobe (**A**) (Konstantinides et al., 2018) and brain (Davie et al., 2018) proportionally represents cell types found in the optic lobe. By comparing the single cell cluster sizes to the true abundance of each cell type (estimated as described in the Materials and methods) we found that the scRNA-seq map can both under- and over-estimate the abundance of each cell type (assuming accurate cell type labels), or that the cell type is incorrectly assigned (i.e. contains different or additional cell types). To estimate the true cell count, we made use of known anatomy (for example, several cell types are known to be present exactly once in each of the ~2×750 medulla columns per brain) or relied on published counts. In addition, we performed some new counts. (See Materials and methods for details.) Observed/expected ratio = ((size of cluster labeled as cell type X/size of cluster labeled as T1) / (true abundance of cell type X/true abundance of T1)). (**C**) We used non-negative least squares regression to model each TAPIN-seq profile as a linear weighted sum of single cell clusters in the whole brain scRNA-seq map. The heatmap represents the regression coefficients of each single cell cluster (rows) contributing to the TAPIN-seq profile of each cell type, normalized within rows. (**D**) We evaluated expression of genes that mark selected single cell clusters (Davie et al., 2018) in our TAPIN-seq profiles of visual system neurons. (see Figure 5—figure supplement 2 for the complete heatmap).

**Figure 5—figure supplement 1.**
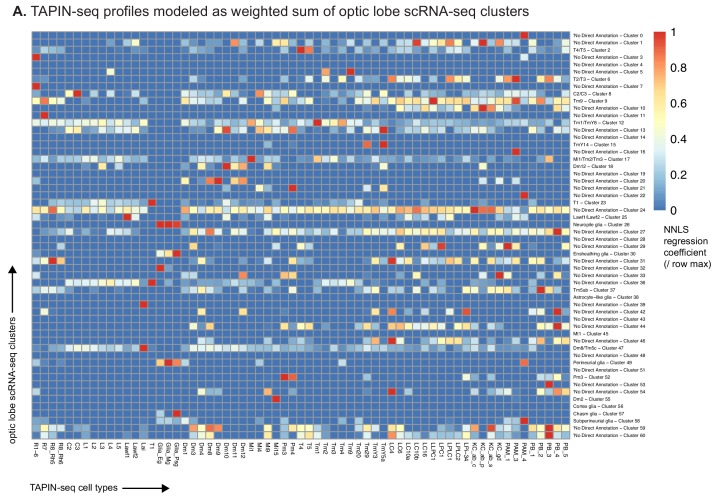
Regressing TAPIN-seq profiles against optic lobe single cell clusters. (**A**) We used non-negative least squares regression to model each TAPIN-seq profile as a linear weighted sum of optic lobe single cell clusters (Konstantinides et al., 2018). The heatmap represents the regression coefficients of each single cell cluster (rows) contributing to the TAPIN-seq profile of each cell type, normalized within rows.

**Figure 5—figure supplement 2.**
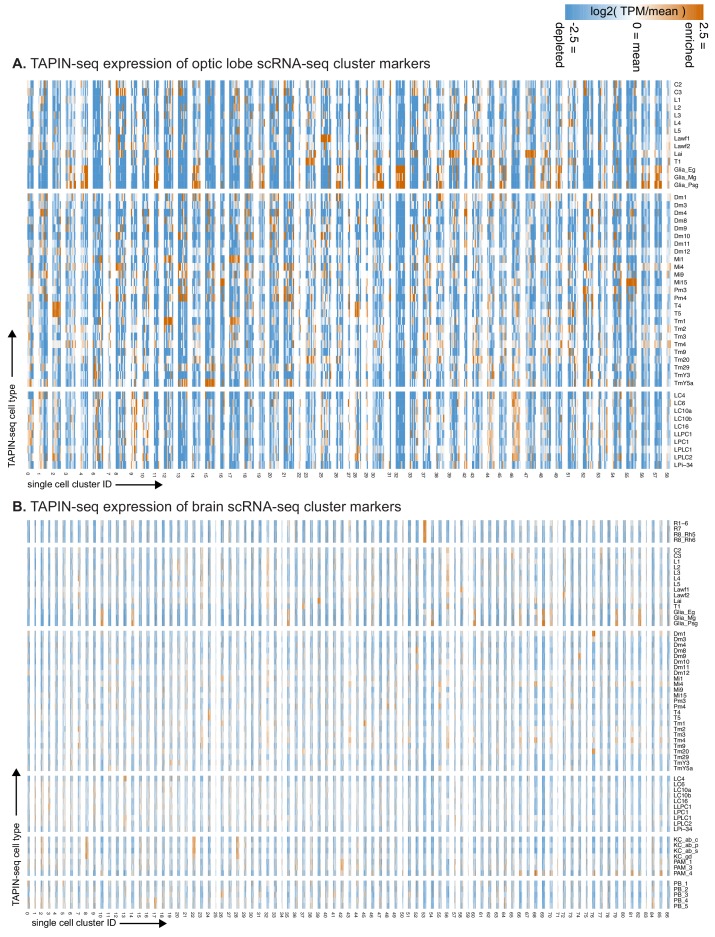
TAPIN-seq expression of genes marking single cell clusters. (**A**) We evaluated expression of marker genes for each optic lobe single cell cluster (as reported in Konstantinides et al., 2018) in our TAPIN-seq profiles of visual system neurons. If a single cell cluster marker corresponds to one of our identified cell types, we expect to see its marker genes highly enriched in the corresponding cell type’s expression. Note that some of the single cell clusters with the best apparent cell type matches (e.g., cluster 15/TmY5a, cluster 55/Mi15) were originally reported with a different annotation. (**B**) Expression of marker genes for each brain single cell cluster (as reported in Davie et al., 2018), as in (**A**).

**Figure 5—figure supplement 3.**
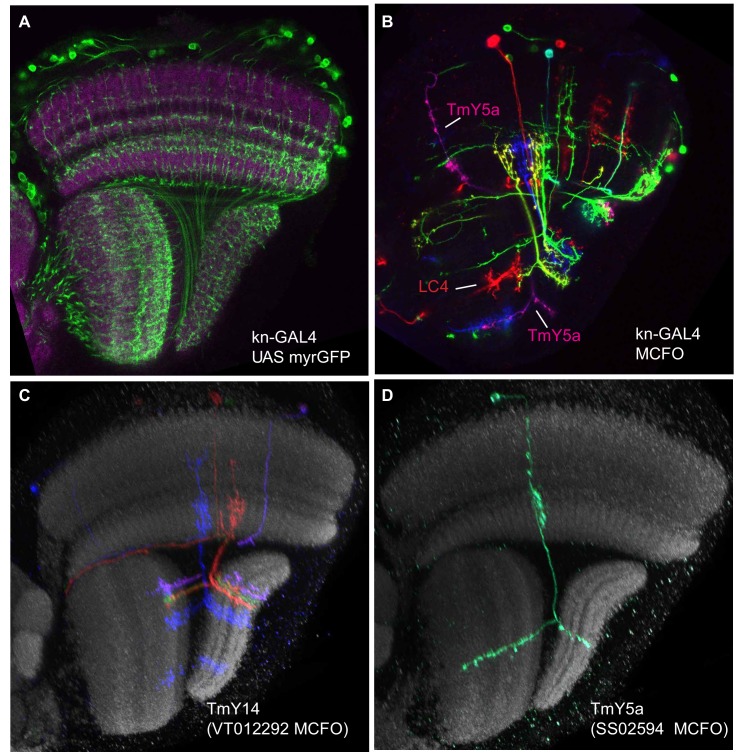
kn-GAL4 expression. (**A**) kn-GAL4 driven expression of a membrane-targeted GFP (green) in the optic lobe. Single confocal section with a reference marker (anti-Brp) in magenta. TmY14 cell bodies are unusual in that they are found only in a subregion of the medulla cell body rind (see http://flweb.janelia.org/cgi-bin/view_flew_imagery.cgi?line=R10G02 for an image of a GAL4 line that in the optic lobe expresses mainly in TmY14). Both the cell body distribution and optic lobe layer pattern (compare cells in (**C**)) indicate that kn-GAL4 is expressed in optic lobe cell types other than TmY14. (**B**) Stochastic labeling of kn-GAL4 neurons using MCFO. A TmY5a cell and an LC4 cell are indicated. Other cell types, including several TmY14, are also labeled. Image shows a single confocal section without a reference marker. (**C,D**) Examples of TmY14 (**C**) and TmY5a (**D**) cells. Reconstructed views generated from confocal stacks of MCFO-labeled cells using the indicated driver lines.

Comparison with our data reveals additional challenges in mapping scRNA-seq clusters to known cell types. To compare our data to the brain map, we used non-negative least squares regression to model each TAPIN-seq transcriptome as a linear weighted sum of single cell cluster transcriptomes, assuming that large regression coefficients reflect matching cell types (Davie et al., 2018; Cao et al., 2019). We interpreted the results of this comparison against an ideal scenario where single cell clusters were perfectly resolved and accurately labeled, and assuming that the driver lines used for TAPIN-seq profiling had minimal expression outside of the main target cell type. In this scenario, we would expect a unique cluster matching each of our TAPIN-seq profiles of cell type-specific driver lines, as well as many unmatched clusters, reflecting cell types that we did not profile. However, we observed few one-to-one matching clusters for our TAPIN-seq profiles (e.g., T1, Tm1, Dm8, Dm9, Pm3), several one-to-many matches (e.g., photoreceptor cluster #53 matching our R1-6, R7, R8-Rh5, and R8-Rh6 profiles; also, L1-5 cluster #20, Lawf1/2 cluster #58, and T4/T5 cluster #24), clusters with no TAPIN-seq matches (e.g., clusters #7, 15, 23), as well as TAPIN-seq cell types without a matching cluster (e.g., Dm4, Dm11, Mi4, Tm2, Tm20, LPLC1) (Figure 5C). The matches confirmed several clusters labeled as single cell types (e.g., Tm1, Mi1) or multiple cell types (e.g., photoreceptors, L1-5, Lawf1/2, T4/5, Kenyon cells) and also suggested possible labels for previously unlabeled clusters (e.g., Dm8 cluster #52, Dm9 cluster #74, pigment cell cluster #76) and alternative labels for previously labeled clusters (e.g., TmY5a TAPIN matches the TmY14 cluster #11; Lai TAPIN matches Dm8/Tm5c cluster #39). We observed similar results when analyzing the optic lobe map, with few apparent single cell – TAPIN-seq matches (Figure 5—figure supplement 1). Although this result could arise from major errors in our TAPIN-seq profiles, this possibility is unlikely given our earlier validation results and the concordance between our TAPIN-seq profiles and cell type-enriched genes identified from independent FACS-seq measurements (Figure 2—figure supplement 2).

As a separate comparison of the bulk and single cell profiles, we examined the bulk expression of genes marking each single cell cluster (Figure 5—figure supplement 2). Confirming the regression results, this analysis also found few one-to-one matches in which single cell cluster markers were enriched in only a single TAPIN-seq profile. Instead, most cluster markers were either enriched in multiple bulk cell types (over-clustering), or were not enriched in our data (cell types we did not profile by TAPIN-seq). As before, many TAPIN-seq profiles were not enriched for cluster markers, reflecting cell types that were either missing or clustered with other cell types in the single cell map.

We further explored specific examples where the TAPIN-seq data offered new insight into the single cell maps by suggesting alternative labels or labeling unannotated clusters. The single cell clusters labeled as TmY14 matched the TmY5a TAPIN profile (Figure 5C). The cluster was originally labeled based on the expression of a single transcription factor, *knot* (*kn*), as determined using a kn-GAL4 reporter. 

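In the TAPIN libraries, kn (FBgn0001319, chromosome arm 2R from 14772650 to 14807061 on BDGP6.54) was on in 3 cell types: TmY5a with 1285 ± 64.1 TPM (SD, n = 2), Tm29 with 1108 ± 39.3 TPM (SD, n = 2) and LC4 with 399 ± 44 TPM (SD, n = 2). The highest abundance among the other cell types was 18.2 TPM in LPLC1. TmY14 was not among the cells profiled.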

We also observed *kn* expression in our TmY5a measurements and further confirmed its expression in both TmY14 and TmY5a cells using the kn-GAL4 reporter line, suggesting that the cluster likely includes not only TmY14 cells, but also TmY5a and other kn-expressing cells (Figure 5—figure supplement 3). Similarly, we found that the Dm2 cluster (optic lobe cluster #55), which was labeled based on a Dm2 FACS-seq profile, matched our Mi15 profile (Figure 5—figure supplement 2A). This observation is concordant with previous reports that the line used to FACS sort Dm2 also expresses in Mi15 (Supplementary Figure 2 in Takemura et al., 2013, Supplementary file 1 Table S4 in Nern et al., 2015). Finally, we found that the Dm8/Tm5c cluster (brain cluster #39) matches our Lai TAPIN-seq profile, while unlabeled clusters match our Dm8 and Dm9 TAPIN-seq profiles (Figure 5D). Our measurements also suggest labels for other previously unannotated clusters, such as brain cluster #76 which likely reflects pigment cell, as demonstrated by enrichment of its marker genes in both Dm1 and Tm20 profiles – both measured with lines that also express in pigment cells (Figure 5—figure supplement 2B). As expected, the genes marking this cluster include known pigment cell markers (e.g., *Pdh*, *rdhB*). Altogether, our results demonstrate that cell type-identified data, such as bulk transcriptomes, can help interpret single cell RNA-seq measurements.

### Profiles identify candidate neurotransmitter output for most neuron types

The proteins that synthesize and transport neurotransmitters are well known, enabling us to use their expression to predict neurotransmitter phenotype. We used histamine decarboxylase (*Hdc*), glutamate decarboxylase (*Gad1*), the vesicular acetylcholine transporter (*VAChT*), and the vesicular glutamate transporter (*VGlut*) to identify potential histaminergic, GABAergic, cholinergic, and glutamatergic cell types, respectively (Figure 6A). 

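States of Hdc (histamine), Gad1 (GABA), VAChT (acetylcholine), VGlut (glutamate) and the dopaminergic combination of ple, Ddc, Vmat and DAT were read from the deposited probabilities of the 62 neuronal cell types. None of Hdc, Gad1, VAChT and VGlut was ambiguous in any of them. Of the 62, 57 had a single marker, T1 had 0, and Mi15, Mi9, R8_Rh5 and R8_Rh6 had more than 1. VAChT was on in 36 neuronal cell types, VGlut in 14, Gad1 in 7, Hdc in the 4 photoreceptors and the dopaminergic combination in 4. Limits of 0.5 and 0.9 on the probability gave the same counts, and the setting that moved them most, a limit of 50 TPM, left 46 cell types with a single marker. In the mean abundance of a cell type, VAChT ran from 344.7 TPM in R8_Rh5 to 1538 TPM in L5 where it was on, and up to 113.5 TPM in R7 where it was off. VGlut ran from 896 TPM in Lai to 4285 TPM in Dm4 where on, and up to 74.9 TPM in PAM_1 where off.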

Our model unambiguously inferred expression states for these genes and indicated a single transmitter (from this group) for nearly all neurons we profiled. 

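ChAT (FBgn0000303) was on in 37 cell types, from 56.7 TPM in R7 to 664 TPM in L5, and in 61 of the 62 neuronal cell types it was on where VAChT was on and not on where VAChT was not. In 1 of these 61, Dm1, ChAT was ambiguous and VAChT off.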

A second cholinergic marker, choline acetyltransferase (*ChaT)*, matched *VAChT* expression almost perfectly (the two genes also share an exon). 

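In R7, ChAT had 56.7 ± 1.07 TPM (SD, n = 2) and a probability of 1.00, and VAChT had 113.5 ± 25 TPM (SD, n = 2) and a probability of 0.13. Both were the lowest or highest of their kind: no cell type with ChAT on had less of it, and no cell type with VAChT off had more. The paper's Supplementary file 1A lists dorsal rim R8 cells among those the R7_d1 driver labels.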

The sole exception, apparent expression of *ChAT* but not *VAChT* in R7 photoreceptors, likely results from a subset of dorsal rim R8 cells labeled by the R7 driver line (further discussed below, also see Supplementary file 1A).

**Figure 6.**
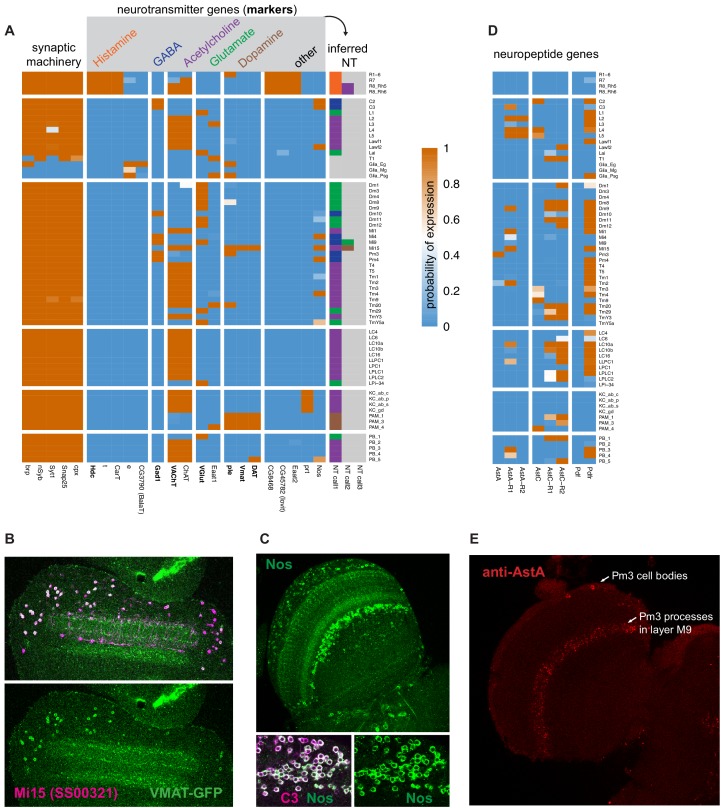
Expression of synthesis and transport genes indicate neurotransmitter phenotypes. (**A**) Expression of neurotransmitter marker genes indicate the neurotransmitters produced in nearly all profiled cells. With few exceptions, nearly all cell types express only one fast neurotransmitter. (**B, C**) We confirm TAPIN-seq results at the protein level (green) for (**B**) Vesicular monoamine transporter (Vmat) expressed in Mi15 (magenta) and (**C**) Nitric oxide synthase (Nos) in C3 (magenta). Top panel in (**C**) shows a section through the optic lobe, lower panels C3 cell bodies. (**D**) Several neuropeptides and receptors also express specifically (examples). (**E**) Allatostatin A (AstA) protein expression in the medulla as an example of a neuropeptide with a very specific optic lobe expression pattern. The AstA distribution in the optic lobe matches the distribution and layer pattern of Pm3 cells, consistent with the TAPIN-Seq data.

**Figure 6—figure supplement 1.**
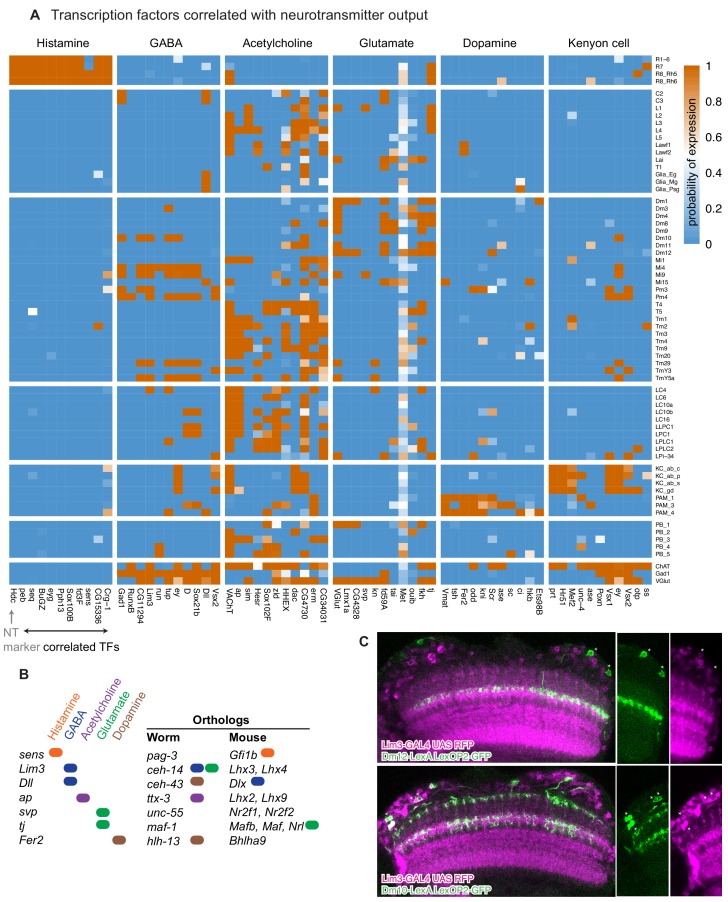
Transcriptional regulators of neurotransmitter identity. (**A**) Transcription factors whose expression is predictive of neurotransmitter phenotype (*i.e.*, P(neurotransmitter output | transcription factor expressed)). The ten most predictive transcription factors are shown for each neurotransmitter output marker. (**B**) Summary of orthologous transcription factors in worm and mouse and their association with specific neurotransmitter types. (**C**) The Gad1-associated gene Lim3 does not express in cholinergic Dm12 neurons, but does in the GABA-ergic Dm10 neurons. Double labeling using LexA-markers for Dm12 and Dm10 (green) with a Lim3 protein-trap-GAL4 driving RFP (magenta). This example highlights a case where Lim3 expression identifies a cell type in a group of similar cells (the Dm cells profiled in this study) that is GABAergic (all other Dms in this group are glutamatergic).

Besides these four neurotransmitters that we identified by one or two marker genes, we also identified candidate dopaminergic neurons based on the combined expression of tyrosine hydroxylase (*ple*), dopa decarboxylase (*ddc*), vesicular monoamine transporter (*Vmat*) and dopamine transporter (*DAT*). 

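Vmat (FBgn0260964) was on in 4 cell types, PAM_1, PAM_3 with 8671 ± 21 TPM (SD, n = 2), PAM_4 with 3249 ± 118.3 TPM (SD, n = 2) and Mi15 with 6549 ± 779 TPM (SD, n = 4), and reached 54.7 TPM in R7 at most elsewhere. In Mi15, DAT had 195.3 ± 37.9 TPM (SD, n = 4), ple 683 ± 83.1 TPM (SD, n = 4) and Ddc 600.5 ± 106.7 TPM (SD, n = 4). DAT was on in 1 further cell type, PB_5, with 88.3 ± 0.537 TPM (SD, n = 2). ple was on in 10 cell types and Ddc in 28.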

While *DAT*, *ple,* and *ddc* were also expressed individually in several cell types that did not express *Vmat*, only known dopaminergic cell types and one medulla neuron (Mi15) expressed this combination (Figure 6A).

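In T1, with 2 INTACT libraries, VAChT had 3.63 ± 0.891 TPM (SD, n = 2), VGlut 2.48 ± 0.325 TPM (SD, n = 2), Gad1 1.59 ± 0.813 TPM (SD, n = 2) and Vmat 2.23 ± 0.389 TPM (SD, n = 2), and each had a probability of 0 of being on.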

One neuronal cell type, T1, expressed none of the neurotransmitter markers *VGlut*, *VAChT*, *Vmat,* and *Gad1* (Figure 6A). Although T1 does express most pan-neuronal genes, it does not express bruchpilot (*brp*), a key component of presynaptic active zones. 

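brp (FBgn0259246, chromosome arm 2R from 9503765 to 9541565 on BDGP6.54) had 30.3 ± 4.28 TPM (SD, n = 2) in T1. It was on in 61 of the 62 neuronal cell types, and the lowest mean among cell types with brp on was 251 TPM in Glia_Eg. Syt1 was also off in T1, with 258 ± 14.4 TPM (SD, n = 2). nSyb had 1011 ± 5.83 TPM (SD, n = 2) and cpx 1981 ± 171.2 TPM (SD, n = 2) in T1, each the lowest of the 62 cell types in which it was on, and Snap25 was on with 129.5 ± 4.49 TPM (SD, n = 2).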

Consistent with this result, EM reconstruction has identified very few T1 presynaptic specializations (Takemura et al., 2008).

Transmitters for nearly half of our cell types have been previously proposed and generally agree with our results. For example, *VAChT/ChAT* expression in Kenyon cells supports recent reports showing they are cholinergic (Barnstedt et al., 2016; Crocker et al., 2016). 

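In the Kenyon cells VAChT had 672 ± 2.69 TPM (SD, n = 2) in KC_ab_c, 1035 ± 52.2 TPM (SD, n = 2) in KC_ab_s, 494 ± 41.5 TPM (SD, n = 2) in KC_ab_p and 639 ± 105.2 TPM (SD, n = 4) in KC_gd, and ChAT had 84.1 ± 4.99 TPM (SD, n = 2), 80.3 ± 6.39 TPM (SD, n = 2), 117.6 ± 1.36 TPM (SD, n = 2) and 117.3 ± 19.4 TPM (SD, n = 4) in the same order. Both genes were on in all 4.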

Fluorescence in situ hybridization and immunolabeling guided by our measurements confirmed the expression of *ChAT*, *Gad1*, and *VGlut* in Mi1, Mi4, and Mi9, respectively (Long et al., 2017; Takemura et al., 2017). However, we see considerable differences between our assignments and some previous work that used reporter transgenes (Raghu and Borst, 2011; Varija Raghu et al., 2011; Raghu et al., 2013), which we generally attribute to unfaithful transgene expression patterns. We believe our assignments to be more reliable, however they are not without problems. For example, one assignment inferred by our model that seems unlikely and is not supported by other available data is the presence of *Gad1* in Mi9, which was not detected in the FISH or antibody experiments mentioned above. 

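Gad1 (FBgn0004516, chromosome arm 3L from 4074077 to 4088744 on BDGP6.54) had 276 ± 171.8 TPM (SD, n = 4) in Mi9. The 2 Mi9 drivers differed: Mi9_d1 had 127.5 ± 11.6 TPM (SD, n = 2) and a probability of 0.1, and Mi9_d2 425 ± 1.92 TPM (SD, n = 2) and a probability of 1. Dm10, Pm3 and Pm4, the other cell types with Gad1 on whose libraries were made with TAPIN, had 2330.2 ± 956 TPM (SD, n = 6), and the difference from Mi9 was -3.22 on the log2 scale (two-sided exact permutation test, p = 0.00476, the smallest of 210 arrangements). With the INTACT libraries of Mi4, C2 and C3 added it was -3.13 (exact permutation p = 0.000549), and with each library left out in turn it stayed between -3.51 and -2.90. Both exact tests counted libraries of 1 driver as independent, although the 2 Mi9 drivers differed. Mi4 had 2165 ± 246.1 TPM (SD, n = 2), and the mean over the 7 cell types with Gad1 on was 1869 TPM, or 2135 TPM without Mi9. The paper's Supplementary file 1A names possible Mi4 cells in the expression patterns of both Mi9 drivers.

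**Figure D3:**
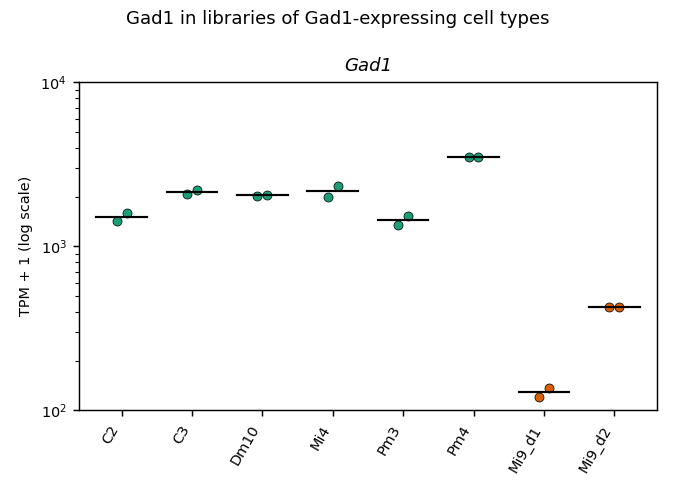
Abundance of Gad1 (TPM plus 1, log axis) in each library of the cell types with Gad1 on and of both Mi9 drivers; points are libraries and bars their means. The 4 Mi9 libraries lie between 119.3 and 426 TPM, below all others, which start at 1353 TPM.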

Given the presence of some contaminating Mi4 cells in at least one Mi9 driver and the lower *Gad1* abundance (mean 276 TPM in Mi9; 2165 TPM in Mi4; 1870 mean TPM in predicted GABAergic cells), we attribute the Mi9 *Gad1* signal to contaminating contributions from other GABAergic cells such as Mi4.

#### Transcriptional regulation of neurotransmitter output

We next tried to identify transcriptional regulators of neurotransmitter output, by searching for TF genes expressed in strong correlation with transmitter phenotype. However, we only found such TFs for histaminergic output (Figure 6—figure supplement 1A), which in our dataset is only represented by photoreceptor neurons. This observation agrees with work on neuronal identity showing that single TFs rarely encode transmitter identity, but rather different TFs and TF combinations are used to specify the same neurotransmitter output (Hobert, 2016). We thus expanded our search to TFs whose expression was informative about transmitter phenotype (i.e., cells expressing TF A are likely to produce neurotransmitter B; even if not all cells producing neurotransmitter B express TF A; Figure 6—figure supplement 1A). This search identified candidate TFs for nearly all neurotransmitter types. For example, the 19 neuronal types (including the broad chat-GAL4 line) expressing apterous (*ap*) are cholinergic. 

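ap (FBgn0267978, chromosome arm 2R from 5706202 to 5727525 on BDGP6.54) was on in 17 neuronal cell types, L4, LC10a, LC10b, LC16, LC4, LC6, LLPC1, LPC1, Mi1, PB_3, Tm1, Tm2, Tm20, Tm3, Tm4, Tm9 and TmY3, with 240.6 TPM in LC6 to 1507 TPM in LC10a, and VAChT was on in all of them. VAChT was on without ap in 19 cell types, and 26 had neither (two-sided Fisher's exact test, p = 1.85e-05, adjusted over 3 tests 5.54e-05). The paper chose ap as informative from these same profiles, so this p describes the overlap and is no independent test. At a probability of 0.5, ap was also on in KC_gd, and with 50 TPM as the limit in 19 neuronal cell types, the setting that moved the count most; 1 of these, Dm12, had no VAChT at that limit. The lowest library with ap on, 104.3 TPM in LC6, lies below the highest of the cell types called off, 120.08 TPM in Dm12.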

Its worm ortholog, *ttx-3*, regulates the cholinergic phenotype of the AIY neuron (Wenick and Hobert, 2004). Several other TFs we identified also have worm or mouse orthologs implicated in neuronal identity (Figure 6—figure supplement 1B). Several TFs appeared to identify a transmitter phenotype within a group of cell types but not across the entire dataset. For example, Lim3 distinguishes the GABAergic Dm10 from the other Dm cell types in our dataset and is also expressed in several other GABAergic cells (Mi4, Pm3, Pm4) but was also detected in the cholinergic LC4 and the glutamatergic TmY5a and Tm29. 

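Lim3 (FBgn0002023) was on in 8 cell types, from 359 TPM in Mi4 to 989 TPM in Dm10, and had at most 35.5 TPM in Muscles_Head elsewhere. Lim3 and Gad1 were both on in Dm10, Mi4, Mi9, Pm3 and Pm4. Mi9 counts here by the model's call, though the paper attributes its Gad1 to other GABAergic cells. The test below was not run without Mi9. Lim3 was on without Gad1 in LC4 (385 ± 79.4 TPM (n = 2)), Tm29 (473 ± 38 TPM (n = 2)) and TmY5a (531 ± 15.2 TPM (n = 2)). C2 and C3 had Gad1 without Lim3, and 52 neuronal cell types had neither (two-sided Fisher's exact test, p = 0.000166, adjusted 0.000249; Lim3, too, was chosen by the paper from these profiles).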

We confirmed the differential *Lim3* protein expression in Dm10 and Dm12 cells (Figure 6—figure supplement 1C). Several of the transcription factors that we found to be informative of neurotransmitter output were also implicated by single cell RNA-seq data, including *ap* (cholinergic), *tj* (glutamatergic), and *Lim3* (GABAergic) (Konstantinides et al., 2018). Our data also indicate exceptions to these patterns (i.e., neurons expressing *tj* and *Lim3* but with a different neurotransmitter phenotype; Figure 6—figure supplement 1A). These observations indicate that neuronal features are likely regulated in a context-dependent and combinatorial manner, and that transcriptomes can identify putative regulators.

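tj (FBgn0000964) was on in 13 neuronal cell types, from 201.97 TPM in R7 to 1372 TPM in Dm8. In 7 of them, Dm1, Dm11, Dm12, Dm4, Dm8, L1 and LPi-34, VGlut was on too; in the other 6, L2, L3, L4, R7, R8_Rh5 and R8_Rh6, it was off. VGlut was on without tj in 7 cell types and 42 had neither (two-sided Fisher's exact test, p = 0.00574, adjusted 0.00574; the paper chose tj from these profiles as well). With 50 TPM as the limit the association of tj and VGlut had a p of 0.0867 by the same exact test.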

#### Co-expression of canonical small molecule transmitters with non-canonical transmitters is widespread

Co-release of multiple neurotransmitters can enhance the signaling capacity of neurons and neural circuits. For example, the same cell type might release different transmitters under distinct conditions or use them to elicit distinct responses in different target cells. In addition to Mi9 (discussed above as being likely due to contamination), we observed two cases of potential co-transmission involving the canonical small molecule neurotransmitters. Both Mi15 drivers express dopaminergic and cholinergic markers, and both R8 drivers expressed cholinergic and histaminergic markers. 

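Besides the dopaminergic genes, the 4 Mi15 libraries had 614 ± 21.2 TPM (SD, n = 4) of VAChT and 235.4 ± 23.7 TPM (SD, n = 4) of ChAT, each with a probability of 1, and Hdc and Gad1 were off there.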

We confirmed expression of Vmat protein in Mi15 (Figure 6B), the first identified columnar dopaminergic cell type within the optic lobe, and further below we confirm the unexpected VAChT expression in R8 (Figure 8A).

Evidence for co-transmission involving additional molecules, such as neuropeptides or nitric oxide, appears frequently in our data set. Nitric oxide is a widely conserved signaling molecule that can act on many kinds of cells, including neurons (Lowenstein and Snyder, 1992). We observed very specific expression of its synthesizing enzyme, nitric oxide synthase (*Nos*), in the lamina (C2, C3, and Lawf2) and medulla (Mi4, Pm4, Tm4 and Mi15). 

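Nos (FBgn0011676, chromosome arm 2L from 10804274 to 10837511 on BDGP6.54) was on in C2, C3, Lawf2, Mi15, Mi4, PB_5, Pm4 and Tm4, from 52.5 TPM in PB_5 to 1707 TPM in C3. It had 1707 ± 3.91 TPM (SD, n = 2) in C3, 86.2 ± 1.05 TPM (SD, n = 2) in C2, 165.9 ± 17.6 TPM (SD, n = 2) in Mi4 and 151 ± 16.1 TPM (SD, n = 4) in Mi15. PB_5, of the central complex, had the lowest abundance among these cell types. The highest among cell types with Nos off was 36.2 TPM in Tm1, and Dm11 and TmY5a were ambiguous.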

To further validate these results, we confirmed Nos expression at the protein level in C3 neurons (Figure 6C). Nitric oxide can be released extra-synaptically, potentially enabling signaling between neurons that are not synaptic partners.

Several neuropeptides and their receptors were also expressed in distinct patterns suggesting widespread yet specific peptidergic signaling in the visual system (Figure 6D). For example, AstA was observed in just one cell type (Pm3; confirmed at the protein level; Figure 6E), while AstC was expressed in several cell types, and pigment-dispersing factor (Pdf) was expressed in none of the optic lobe cells we profiled. 

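AstA (FBgn0015591) was on in Pm3 only, with 530.0 ± 156.9 TPM (SD, n = 2), was ambiguous in Tm2, and reached 54.6 TPM in PB_4 at most elsewhere. AstC (FBgn0032336) was on in C2, L4, L5, PAM_4 and Tm9, from 28.3 TPM in L5 to 1359.6 TPM in L4, though its lowest library there, 26.7 TPM in L5, lay below the highest library of a cell type called off, 81.9 TPM in Lawf1. Pdf was on in 0 of the 67 cell types, with a highest mean of 22.6 TPM in Dm12.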

The receptors for all three of these neuropeptides were more broadly expressed (Figure 6D). 

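Of the receptor genes, AstA-R1 was on in 10 and AstA-R2 in 3 cell types, AstC-R1 in 9 and AstC-R2 in 20, and Pdfr in 33.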

The broad expression of *Pdf receptor (Pdfr)* is consistent with the extensive arborization previously observed for Pdf-expressing neurons at the surface of the medulla.

While we focused on genes with well-known functions, our expression patterns also suggest new functions for poorly characterized genes (Figure 6A). For example, photoreceptors specifically expressed *CG8468*, an orphan transporter in the solute carrier 16 (SLC16) family of monocarboxylate transporters. This gene might represent a candidate vesicular or plasma membrane transporter of histamine, which remains unidentified in any species. 

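CG8468 (FBgn0033913, chromosome arm 2R from 14219898 to 14230620 on BDGP6.54) had 583 ± 113.7 TPM (SD, n = 4) in R1-6, 501 ± 17.8 TPM (SD, n = 2) in R7, 924 ± 69.6 TPM (SD, n = 2) in R8_Rh5 and 823 ± 104.7 TPM (SD, n = 2) in R8_Rh6. It was ambiguous in Muscles_App and off everywhere else, with 36.1 TPM in Glia_Eg at most, and the lowest photoreceptor library (480.5 TPM in R1-6) lay above the highest library of a cell type called off (47.1 TPM in Glia_Eg).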

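CG45782 (FBgn0267429, chromosome arm 3L from 25236940 to 25670980 on BDGP6.54) was on in the 4 photoreceptor cell types alone, from 913 TPM in R8_Rh5 to 1312 TPM in R7, with 1200.0 ± 161.7 TPM (SD, n = 4) in R1-6. The highest abundance elsewhere was 97.9 TPM in Lai. CarT, which was on in the same 4 cell types, ran from 320.0 TPM in R1-6 to 1143 TPM in R8_Rh6.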

We also observed photoreceptor-specific expression of *CG45782* (*lovit*), a member of the SLC45 sucrose transporter family recently reported as a putative histamine transporter (Xu and Wang, 2019).

#### Broad and patterned expression of neurotransmitter receptors

Since the functional consequences of the release of a neurotransmitter depend on which receptors for this transmitter are expressed in the receiving cell, measuring the expression of both neurotransmitter input and output genes is necessary to assign potential synaptic signs to connectomes. For example, glutamatergic transmission in *Drosophila* may be either inhibitory or excitatory, depending on the receptors.

In general, neurotransmitter receptors are broadly expressed, qualifying each cell type to detect multiple neurotransmitters (Figure 7A). Patterns for individual receptors (or receptor subunits) varied widely. Some receptors, such as the *GluClalpha* glutamate-gated chloride channel, thought to be the main mediator of inhibitory glutamatergic transmission in flies, were expressed in most but not all cell types (Figure 7A,B). 

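GluClalpha (FBgn0024963, chromosome arm 3R from 19730715 to 19775231 on BDGP6.54) was on in 57 of the 67 cell types, 53 of them neurons. It was off in Dm9, L1, T1, Tm9, R1-6, R7, R8_Rh5, R8_Rh6 and Muscles_App and ambiguous in L4. The lowest mean among cell types called on was 319 TPM in Dm8 and the highest among those called off 223.7 TPM in R1-6.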

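Ekar (FBgn0039916, chromosome arm 4 from 636131 to 646556 on BDGP6.54) had 383 ± 158.2 TPM (SD, n = 4) in R1-6, 631 ± 44 TPM (SD, n = 2) in R7, 723 ± 6.8 TPM (SD, n = 2) in R8_Rh5 and 728 ± 68.2 TPM (SD, n = 2) in R8_Rh6. It was off in 62 cell types, at 72.3 TPM in T4 or less, and ambiguous in T5, with 121.7 TPM.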

Expression of others was much more restricted, such as the *EKAR* glutamate receptor subunit detected only in photoreceptor neurons, consistent with previous work (Hu et al., 2015). Nearly all cells expressed receptors for acetylcholine, GABA, and glutamate, as expected from the combination of predicted transmitter phenotypes and connectomics data. Receptors for neuromodulators such as serotonin, dopamine, octopamine, and neuropeptides in general were also widespread (Figure 6D). For example, octopamine receptors were expressed in broad, yet gene- and cell-type specific patterns, consistent with widespread octopaminergic modulation of visual processing (for example, Arenz et al., 2017; Strother et al., 2018; Tuthill et al., 2014). 

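Of the octopamine receptor genes, Oamb (FBgn0024944) was on in 39 cell types, Octbeta1R in 20, Octbeta2R in 54 and Octbeta3R in 49. Oamb was highest in Dm9, 855 ± 57.9 TPM (SD, n = 2). In the lamina it had 217.04 ± 5.91 TPM (SD, n = 2) in Lawf2, 537 ± 30.2 TPM (SD, n = 4) in Lawf1 and 48.4 ± 18.9 TPM (SD, n = 6) in the epithelial glia, and was off in L1, L2, L4, Lai and T1. Octbeta1R was highest in C3, 2352 ± 55 TPM (SD, n = 2).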

We confirmed Oamb expression at the protein level in specific lamina neurons and glia, including Lawf2 cells previously shown to be octopamine sensitive (Tuthill et al., 2014; Figure 7C).

**Figure 7.**
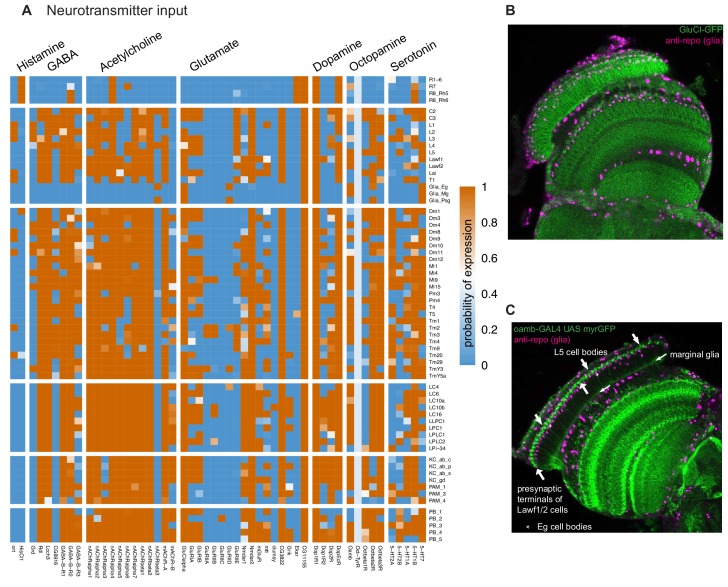
Patterns of neurotransmitter receptor expression. (**A**) Neurotransmitter receptors are widely expressed in specific patterns. With the exception of histamine, most cells express receptors or receptor subunits for nearly all neurotransmitters. (**B**) Expression of the glutamate-gated chloride channel (GluClalpha), detected using a GFP-tag (green), in the optic lobe. The lamina pattern includes many neurons as well as proximal satellite, epithelial and marginal glia. A glia-specific nuclear marker (anti-repo) is shown in magenta. (**C**) Octopamine receptor (Oamb) expressing cells in the optic lobe detected with a protein-trap GAL4 driving expression of a membrane targeted GFP (green). Anti-repo (magenta). In the lamina (to the top and left of the image), Lawf1/2 and L5 neurons and marginal glia are recognizable.

**Figure 7—figure supplement 1.**
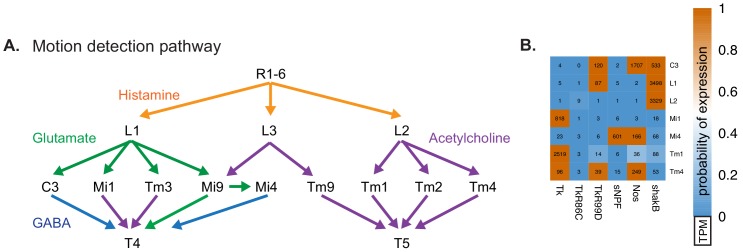
Patterns of neurotransmitter receptor expression complement connectomics. (**A**) Transcriptomes reveal the neurotransmitters in core cell types of the ON and OFF components of the motion detection pathway. The ON and OFF motion detection pathways supply inputs to directionally sensitive T4 and T5 neurons, respectively (Takemura et al., 2017; Shinomiya et al., 2019). Our results show that all of the inputs to T5 (Tm1, Tm2, Tm4, and Tm9) are cholinergic, whereas the inputs to T4 are a mixture of GABAergic (**C3, Mi4**), cholinergic (Mi1, Tm3), and glutamatergic (Mi9), suggesting different input signs. Discovering the functional signs of inputs to the directionally selective neurons is an essential step in understanding the mechanism of this long-studied neuronal computation (Strother et al., 2017). In addition, our data reveals aspects of the motion pathway that have not yet been functionally examined, such as the identification of other signaling components (see **B**). (**B**) Examples of the expression of genes involved in neuropeptide, non-canonical small molecule (nitric oxide), or gap junction communication in the cell types in (**A**).

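Among the inputs to T5, VAChT had 1182 ± 55.6 TPM (SD, n = 2) in Tm1, 549.5 ± 52.5 TPM (SD, n = 2) in Tm2, 635 ± 78.7 TPM (SD, n = 2) in Tm4 and 463 ± 13.6 TPM (SD, n = 2) in Tm9, and Gad1 and VGlut were off in all 4. Among the inputs to T4, VAChT had 968 ± 37.4 TPM (SD, n = 2) in Mi1 and 640.1 ± 7.90 TPM (SD, n = 2) in Tm3, Gad1 had 2146 ± 86.1 TPM (SD, n = 2) in C3, and VGlut had 1773 ± 375 TPM (SD, n = 4) in Mi9. From the transmitters so assigned, the paper proposes that the inputs to T4 differ in sign.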

### Combining transcriptomes and connectomes

A principal goal of our work is to provide a foundation for combining molecular data such as neurotransmitter and receptor expression patterns with anatomical or functional connectivity data. One application of expression information is to constrain mechanistic models of neural circuits such as the extensively studied motion detection circuit in the fly eye (reviewed in Mauss et al., 2017; Figure 7—figure supplement 1A). The combined availability of expression and connectomics data for many cell types in a brain region also makes it possible to systematically identify and further explore unusual patterns of receptor or transmitter expression; for example, cell types in which an otherwise widely expressed receptor is absent or cells with unusual combinations of receptor subunits. Below we discuss three examples, focused on potential signs of synaptic transmission, of how such patterns can lead to specific and unexpected hypotheses about circuit function. As we illustrate, combining expression data with synapse-level anatomy permits analyses which are inaccessible to either approach alone.

#### Presynaptic cholinergic markers and absence of histamine receptors in some postsynaptic targets: R8 photoreceptors may signal via two fast transmitters

Fly photoreceptors have long been known to release histamine (Hardie, 1987; Sarthy, 1991). Our data indicate that inner (color vision) R8 photoreceptors also express the cholinergic markers *ChAT* and *VAChT*, suggesting an unexpected additional cholinergic phenotype (Figure 6A). To confirm these results, we visualized a tagged VAChT protein (VAChT-HA; Pankova and Borst, 2017), expressed from the endogenous locus, selectively in photoreceptor cells. These experiments showed VAChT-HA labeling in medulla terminals of R8 but not R7 cells (Figure 8A,A’,A’’,B), including the specialized polarized light-responsive R8-cells in the dorsal rim of the medulla. 

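R8 libraries came from the drivers R8_Rh5_d1 and R8_Rh6_d1 (2 TAPIN libraries each) and R7 libraries from R7_d1 (2 TAPIN libraries), and were compared with limma as for T4 and T5 over 6658 genes. VAChT had 406 ± 70.9 TPM (SD, n = 4) in R8, a log2 fold change over R7 of 1.83 (standard error 0.21, limma adjusted p = 0.0040), and ChAT had 162.2 ± 36.4 TPM (SD, n = 4), a log2 fold change of 1.47 (standard error 0.23, limma adjusted p = 0.0130). The R8 and R7 libraries did not overlap for either gene. Hdc, the gene of histamine synthesis, had 599.8 ± 43.2 TPM (SD, n = 2) in R8_Rh5, 569.9 ± 21.9 TPM (SD, n = 2) in R8_Rh6, 549.9 ± 27.3 TPM (SD, n = 2) in R7 and 344 ± 1.2e+02 TPM (SD, n = 4) in R1-6, and did not differ between R8 and R7 (log2 fold change 0.09, limma adjusted p = 0.671). In R1-6, VAChT had 44.6 ± 18.8 TPM (SD, n = 4) and ChAT 15.2 ± 5.09 TPM (SD, n = 4), both called off. At an adjusted p of 0.05, 453 genes were called; the largest differences among genes without overlap were CG13029 (-9.99), sinah (-9.32) and Obp85a (-6.98) in R7 and CG10343 (4.42), Hsp22 (4.33) and lectin-46Cb (4.24) in R8, on the log2 scale. For CG13029, Obp85a and Hsp22, 1 of the 4 R8 libraries lay far from the 3 others. A fit to all libraries at once called 1552 genes. From the expression of ChAT and VAChT, the paper proposes that R8 has a cholinergic phenotype besides the histaminergic one. It also draws on tagged VAChT protein in terminals of R8 but not R7, and on R8 targets without histamine receptors.

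**Figure D4:**
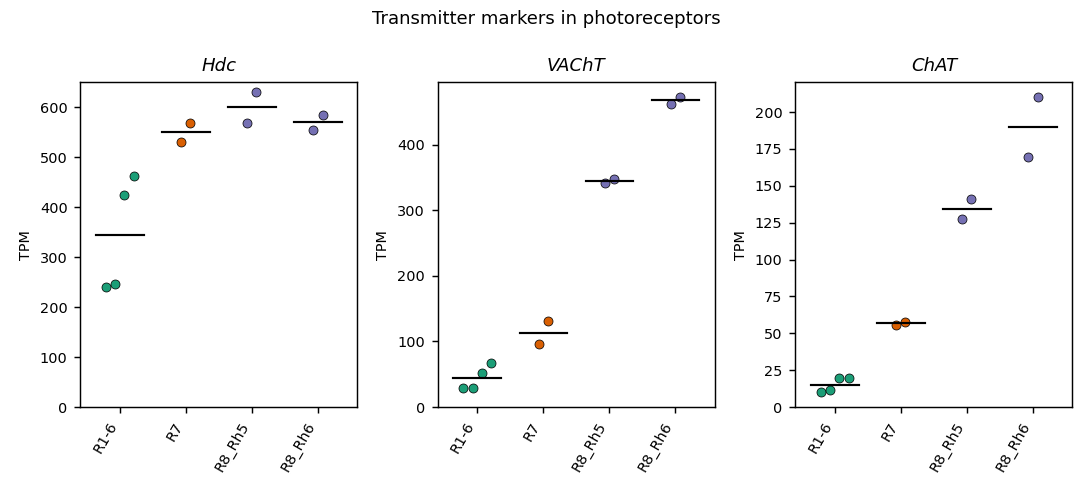
Abundance (TPM, linear axis from 0) of Hdc, VAChT and ChAT in each library of R1-6, R7, R8_Rh5 and R8_Rh6; points are libraries and bars their means. Hdc is present in all 4, and VAChT is at least 341 TPM in the R8 libraries and at most 131.2 TPM in the R7 libraries.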

The latter express the rhodopsin Rh3 (which is otherwise expressed in R7s; Fortini and Rubin, 1990), consistent with the presence of ChAT and VAChT transcripts in the R7 driver line (for which the model inferred expression for VAChT but not ChAT).

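The libraries of the R7_d1 driver held transcripts of 4 rhodopsin genes. They had 2216 ± 489 TPM (SD, n = 2) of Rh3 and 2650.4 ± 314 TPM (SD, n = 2) of Rh4, and also 513 ± 111 TPM (SD, n = 2) of Rh6 and 324 ± 46.5 TPM (SD, n = 2) of Rh5, the rhodopsins of R8. R8_Rh5 had 10275 ± 1282 TPM (SD, n = 2) of Rh5, and R8_Rh6 had 19973 ± 3800.2 TPM (SD, n = 2) of Rh6 and 394 ± 61.3 TPM (SD, n = 2) of Rh4.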

**Figure 8.**
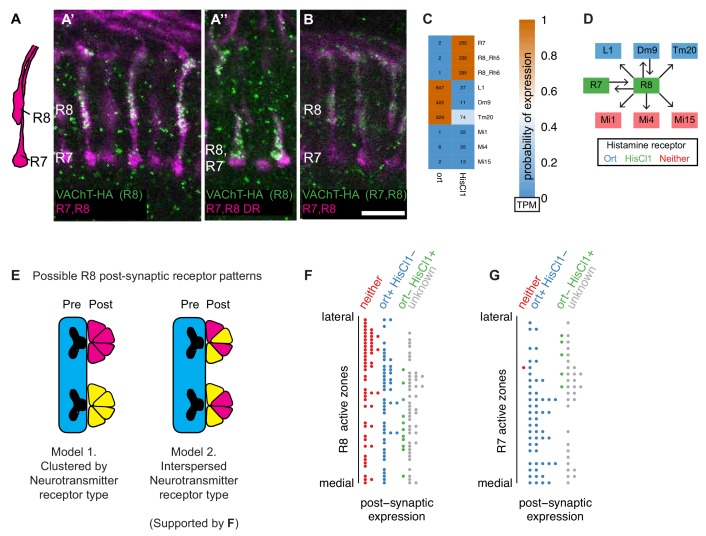
Molecular and connectomics analyses suggest R8 photoreceptors signal via both histaminergic and cholinergic neurotransmission. (**A, A’, A’’, B**). Expression of VAChT in R8 cells. Expression of a HA-tagged VAChT was induced in R8 cells by recombinase-mediated excision of an interruption cassette from a modified genomic copy of the VAChT gene (Pankova and Borst, 2017). R7 and R8 cells project to different layers of the medulla (A, schematic). Single confocal sections show R7 and R8 cells in magenta and anti-HA immunolabeling in green. R7 and R8 cells (labeled with mAb 24B10) are shown in magenta. Stop-cassette excision in R8 photoreceptors (using sens-FLP) results in VAChT-HA labeling of R8 terminals in both the main medulla (**A’**) and the dorsal rim (where R7 and R8 cells project to very similar layer positions) (**A’’**). Stop-cassette excision in all photoreceptors (using ey3.5-FLP) also produces VAChT-HA labeling in R8 while expression in R7 was not detected (**B**). Scale bar, 10 µm. (**C**) Heatmap of receptor expression probabilities (color) and relative abundance (numbers; transcripts per million) in R8 targets identified by EM (at least five synapses in Takemura et al., 2013). (**D**) Connectivity network for R8 cells, overlaid with receptor expression. (**E**) Possible distributions of postsynaptic receptors at R8 synapses. Individual active zones can interact with multiple postsynaptic cells which could be grouped in distinct ways. (**F**) Classification of postsynaptic cells at individual R8 active zones (Takemura et al., 2013) based on histamine receptor expression. (**G**) Same analysis as in F but for an R7 cell.

We asked whether the apparent co-transmitter phenotype of R8 neurons was reflected in the expression of neurotransmitter receptors in their different postsynaptic partners. Postsynaptic partners of R8 cells identified by electron microscopy reconstructions include seven cell types in our dataset: Dm9, Mi1, Mi4, Mi15, R7, L1 and Tm20 (Figure 8C; Takemura et al., 2013; Takemura et al., 2015). All of these express one or more nAChR subunits (Figure 7A). By contrast, expression of the histamine-gated chloride channels *HisCl1* and *ort*, which mediate histaminergic transmission by photoreceptors (Pantazis et al., 2008), was more selective (Figure 8C,D): L1, Tm20 and Dm9 express *ort*, consistent with previous reports (Gao et al., 2008), while *HisCl1* transcripts were detected in the R7 as well as R8 driver lines, in agreement with another recent report (Schnaitmann et al., 2018; Tan et al., 2015). However, we did not find evidence of expression of *ort* or *HisCl1* in Mi4, Mi1 and Mi15, further supporting R8 signaling via a transmitter other than histamine.

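nAChRalpha4 (FBgn0266347) was on in all 7 of these cell types, with 738 ± 20.9 TPM (SD, n = 2) in Dm9, 921 ± 113.4 TPM (SD, n = 4) in L1 and 301 ± 37.2 TPM (SD, n = 2) in R7. R7 had the fewest subunit genes on, with nAChRalpha6 at 571 ± 118.9 TPM (SD, n = 2) as the only other. nAChRbeta3 was off in all 7, and in Mi4 and Mi15 the 9 other subunit genes were all on.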

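ort (FBgn0003011, chromosome arm 3R from 19659748 to 19663672 on BDGP6.54) was on in 10 cell types: Dm11, Dm8, Dm9, L1, L2, L3, Lai, T1, Tm2 and Tm20. It had 647 ± 61.6 TPM (SD, n = 4) in L1, the highest, 425 ± 10 TPM (SD, n = 2) in Dm9 and 329 ± 0.318 TPM (SD, n = 2) in Tm20, and 21.4 TPM in Tm9 at most where it was off; no library of a cell type with ort on overlapped with one of a cell type with ort off. HisCl1 (FBgn0037950, chromosome arm 3R from 11787176 to 11789393) had 255 ± 8.80 TPM (SD, n = 2) in R7, 229.7 ± 28.9 TPM (SD, n = 2) in R8_Rh5, 295 ± 10.9 TPM (SD, n = 2) in R8_Rh6 and 178.4 ± 33.9 TPM (SD, n = 4) in R1-6. It was also on in Dm1, at 226.2 ± 14.9 TPM (SD, n = 2), and ambiguous in Tm20. Between R8 and R7 its log2 fold change was 0.03 (limma adjusted p = 0.940).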

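In Mi4, Mi1 and Mi15 ort had 6.27 ± 2.39 TPM (SD, n = 2), 0.77 ± 0.0141 TPM (SD, n = 2) and 1.61 ± 0.877 TPM (SD, n = 4), and HisCl1 had 35 ± 0.672 TPM (SD, n = 2), 31.6 ± 0.481 TPM (SD, n = 2) and 13.1 ± 2.35 TPM (SD, n = 4), all with a probability of 0. The component means of HisCl1 were 200.3 TPM for on and 17.5 TPM for off.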

We were interested in whether release of ACh and histamine might occur at spatially distinct locations. Insect synapses often consist of multiple postsynaptic sites apposed to the same presynapse. For cells that release more than one transmitter, two general distributions of postsynaptic processes at such multicomponent synapses are possible (Figure 8E). Postsynaptic cells with different receptors could be grouped at different sites based on receptor expression (Figure 8E-left) or occur together at the same locations (Figure 8E-right). To distinguish these possibilities for R8 cells, we used EM reconstruction data (Takemura et al., 2013) to map the predicted expression of histamine receptors in postsynaptic cells at the single synapse level for all presynaptic sites of one reconstructed R8 cell (Figure 8F). The resulting pattern indicates that processes of cell types with and without histamine receptor expression are often located near the same R8 presynapse (Figure 8F), whereas this is not the case for a reconstructed R7 cell (Figure 8G). This is consistent with the VAChT-HA labeling observed throughout the medulla terminals of R8s (Figure 8A). This spatial pattern is compatible with either co-release of histamine and ACh or independently regulated release from different vesicles at the same sites.

A combined cholinergic and histaminergic phenotype has been reported for a small group of extraretinal photoreceptors (the Hofbauer-Buchner eyelet) located near the lamina (Yasuyama and Meinertzhagen, 1999) but was unexpected for R-cells of the compound eye. Establishing the functional significance of potential acetylcholine release by R8 cells will require further experiments. However, we note that double mutants lacking both histamine receptors are not completely blind (Gao et al., 2008), consistent with histamine-independent transmission by photoreceptor neurons. In addition, a very recent study suggests a role of cholinergic R8 signaling in the entrainment of the fly’s circadian rhythm to light-dark cycles (Alejevski et al., 2019), perhaps similar to that of ACh-release from the Hofbauer-Buchner eyelet (Schlichting et al., 2016).

#### Potentially excitatory GABA-A receptors in lamina monopolar cells

Fast GABAergic transmission via GABA-A receptors is a major source of inhibition in the nervous system. However, some GABA-A subunit combinations could mediate depolarizing GABA-signaling: in vitro assays indicate that homomeric Rdl or heteromeric Rdl/Lcch3 receptors are typical GABA-gated chloride channels (Zhang et al., 1995), while Lcch3/Grd form GABA-gated cation channels (Gisselmann et al., 2004). However, the in vivo significance of this difference is unknown. *Rdl* and *Lcch3* were expressed in nearly all neurons in our dataset (Figure 7A, Figure 9A,B), consistent with the general inhibitory nature of GABA signaling. By contrast, *Grd* and another predicted GABA-A receptor subunit, *CG8916,* were expressed in a minority of cell types (Figure 7A, Figure 9A,B). 

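Rdl (FBgn0004244, chromosome arm 3L from 9145838 to 9182149 on BDGP6.54) was on in 56 cell types, 55 of them neurons, from 329.8 TPM in Dm11 to 19516 TPM in LC4, and was ambiguous in L3. The libraries overlapped, with 302.35 TPM in Dm11 as the lowest on and 582.12 TPM in R1-6 as the highest off. Lcch3 (FBgn0010240, chromosome arm X from 15925105 to 15928529) was on in 57 cell types, all neurons, from 52.7 TPM in LC4 to 278 TPM in Dm4, and every library of those cell types lay above every library of the cell types called off.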

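Grd (FBgn0001134, chromosome arm 3L from 17823333 to 17839767 on BDGP6.54) was on in 10 cell types, Dm10, Dm11, Dm4, Dm8, L1, L2, L3, Mi15, Mi4 and TmY3, and ambiguous in L4; its lowest library on had 33.06 TPM, in Mi4, and the highest off 101.28 TPM, in PB_4. CG8916 (FBgn0030707, chromosome arm X from 15921955 to 15924558) was on in 17, from 19.4 TPM in Tm9 to 190.5 TPM in Dm10: C3, Dm10, Dm12, Dm4, L1, L2, L4, Mi15, Mi4, Mi9, T4, T5, Tm2, Tm20, Tm3, Tm4 and Tm9. For CG8916, libraries of cell types called on and called off overlapped, the lowest on being 7.05 TPM in Mi9 and the highest off 12 TPM in TmY3.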

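In the photoreceptor cell types the abundance of the 4 GABA-A subunit genes was highest for Rdl, with 278 ± 235.97 TPM (SD, n = 4) in R1-6, 198.1 ± 39.9 TPM (SD, n = 2) in R7, 34.9 ± 9.43 TPM (SD, n = 2) in R8_Rh5 and 17.5 ± 10.1 TPM (SD, n = 2) in R8_Rh6, against component means of 2592 TPM for on and 42.9 TPM for off. Lcch3 was at most 21.3 TPM, Grd at most 2.88 TPM and CG8916 at most 3.18 TPM, all in R1-6.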

Photoreceptor neurons, for which no major GABAergic inputs have been identified by connectomics, expressed none of the four transcripts (Figure 9B). Lamina monopolar L1 and L2 were the only neurons other than photoreceptors that did not express significant levels of *Rdl*. However, both express *Grd*, *Lcch3* and also *CG8916*. Together with the in vitro findings mentioned above, this result suggests that some or all GABA-A receptors in L1 and L2 may be cation rather than chloride channels. 

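The 6 INTACT libraries of L1 and L2 were compared with the 6 of L3, L4 and L5 with limma over 8132 genes. Libraries of 1 driver counted as independent, though each side held fewer drivers than libraries. Rdl had 19.9 ± 8.23 TPM (SD, n = 6) in L1 and L2 and 530.3 ± 186.6 TPM (SD, n = 6) in L3 to L5, a log2 fold change of -4.68 (standard error 0.30, limma adjusted p = 7.9e-07), and the libraries of the 2 groups did not overlap. At an adjusted p of 0.05, 1021 genes were called higher in L1 and L2 and 1488 higher in L3 to L5. With quantile normalization 2195 were called in all, and with each library left out in turn between 1557 (without L1_d1 replicate 1) and 2913 (without L2_d1 replicate 1). The largest differences among genes without overlap were CG33477 (6.54), Pka-C3 (6.39) and Obp85a (6.12) in L1 and L2 and dpr1 (-6.08), beat-IIa (-5.73) and Pvf3 (-5.60) in L3 to L5, on the log2 scale. For beat-IIa, 1 library of L1_d2 lay well above the 5 others of L1 and L2.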

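In the same comparison Grd had 407 ± 66.3 TPM (SD, n = 6) in L1 and L2 and 44.3 ± 50.7 TPM (SD, n = 6) in L3 to L5 (log2 fold change 4.35, standard error 0.86, limma adjusted p = 0.0045), CG8916 102.6 ± 29.2 TPM and 16.8 ± 17.1 TPM (3.06, limma adjusted p = 0.0027), and Lcch3 208.2 ± 24.7 TPM and 121.5 ± 19.4 TPM (0.78, limma adjusted p = 0.0020). From the lack of Rdl and the presence of the 3 other subunits, the paper proposes that L1 and L2 may have GABA-A cation channels. It also draws on earlier in vitro work in which Lcch3 with Grd formed cation channels.

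**Figure D5:**
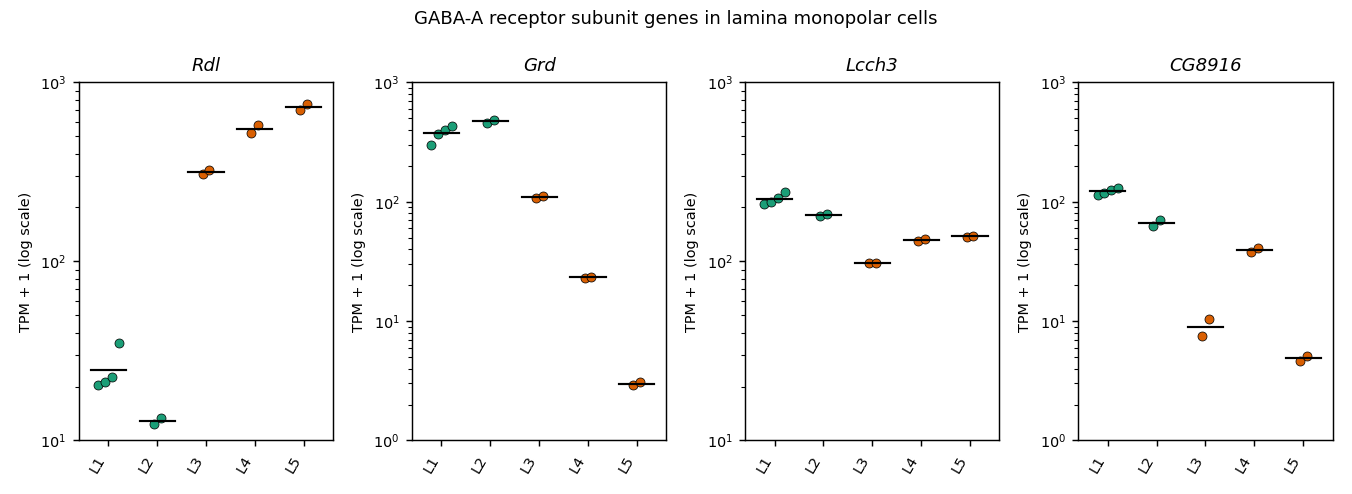
Abundance (TPM plus 1, log axis) of Rdl, Grd, Lcch3 and CG8916 in each INTACT library of L1 to L5; points are libraries and bars their means. The 6 libraries of L1 and L2 are the lowest for Rdl, at 34.2 TPM or less, and the highest for Grd, Lcch3 and CG8916.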

Remarkably, lamina monopolar cells in the housefly *Musca,* which are thought to have very similar functional properties to those in *Drosophila*, depolarize in response to GABA (Hardie, 1987) but hyperpolarize in response to histamine (via ort-containing chloride channels). Thus our data identify a potential link between in vivo electrophysiology, in vitro receptor properties and cell type differences in GABA-A subunit (Rdl or Grd) expression.

**Figure 9.**
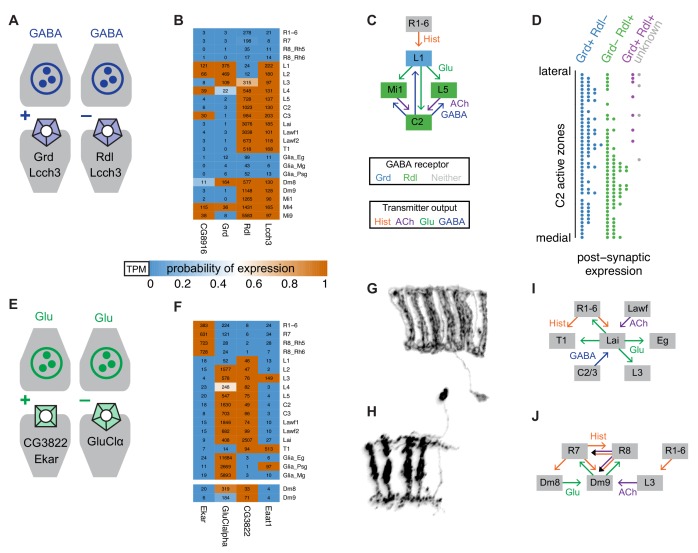
Using gene expression to functionally interpret circuit structure. (**A**) Different properties of GABA-A receptors in *Drosophila* observed in in vitro studies. GABA-A receptor subunits can form either cation or anion channels depending on subunit composition. (**B**) Expression of GABA-A subunits in selected cell types. (**C**) L1 and two of its target cells form strong reciprocal connections with C2 neurons. (**D**) Distribution of *Rdl* and *Grd* expressing cells at individual C2 synapses. (**E**) Glutamate receptors can also be excitatory or inhibitory. (**F**) Examples of expression patterns for selected glutamate receptors and transporters. (**G, H**) Morphology of Lai (**G**) and Dm9 (**H**) cells. Illustrations based on MCFO images of single cells. (**I, J**) Analysis of the input and output pathways of Lai (**I**) and Dm9 (**J**) neurons suggests a potentially similar functional role for these cells. The predicted absence of GluCl-alpha in Dm9 suggests that glutamatergic input from Dm8 to Dm9 may be excitatory.

We next asked whether depolarizing GABA-signaling to L1 and L2 was plausible given their synaptic connectivity. Based on synapse counts and our transmitter data, the main GABAergic inputs to L1 and L2 are C2 and C3 neurons (Meinertzhagen and O'Neil, 1991; Rivera-Alba et al., 2011; Takemura et al., 2013; Takemura et al., 2015). Conversely, L1 is the main input to both C2 and C3 cells, followed by the cholinergic L1 targets L5 and Mi1. These strong connections (illustrated for C2 in Figure 9C) indicate that the effective sign of GABA input to L1 and L2 is almost certainly of functional significance. In the illustrated circuit (Figure 9C), L1 cells hyperpolarize in response to luminance increases (as histamine from photoreceptors opens ort chloride channels). The resulting reduced secretion of glutamate is thought to depolarize L1 targets such as Mi1 (via closing of *GluClalpha* channels). One plausible, though speculative scenario, is that similar to Mi1, C2 cells also depolarize in response to light. In this case, GABA-gated cation channels in L1 (formed by Grd and Lcch3) would enable negative feedback (counter-acting) from C2 to L1, which for example could return the membrane potential closer to resting levels – speeding up the response to subsequent luminance changes. By contrast, opening of conventional GABA-A receptors (GABA-gated chloride channels) in L1 would resemble a light response (opening of histamine-gated chloride channels), and thus provide positive (reinforcing) feedback in this case. The latter possibility appears less consistent with the transient nature of the L1 (and L2) response to light (Jarvilehto and Zettler, 1971; Laughlin and Hardie, 1978). Distinguishing these and other possibilities will of course require future experimental work.

Similar to the findings for histamine receptors described above (Figure 8F), again using connectivity data for the medulla, we observed that cells with different GABA-A profiles can be postsynaptic at the same synapse (Figure 9D). In addition to L1 and L2, *Grd* expression indicated several other candidates for cells with unusual GABA responses (Figures 7A and 9B). In these neurons (e.g., Dm8 or Mi4), *Rdl* and *Grd* were detected together, raising questions such as whether their subcellular distribution is synapse-specific or whether these subunits might co-assemble into channels with yet unexplored properties.

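Among the cell types with Grd on, Rdl had 577 ± 43.9 TPM (SD, n = 2) in Dm8 and 1431 ± 23.1 TPM (SD, n = 2) in Mi4, where Grd had 164.5 ± 11.1 TPM (SD, n = 2) and 36.3 ± 4.53 TPM (SD, n = 2). Both genes were also on in Dm10, Dm11, Dm4, Mi15 and TmY3, and in L3 Grd was on with Rdl ambiguous, at 315 ± 9.36 TPM (SD, n = 2).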

#### Diverse patterns of glutamate receptor expression in the targets of a single local interneuron type in the lamina

The diverse expression of glutamate receptor subunits, which can mediate both inhibitory and excitatory signaling, was particularly striking in the lamina (Figures 7A and 9E,F). Notable patterns include the photoreceptor-specific expression of *EKAR*, the predicted absence of *GluClalpha*, otherwise broadly expressed in neurons, from some cell types, including photoreceptors (Figures 7A and 9F) and its strong expression in epithelial glia. 

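GluClalpha had 11684 ± 1013 TPM (SD, n = 6) in the epithelial glia, the highest of all cell types. In photoreceptors it had 223.7 ± 168.9 TPM (SD, n = 4) in R1-6, 120.5 ± 14.7 TPM (SD, n = 2) in R7, 27.9 ± 2.14 TPM (SD, n = 2) in R8_Rh5 and 23.9 ± 1.80 TPM (SD, n = 2) in R8_Rh6, and in L1 52.4 ± 12.8 TPM (SD, n = 4).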

*CG3822*, a Kainate-type receptor subunit recently reported to function in presynaptic homeostatic control at the neuromuscular junction (Kiragasi et al., 2017), was strongly enriched in the lamina intrinsic Lai cells. 

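CG3822 (FBgn0038837, chromosome arm 3R from 20860187 to 20866231 on BDGP6.54) had 2507 ± 341 TPM (SD, n = 2) in Lai, where the next highest cell type, Tm2, had 115.1 ± 8.81 TPM (SD, n = 2). It was on in 58 cell types, all neurons, and off in the photoreceptors and the glia.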

Since Lai neurons are the only known source of vesicular glutamate release in the lamina, *CG3822* function in Lai is predicted to also be pre- or perhaps extrasynaptic. 

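Eaat1 (FBgn0026439, chromosome arm 2L from 9333567 to 9341925 on BDGP6.54) was on in 7 cell types, among them T1 with 513 ± 7.51 TPM (SD, n = 2), the highest, and L3 with 149.2 ± 14 TPM (SD, n = 2). VGlut had 8.42 ± 1.51 TPM (SD, n = 2) in L3.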

T1 and L3, while not expressing *VGlut*, might also influence glutamate levels in the lamina via the *Eaat1* plasma membrane glutamate transporter. The strong expression of this transporter in T1 rather than glia is another unusual feature of glutamatergic signaling in the lamina and may be a clue to the enigmatic function of T1 cells (Tuthill et al., 2013). These examples further highlight how a transmitter released by one neuron type, here Lai, is predicted to have very different effects on target cells due to the receptors they express.

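In the glia, Eaat1 had 97.4 ± 61.6 TPM (SD, n = 4) in Glia_Psg, where it was on, and 6.01 ± 1.48 TPM (SD, n = 6) in the epithelial glia and 10.41 ± 2.79 TPM (SD, n = 2) in Glia_Mg, where it was off.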

#### Comparisons of cell shape, synaptic connectivity and receptor expression reveal multiple similarities between local interneurons Lai in the lamina and Dm9 in the medulla

The combination of highly specific *EKAR* expression and the unusual absence of *GluClalpha* in photoreceptors prompted us to further explore cellular sources and potential functions for glutamatergic signaling to photoreceptor neurons.

Photoreceptor neurons function over an extremely wide range of light levels, from moonlight to bright sunlight. One mechanism proposed to enable this behavior is a depolarizing feedback signal from photoreceptor targets that increases photoreceptor output under low light conditions, but reduces output at higher light intensities (Zheng et al., 2009). As Lai cells express *ort*, and thus, like other *ort*-expressing photoreceptor targets, are thought to hyperpolarize in response to light, increased glutamate release from Lai could provide such light-dependent feedback via EKAR in R-cells. This scenario is consistent with reduced photoreceptor responses at low light intensities after reduction of Lai output or EKAR function (Hu et al., 2015). *EKAR* is also expressed in R7 and R8 cells, which project to the medulla and are not postsynaptic to Lai. We therefore asked whether there might be a medulla counterpart of Lai neurons.

Synaptic connectivity data identify Dm9 as a strong candidate for such a role: Dm9 is both a major pre- and postsynaptic partner of R7 and R8; it is the only identified R7/R8 target with these properties (other known R7 or R8 targets appear to form few if any feedback synapses on these cells). Remarkably, the overall anatomy of Dm9 cells is also very similar to Lai (Figure 9G,H): Both Lai and Dm9 cells span multiple visual columns but the precise number and distribution of columns innervated by each individual cell is variable. 

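VGlut had 896 ± 30.8 TPM (SD, n = 2) in Lai and 1059.5 ± 72.1 TPM (SD, n = 2) in Dm9, and ort had 211.9 ± 4.56 TPM (SD, n = 2) in Lai. The Lai libraries were made with INTACT and the Dm9 libraries with TAPIN, so the abundances of these cell types also differ in protocol.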

Finally, Lai and Dm9 share key molecular properties: for example, both are glutamatergic and express *ort* histamine receptors. Based on connectivity and gene expression (Figure 9F,J), Dm9 cells are predicted to receive hyperpolarizing R7 and R8 input via ort and excitatory input from the photoreceptor targets L3 and Dm8. Thus, similar to Lai (Figure 9G,I), Dm9 appears qualified to increase photoreceptor output in the medulla under low light conditions, similar to a proposed function of Lai in the lamina.

One notable difference between Lai and Dm9 is that in contrast to Lai, Dm9 cells receive input from photoreceptor neurons with different spectral tuning. This input involves direct (R7, R8) and indirect pathways (R7 via Dm8, R1-6 via L3) (Figure 9J). This integration of multiple spectral inputs could support a role of Dm9 in color processing. Indeed, the anatomical and predicted functional properties of Dm9 match those of an as yet unidentified *ort* expressing cell type proposed to contribute to color opponent signaling between R7 and R8 cells (Schnaitmann et al., 2018).

## Discussion

We present an approach to characterize the function of neural circuits by combining genetic tools to access their component cells, TAPIN-seq to measure their transcriptomes, and a probabilistic model to interpret these measurements (Figures 1, 2 and 3). We used this approach to establish an extensive resource of the genes expressed in 67 *Drosophila* cell types, including 53 in the visual system, covering photoreceptors, lamina, and components of the motion detection circuit (Figure 4) and systematically compare our results to single cell RNA-seq (Figure 5). Our approach enables an extensive analysis of neurotransmission in the *Drosophila* visual system, including the neurotransmitters sent and received across the network as well as transcription factors that potentially regulate neurotransmitter identity (Figures 6 and 7). We also provide specific examples of integrating transcriptomes and connectomes to illuminate circuit function (Figures 8 and 9).

Many recent studies have explored gene expression in neurons. However, only a few of these were aimed at neurons in genetically tractable organisms and brain regions for which detailed anatomical data, especially at the level of synaptic connections, are available. Previous work in the mouse retina has used both genetic (Siegert et al., 2012) and single cell approaches (Macosko et al., 2015) to characterize transcriptional regulators as well as classify cell types. More recent work in *Drosophila* used single cell RNA-sequencing to characterize heterogeneity in olfactory projection neurons (Li et al., 2017), the midbrain (Croset et al., 2018), the optic lobe (Konstantinides et al., 2018), and the whole brain (Davie et al., 2018). The expression patterns of many genes have also been mapped in *C. elegans* neurons, whose connectivity has long been known, although these studies typically focus on individual genes rather than genome-wide catalogs (Hobert, 2016). The unique combination of an extensive genetic toolbox to access individual cell types in the *Drosophila* visual system and systematic efforts to map its connectivity, make it well suited for exploring whether a comprehensive catalog of gene expression is useful for understanding circuit function. Towards this end, we profiled a diverse array of cell types including all of the neuronal cell types that populate the lamina and a subset of cell types in the medulla and lobula complex including those known to play a central role in the detection of motion. We also analyzed a number of cell types residing in deeper brain structures such as the mushroom body and central complex.

Our approach requires genetic driver lines to obtain transcriptomes of specific cell populations. The recent availability of large collections of reagents for split-GAL4 intersections (Dionne et al., 2018; Tirian and Dickson, 2017) make it possible to obtain such lines for virtually any cell type of interest. This expanding genetic toolbox works well with our TAPIN-seq method to profile transcriptomes.

In some cases, available driver lines, including some used in this study (see Supplementary file 1A), may label some additional cell types. In addition to the presence of different, anatomically distinct cell types in a driver pattern, heterogeneity could also result from as yet unrecognized subpopulations within a seemingly uniform group of cells. For example, R7 and R8 photoreceptor neurons each include two major subtypes (pale and yellow) with different rhodopsin expression but very similar, if not identical, cell morphology (Wernet and Desplan, 2004). While drivers with even higher specificity could be obtained through testing of additional split-GAL4 intersections or perhaps triple intersections (Dolan et al., 2017), we did not find the contributions of small numbers of ‘off-target’ cells to be a major limitation for many applications of expression data. In general, the transcriptomes support the high specificity of the intersectional lines we used to access visual system cells (Figure 1). For example, we found specific expression of known marker genes (Figures 2G and 4B) and also that most neurons only express genes for a single neurotransmitter type (Figure 6A). In general, the expression patterns observed in our validation experiments (for example, Figure 3G and Figure 3—figure supplement 2) were highly consistent within a cell type. This suggests that individual cells of many if not all of the anatomical cell types we profile do indeed share specific molecular signatures, even if subdivisions within some types might exist. The availability of specific driver lines makes such validation at cellular resolution possible in a way that is otherwise difficult, for example in single cell RNA-seq studies. Driver lines also permit repeated access to the same cell type in multiple animals at defined time points, enabling the study of behavioral or circadian conditions in individual cell types without having to sequence the whole brain or dissected brain regions.

Modifying the one-step affinity capture in the original INTACT method to a two-step capture in TAPIN-seq increased its specificity, sensitivity, and throughput without the need for time-consuming and labor-intensive centrifugation steps (Figure 1). We initially tried improving the original INTACT method by using density gradient centrifugation to purify nuclei prior to the bead capture step, but this was cumbersome, low throughput, and ineffective for cell types with few nuclei per brain. In addition, for reasons that remain unclear, both photoreceptors and T4 cells consistently yielded few nuclei with this approach. Even with TAPIN, the libraries obtained with some sparser driver lines did not meet the quality control standards we applied. We suspect that the quality of these sub-optimal libraries can be improved by starting with more flies, which is simplified by TAPIN-seq’s ability to use frozen material, enabling the collection of many flies on multiple days at defined time points. In contrast, manual or FACS sorting of dissociated cells is more challenging to scale up, because these more labor-intensive tissue procurement schemes cannot be simplified in the same way. It is also worth noting that our tandem affinity purification approach can improve the specificity of any immunopurification method that uses a capture antibody that is cleavable by IdeZ (all IgG subclasses), without requiring expression of a traditional TAP tag (Rigaut et al., 1999).

TAPIN-seq complements single-cell RNA-seq studies of neurons in several ways (Ecker et al., 2017; Konstantinides et al., 2018). First, our high-resolution transcriptomes will serve as a reference for interpreting single-cell measurements. In particular, comparing our expression catalog to recent single cell maps of the optic lobe and whole brain highlights the challenges in interpreting single cell measurements. Several cell types that we profiled don’t appear as clusters in the single cell map, while others are grouped into the same cluster. The well-established neuroanatomy of the optic lobe makes it an ideal setting to evaluate the accuracy of single cell RNA-seq measurements and raises a broader caution when interpreting scRNA-seq surveys of less well-characterized tissues: the composition of cell types (or states or clusters) observed by scRNA-seq can deviate significantly from their true abundance and requires validation with independent methods. While we analyze fly neurons here, the cautions may also be worth considering in other tissues and species (e.g., the Human Cell Atlas effort; Regev et al., 2017). Having both deep bulk transcriptomes and single cell maps of the same tissue also provides an opportunity for developing new analytical tools that can harness available cell type-identified information while clustering single cell data. Second, combining our approach with single-cell profiling could more efficiently profile heterogeneity within a brain region or genetically defined cell population. Such a combined approach could also help to characterize known cell types for which specific driver lines are not yet available or help to identify and exclude contributions from ‘off-target’ cells to a bulk profile. Finally, the complementarity between bulk and single-cell measurements extends to other genomic features that can be measured in TAPIN-seq purified nuclei, including accessible chromatin and modified histones. We expect this combination of genomic tools to help decipher the transcriptional and epigenetic regulation of neuronal expression programs.

Transcriptome measurements can be of limited utility because it is challenging to interpret relative transcript abundance. In this study we developed a probabilistic mixture modeling approach to classify relative abundances into binary on and off states. This model was a useful guide for interpreting our measurements; most genes are readily described with the two-state model, although the expression of some genes is not (e.g., *Rab11*; Figure 3—figure supplement 1L). Even for specific genes whose expression is more continuous than bimodal, the results still offer a useful family-wide summary of expression patterns. For example, DPR family members are more broadly expressed than DIP genes (Figure 4C; Figure 4—figure supplement 1D), an observation supported by two recent studies using different methods (Cosmanescu et al., 2018; Venkatasubramanian et al., 2019). Despite our model’s utility, it is important to remember the many potential sources of error (minor cell types in driver line patterns, transcript carry over during TAPIN, biases in RNA-seq library construction and sequencing, etc.) that can affect measurements of relative transcript abundance and the resulting model inferences. Having observed most discrepancies between our modeling results and protein-level expression near the boundary between on and off states, it is prudent to treat these cases more carefully.

Our resource provides additional foundation for systematic functional and molecular studies of the *Drosophila* visual system. We illustrated how the resource can characterize neurotransmission in the network, particularly when combined with connectome information detailing connectivity between cell types as well as the grouping of post-synaptic partner cell types. We predict neurotransmitters used by every cell we profiled and found two likely cases of co-transmission (Figure 6A). The expression patterns of the major fast-acting transmitters histamine, acetylcholine, glutamate and GABA were comparatively simple: Nearly all neuronal cell types in our catalogue appear to express exactly one of these four transmitters. However, the transcriptomes suggest that many cells also have the potential to release specific neuropeptides, other chemical messengers such as nitric oxide, or form gap junctions with other cells.

While selected transmitter markers (e.g., Gad1 or VGlut) could also be assigned to cell types using methods such as immunolabeling or FISH, these approaches are not practical for comprehensive sampling of markers across these different modes of cell-cell communication. This is particularly clear when the expression patterns of neurotransmitter receptors are also considered (Figure 7A). Our results suggest that, for canonical small molecule transmitters, neurotransmitter output space is tightly tuned while input space is not: neurons typically send just one type of signal but can receive many (Figures 6 and 7). The expression patterns of neurotransmitter receptors provide further context for determining circuit mechanisms (Figure 7—figure supplement 1, Figures 8 and 9). Our results also implicate transcription factors involved in regulating neurotransmitter phenotype, including several that appear to have conserved roles in specifying neuronal identity in other species (Figure 6—figure supplement 1).

The availability of connectivity data for many neurons in the visual system allowed us to interpret neurotransmitter use and receptor distribution in the context of circuit architecture (Takemura et al., 2013; Takemura et al., 2015; Rivera-Alba et al., 2011). For example, our data show expression of both histaminergic and cholinergic markers in R8 photoreceptors. We further find that some major synaptic targets of R8 cells, as identified by electron microscopy, do not express known receptors for histamine (Figure 8F). Given that R7 and R8 cells were previously thought to be exclusively histaminergic both results are unexpected and individually might appear difficult to explain (Gao et al., 2008). However, in combination, these findings make a strong case for a dual histaminergic and cholinergic transmitter phenotype of R8 cells. In contrast, R7 only expresses the histaminergic marker *Hdc*, and all of its targets express a histamine receptor (Figure 8G).

Finally, our approach especially complements ongoing efforts to map circuit connectivity, which is complete for *C. elegans*, and is becoming accessible on a whole brain level for *Drosophila* (Zheng et al., 2018), and for portions of the mouse brain such as the retina. Methods to obtain and interpret serial electron micrographs, array tomography and other methods for mapping connectivity are rapidly progressing (Swanson and Lichtman, 2016; Micheva and Smith, 2007; Kebschull et al., 2016). All told, we are entering a period in neuroscience where connectomics will become pivotal. We expect that genomic approaches, such as the methods for data collection and analysis that we describe here, will enhance these efforts by using transcriptomes to provide, at high-throughput, a molecular proxy for physiological features that are otherwise inaccessible to connectomic methods.

## Materials and methods

All reagents and other resources are listed in the Key Resource Table (Supplementary file 2). A detailed description of split-GAL4 hemidrivers (https://bdsc.indiana.edu/stocks/gal4/split_intro.html) and cell-type specific split-GAl4 lines is available online (https://www.janelia.org/split-GAL4).

### Experimental models and subject details

Flies were reared on standard cornmeal/molasses food at 25°C. For profiling experiments adults, 4–7 days of age, were entrained to a 12:12 light:dark cycle and anesthetized by CO_2_ at ZT8 - ZT12. Samples can be stored indefinitely at −80°C after flash freezing in liquid N_2_. We used female flies for all anatomical characterizations.

### Method details

#### Anatomical analyses

Details of individual genotypes and labeling methods used in the characterization of the driver lines and other anatomical experiments are summarized in Supplementary file 1E. Details of the driver lines are provided in Supplementary file 1A. For the naming of RNA-seq samples, we identified all drivers with a main cell type or cell types (e.g., Mi9_d1). Most of these cell types have been described in detail and were identified based on prior descriptions (for details see Supplementary file 1A; Takemura et al., 2013; Gao et al., 2008; Nern et al., 2015; Fischbach and Dittrich, 1989; Tuthill et al., 2013; Aso et al., 2014; Wu et al., 2016; Wolff and Rubin, 2018; Wolff and Rubin, 2018; Edwards et al., 2012; Helfrich-Förster et al., 2007; Panser et al., 2016; Mauss et al., 2015). The driver names do not attempt to include additional cells present in some drivers. A few of our cell types are strictly groups of related cell types (for example, the muscle cells or, at a different level of a cell type hierarchy, the T4 and T5 cells, with four subtypes each, or R7 photoreceptor neurons, which include R7s of pale and yellow ommatidia).

#### Generation and characterization of new driver lines

Split-GAL4 and GAL4 driver lines (Supplementary file 1A) were used to express UNC84-2XGFP in defined cell populations. Previously published driver lines were from the following studies (see Supplementary file 1A for details; Tuthill et al., 2013; Diao et al., 2015; Aso et al., 2014; Wu et al., 2016; Strother et al., 2017; Park et al., 2003; Rulifson et al., 2002; Tayler et al., 2012; Taghert et al., 2001; Brand and Perrimon, 1993; Wu et al., 2003; Park et al., 2000; Sweeney et al., 1995; Wolff and Rubin, 2018; von Reyn et al., 2017). New split-GAl4 lines were generated as in previous work (Tuthill et al., 2013; Wu et al., 2016). Briefly, we first identified GAL4 lines with expression in the cell type of interest by screening images of the expression patterns of large collections of such lines (Jenett et al., 2012; Tirian and Dickson, 2017). Typically, several candidate combinations of AD- and DBD-hemidrivers were tested to identify lines with sufficient specificity.

To characterize new driver lines, we examined both overall expression pattern in the brain and optic lobe and, for most lines, confirmed the identity of the main cell type or types using MultiColor FlpOut (MCFO)-labeled single cells (Nern et al., 2015). Since details of the expression patterns of GAL4 or split-GAL4 driver lines can depend on the particular UAS reporter used, we re-imaged 20 drivers with the TAPIN nuclear marker used for the profiling experiments (Figure 2A). In general, the distribution of labeled nuclei in these images appeared to match the expression patterns and specificity expected from the driver line’s original characterization using a membrane marker. As expected, a small number of off-target cells were detectable (often more weakly labeled) in many driver lines.

#### Validation experiments

For validation experiments, we examined expression patterns of tagged proteins expressed in a near native genomic context using either large BAC-transgenes or modifications of the endogenous loci (Nagarkar-Jaiswal et al., 2015; Diao et al., 2015; Kudron et al., 2018; Lee et al., 2018).

We classified fkh-GFP and Ets65A-GFP as expressed or not expressed by visually comparing nuclear GFP signal in cells of interest (identified using a split-GAL4 driver) to background labeling in surrounding cells. Because of considerable differences in the GFP signal for different cell types, confocal settings and post-imaging adjustments were done individually for different cell types for these experiments.

The following transgenes were used (also see Supplementary file 1E):

PBac{y[+mDint2] w[+mC]=fkh GFP.FPTB}VK00037 (RRID:BDSC_43951), PBac{y[+mDint2] w[+mC]=Ets65 A-GFP.FLAG}VK00037 (RRID:BDSC_38640), Mi{PT-GFSTF.0}Nos[MI09718-GFSTF.0] (RRID:BDSC_60278), Mi{Trojan-GAL4.1}Oamb[MI12417-TG4.1] (RRID:BDSC_67506), Mi{Trojan-GAL4.1}Lim3[MI03817-TG4.1] (RRID:BDSC_67450), Mi{PT-GFSTF.1}klg[MI02135-GFSTF.1] (RRID:BDSC_59787), Mi{PT-GFSTF.2}GluClalpha[MI02890-GFSTF.2] (RRID:BDSC_60533), Mi{PT-GFSTF.0}TfAP-2[MI04611-GFSTF.0] (RRID:BDSC_61776), Mi{Trojan-GAL4.2}kn[MI15480-TG4.2] (RRID:BDSC_67516) pJFRC12-10XUAS-IVS-myr::GFP in attP2 (RRID:BDSC_32197), pJFRC19-13XLexAop2-IVS-myr::GFP in su(Hw)attP8 (RRID:BDSC_32211), and pJFRC21-10XUAS-IVS-mCD8::RFP in attP18.

The VAChT-FRT-STOP-FRT-HA transgene (TI{TI}VAChT[FRT-STOP-FRT.HA] (RRID:BDSC_76021) described in Pankova and Borst (2017) was used to examine VAChT expression in photoreceptor neurons. Flp-recombinase, either sens-FLP (expressed in R8 cells; Chen et al., 2014) (fly stock w[*] P{y[+t7.7] w[+mC]=sens-FLPG5.C}attP18; wg[Sp-1]/CyO; sens[Ly-1]/TM6B, Tb[1] (RRID:BDSC_55768) or ey3.5FLP (expressed in all R-cells; Bazigou et al., 2007) (fly stock P{w[+mC]=ey3.5 FLP.B}1, y[1] w[*]; CyO/In(2LR)Gla, wg[Gla-1] PPO1[Bc] (RRID:BDSC_35542) was used to induce VAChT stop-cassette excision.

#### Histology

Visualization of split-GAL4 driver line expression patterns with pJFRC51-3XUAS-IVS-Syt::smHA in su(Hw)attP1 and pJFRC225-5XUAS-IVS-myr::smFLAG in VK00005 (Nern et al., 2015) or, in a few cases, 20XUAS-CsChrimson-mVenus in attP18 (Klapoetke et al., 2014) as reporters was performed as described (Aso et al., 2014; Wu et al., 2016). Detailed protocols are also available online (https://www.janelia.org/project-team/flylight/protocols under ‘IHC - Anti-GFP’, ‘IHC - Polarity Sequential’ and ‘DPX mounting’). Multicolor Flp-out (MCFO) markers were detected by immunolabeling with antibodies against HA, FLAG and V5 epitopes as described (Nern et al., 2015). Detailed protocols are also available online (https://www.janelia.org/project-team/flylight/protocols under ‘IHC - MCFO’.

For other experiments, brains of female flies were dissected in insect cell culture medium (Schneider’s Insect Medium, Sigma Aldrich, #S0146) and fixed with 2% PFA (w/v) (prepared from a 20% stock solution, Electron Microscopy Sciences: 15713) also in cell culture medium for 1 hr at room temperature. Brains were washed with 0.5% (v/v) TX-100 (Sigma Aldrich: X100) in PBS and incubated in PBT-NGS (5% Goat Serum [ThermoFisher: 16210–064] in PBT) for at least 30 min. Incubations with primary antibodies and subsequently, after additional PBT washes, secondary antibodies, were in PBT-NGS at 4°C overnight. After additional washes with PBT and then PBS, brains were mounted in SlowFadeGold (ThermoFisher: S36937) and imaged on a Zeiss LSM 710 confocal microscope using 20 × 0.8 NA, 40x NA 1.3 or 63 × 1.4 NA objectives. A few specimens were mounted in DPX following the protocol described in Nern et al. (2015). For experiments using only native fluorescence, brains were fixed as above and mounted and imaged after the initial post-fixation washes.

Primary antibodies used in each experiment are indicated in Supplementary file 1E. Primary antibodies were anti-GFP rabbit polyclonal (ThermoFisher: A-11122, RRID:AB_221569; used at 1:1000 dilution), anti-GFP mouse monoclonal 3E6 (ThermoFisher: A-11120, RRID:AB_221568; dilution 1:100), anti-dsRed rabbit polyclonal (Clontech Laboratories, Inc.: 632496, RRID:AB_10013483; dilution 1:1000), anti-HA rabbit monoclonal C29F4 (Cell Signaling Technologies: 3724S, RRID:AB_1549585; dilution 1:300), anti-FLAG rat monoclonal (DYKDDDDK Epitope Tag Antibody [L5], Novus Biologicals: NBP1-06712, RRID:AB_1625981; 1:200), DyLight 549 or DyLight 550 conjugated anti-V5 mouse monoclonals (AbD Serotec: MCA1360D549GA or MCA1360D550GA, RRID:AB_10850329 or RRID:AB_2687576; 1:500 dilution), anti-cockroach allatostatin (Ast7) mouse monoclonal 5F10 (Stay et al., 1992) (also detects *Drosophila* AstA (Hergarden et al., 2012); Developmental Studies Hybridoma Bank (DSHB): RRID:AB_528076; dilution 1:5), anti-CadN rat monoclonal DN-Ex #8 (DSHB: RRID:AB_528121; dilution 1:20) (Iwai et al., 1997), anti-chaoptin mouse monoclonal 24B10 (DSHB: RRID:AB_528161, dilution 1:20. Fujita et al., 1982) and anti-Brp mouse monoclonal nc82 (Wagh et al., 2006) (DSHB: RRID:AB_2314866; dilution 1:30).

Secondary antibodies (all from Jackson ImmunoResearch Laboratories, Inc) were DyLight 488-AffiniPure Donkey Anti-Mouse IgG (H+L): 715-485-151, 1:500 dilution; DyLight 594 AffiniPure Donkey anti Rabbit IgG (H+L): 711-515-152, 1:300 dilution; Alexa Fluor 647 AffiniPure Donkey Anti-Rat IgG (H+L): 712-605-153, 1:300 dilution; Alexa Fluor 594 AffiniPure Donkey Anti-Mouse IgG (H+L): 715-585-151,1:300 dilution; Alexa Fluor 647 AffiniPure Donkey Anti-Mouse IgG (H+L): 715-605-151, 1:300 dilution and Alexa Fluor 488 AffiniPure Donkey Anti-Rabbit IgG (H+L): 711-545-152, 1:1000 dilution.

#### Image processing

Image analyses and processing were mainly done using Fiji (http://fiji.sc) and Vaa3D (Peng et al., 2010). Brightness and contrast were adjusted separately for individual images and channels. Figure panels were assembled using Adobe Indesign. This included selection of fields of view and adjustments of image size. Some images were rotated or mirrored. In some panels with rotated images, empty space outside the original image was filled in with zero pixels. Most of the images in Figure 1—figure supplement 1C,C’ and Figure 1—figure supplement 2 show resampled views that were generated from three dimensional image stacks using the Neuronannotator mode of Vaa3D and exported as TIFF format screenshots.

#### INTACT purification of nuclei

Frozen adult flies were decapitated by vigorous vortexing. Heads or wings/appendages were then collected on cooled metal sieves (H and C Sieving Systems: 1296, 1297, 1298, 1301). Both flies and purified frozen material can be stored indefinitely at −80°C. In a typical experiment 100–500 frozen heads were added to 5 ml of 20 mM β-glycerophosphate pH7, 200 mM NaCl, 2 mM EDTA, 0.5% NP40, 0.5 mM spermidine, 0.15 mM spermine, 1 mM DTT, 1X complete protease inhibitor (Sigma: 5056489001), 1.5 mg/ml BSA (ThermoFisher: AM2618), 1 mg/ml torula yeast RNA (ThermoFisher: AM7118), 0.6 mg/ml carboxyl coated Dynabeads (ThermoFisher: 14306D) and 2µg anti-GFP antibody (ThermoFisher: G10362, RRID:AB_2536526). Homogenization was carried out on ice by 50 tractions in a Dounce homogenizer using the tight pestle followed by filtration over a 10µm cup filter (Partec: 0400422314). Released chromatin and broken nuclei were adsorbed to carboxyl coated magnetic beads for 30 min at 4°C with constant rotation. Beads were removed on a magnetic stand and the supernatant was diluted to 50 ml with 20 mM β-glycerophosphate pH7, 200 mM NaCl, 2 mM EDTA, 0.5% NP40, 0.5 mM spermidine, 0.15 mM spermine, 1 mM DTT and 1X complete protease inhibitor (Sigma: 5056489001), filtered over a 1µm cup filter (Pluriselect: 435000103) and split into two equal volumes. A 40% Optiprep (Sigma: D1556), 20 mM β-glycerophosphate pH7, 2 mM EDTA and 0.5% NP40 solution was then gently placed under each aliquot, followed by a lower layer of 50% Optiprep, 20 mM β-glycerophosphate pH7, 2 mM EDTA and 0.5% NP40. Nuclei were then pelleted on to the 50% layer for 30 min at 2300Xg. Purified nuclei were passed over a 10µm cup filter, diluted to 10 ml with 20 mM β-glycerophosphate pH7, 200 mM NaCl, 2 mM EDTA, 0.5% NP40, 0.5 mM spermidine, 0.15 mM spermine, 1 mM DTT and 1X complete protease inhibitor and incubated with 30µl of protein G Dynabeads (ThermoFisher: 10004D) for 40 min on ice with occasional agitation. Bead-bound nuclei were recovered on a magnet stand followed by a 20 min incubation on ice in 9mls of 20 mM β-glycerophosphate pH7, 300 mM NaCl, 1M urea, 0.5% NP40, 2 mM EDTA, 0.5 mM spermidine, 0.15 mM spermine, 1 mM DTT, 1X complete protease inhibitor, 0.075 mg/ml torula RNA and 0.05 U/ml Superasin (ThermoFisher: AM2696). Nuclei were then recovered on a magnet stand, resuspended in 1 ml of the previous buffer, passed over a 10µm cup filter, a 5µl aliquot was withdrawn for quantitation and the remainder of the sample solubilized in Arcturus Picopure RNA extraction buffer (ThermoFisher: KIT0204).

#### TAPIN purification of nuclei

100–3000 frozen heads were added to 5 ml of 20 mM sodium acetate pH8.5, 2.5 mM MgCl_2_, 250 mM sucrose, 0.5% NP-40, 0.6 mM spermidine, 0.2 mM spermine, 1 mM DTT, 1X complete protease inhibitor, 0.5 mg/ml torula RNA, 0.6 mg/ml carboxyl coated Dynabeads and 2µg anti-GFP antibody (Supplementary file 1F). Homogenization was carried out on ice by 50 tractions in a Dounce homogenizer using the tight pestle followed by filtration over either a 10 or 20µm cup filter (Partec: 0400422314 or 040042315). Released chromatin and broken nuclei were adsorbed to carboxyl coated magnetic beads for 30 min at 4°C with constant rotation. Unbound antibody was removed by incubating the sample on ice for 20 min with 100µl of UNOsphere SUPra resin (Biorad: 1560218), which was previously washed 2X with 500 mM sodium acetate ph8.5/0.5% NP40 and 2 × 20 mM sodium acetate ph8.5/0.5% NP40. After the resin was removed on a 10µm cup filter and the carboxyl beads on a magnet stand, the nuclei-containing supernatant was mixed with an equal volume of 500 mM sodium acetate pH8.5, 250 mM sucrose, 6 mM EGTA, 6 mM EDTA, 0.6 mM spermidine, 0.2 mM spermine, 1 mM DTT, 1X complete protease inhibitor, 0.25 mg/ml torula yeast RNA and 30µl Protein A Dynabeads (ThermoFisher: 10002D) (Supplementary file 1F). A 2 hr incubation on ice with occasional agitation was used to recover tagged nuclei. Bead-bound nuclei were then recovered on a magnet stand and washed twice with 250 mM sodium acetate ph8.5, 250 mM sucrose and 0.1% NP40 (Supplementary file 1F). Nuclei were then released at 37°C for 1 hr by incubation in 50µl of 10 mM Tris pH7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose, 0.1% NP40, 1 mg/ml torula RNA, 40 units RNAsin (Promega: N2515), 2 units DNAseI (NEB: M0303L), 320 units IdeZ protease (NEB: P0770S) (Supplementary file 1F). The sample was diluted to 100µl with 10 mM Tris pH7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose and 0.1% NP40, EGTA was added to 1 mM and the suspension was rapidly triturated 100 times. After returning the sample to a magnet stand, 90µls of buffer containing released nuclei was removed and added to 1.5µl of Protein G Dynabeads that were previously resuspended in 10µl of 10 mM Tris pH7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose and 0.1% NP40. The second binding reaction was run for 1–3 hr on ice with occasional agitation, followed by two 250µl washes in 10 mM Tris pH7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose and 0.1% NP40. Prior to the last wash a 5µl aliquot was removed for quantitation and the remainder of the sample was solubilized in Arcturus Picopure RNA extraction buffer.

#### RNA-seq library construction

Nuclear RNA was DNAseI (Qiagen: 79254) treated and purified using the Arcturus PicoPure (ThermoFisher: KIT0204) system as instructed by the supplier. Purified RNA was mixed with a 1:100,000 dilution of ERCC standard RNA mix #1 (ThermoFisher: 4456740) and amplified using the Nugen Ovation v2 system (Nugen: 7102–32). cDNA was then blunted, ligated to barcoded linkers (Nugen: 0319–32, 0320–32) and sequenced on an Illumina Hiseq 2500 to 50 bp read length using Rapid Run flow cells.

In total we built 266 RNA-seq libraries, including 46 INTACT-seq, 196 TAPIN-seq, eight total RNA libraries from dissected tissues, and 16 control libraries that we used to characterize each INTACT/TAPIN-seq step (Figure 2C, Supplementary file 1A).

#### RNA-seq data processing

We trimmed five nucleotides from the 5’ end of reads using seqtk (https://github.com/lh3/seqtk) to remove potential contaminating adapter sequence from the NuGen Ovation kit. We estimated the abundance of annotated genes using kallisto (v0.43.1; Bray et al., 2016) to pseudo-align trimmed reads to the fly transcriptome (cDNA and ncRNA transcript sequences from ENSEMBL release 91, based on FlyBase release 2017_04), ERCC spike-ins, and the INTACT construct sequences GAL4-DBD, p65-AD, and UNC84_2XGFP. ERCC, INTACT tag constructs, and rRNA genes were removed from the abundance tables and the estimated abundances of the remaining genes were renormalized to one million total transcripts. The ERCC spike-ins and nuclear yield values allowed us to convert relative transcript abundance (in Transcripts Per Million, TPM) to absolute abundance (Figure 3—figure supplement 1G). However, we only used relative abundance for our analyses. We also aligned the trimmed reads to the genome using STAR (v2.5.3c; Dobin et al., 2013) and evaluated gene body coverage bias using Picard (v 1.9.1; http://broadinstitute.github.io/picard).

We used three criteria to quantify the quality of each library: the number of genes detected, the pearson correlation between transcript abundances measured in replicates, and the cDNA yield. We used only high-quality libraries (at least 8500 genes detected, 3µg cDNA yield, and 0.85 Pearson’s correlation of transcript abundances in two biological replicates) as input to the model described below.

#### Comparison to published single cell and FACS-seq datasets

We obtained genes reported to mark the single cell clusters in a recent scRNA-seq study of the optic lobe (Konstantinides et al., 2018). We also obtained the cluster assignments for each single cell in this dataset from the SCope database (Davie et al., 2018), using Seurat clustering resolution 4.0, as reported by the authors. We analyzed FACS-sorted RNA-seq samples reported by Konstantinides et al. by downloading the raw sequencing reads from the NCBI Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra) and estimating transcript abundance using kallisto and the same transcriptome index as above.

To compare actual and predicted cluster sizes, we used the following numbers for cells per type: Cell types that are thought to be present once (L1, L2, L3, L4, L5, T1, Mi1, T2, T3, Tm2, Tm9, C2,C3, T4a,T4b,T4c,T4d,T5a,T5b,T5c,T5d) or approximately once (Dm8, Tm3) per medulla column based on EM studies (Takemura et al., 2013; Takemura et al., 2015; Takemura et al., 2017) and light microscopy of specific driver lines (for example, T4/T5 Mauss et al., 2014; lamina cells Tuthill et al., 2013, T4 inputs Strother et al., 2017, Dm8 Nern et al., 2015) were estimated as 1 cell/column * 750 columns/medulla * two hemispheres = 1500 cells per brain. Estimates for Dm12 (~120×2 cells per brain, Nern et al., 2015) and Lawf2 (~140×2 cells per brain, Tuthill et al., 2014) were as published. We performed new counts for Pm3 (mean +/- SD 37 +/- 3 cells per optic lobe; n = 4 optic lobes; driver line SS00328) and Lawf1 (151+/- 7 cells per optic lobe; n = 4 optic lobes; two optic lobes each for driver lines SS00689 and SS00800). No precise count was available for Tm5c; since this cell type is known to be present in many but not all medulla columns, we used an estimate of 400 cells per optic lobe x two hemispheres = 800 cells per brain (Takemura et al., 2013; Melnattur et al., 2014; Karuppudurai et al., 2014).

To compare our bulk TAPIN-seq profiles to published single cell datasets, we used non-negative least squares regression to model each bulk TAPIN-seq profile as a linear weighted sum of single cell clusters and a profile-specific residual (TAPIN ~cluster). We began with single-cell expression matrices extracted from the loom files deposited in the SCope database, using the SCopeLoomR package (Davie et al., 2018). After normalizing the transcriptome of each cell from transcript counts to counts per million, we calculated the mean transcriptome for each single cell cluster. We then selected genes that were enriched in either single cell clusters or TAPIN-seq cell types, using the following criteria (adapted from Cao et al., 2019): union of the top-50 genes that were most enriched relative to the average of all other clusters (or TAPIN-seq cell types) and the top-50 genes that were most enriched relative to the maximum level in all other clusters (or TAPIN-seq cell types). We then performed NNLS regression using the Lawson-Hanson implementation (Lawson and Hanson, 1974) available through the nnls R package (Mullen and Stokkum, 2012). To visualize the results, we created heatmaps of the regression coefficients, normalizing the values for each single cell cluster across TAPIN-seq cell types.

We also performed the NNLS regression in the opposite direction (cluster ~TAPIN, explaining single cell clusters as combination of TAPIN-seq profiles), as we thought this direction would more naturally describe mixed clusters composed of multiple cell types (e.g., all photoreceptors, or all monopolar cells). In practice however, this regression assigned coefficients of exactly zero to several TAPIN-seq profiles – as expected given the power of NNLS to recover sparse solutions (Slawski and Hein, 2013) and the collinearity amongst TAPIN-seq profiles (e.g., highly correlated expression amongst photoreceptor subtypes). In contrast, the TAPIN ~ cluster regression correctly matched mixed clusters with the corresponding TAPIN-seq profiles.

#### Inferring expression state from transcript abundance

We begin with a catalog of *S* RNA-seq samples generated from nuclei isolated from cell type *cell(s)* and the estimated abundance (in TPM), of $E_{gs}$ transcripts from gene g in each sample s. We consider only protein-coding genes with at least 10 TPM abundance in at least one sample (n = 12,377 of 13,931 total coding genes).

To interpret $E_{gs}$, we assume that all genes express in either an 'on' or an 'off' state. Our goal is to infer from these abundances the probability that each gene is expressed in each cell type, $P(z_{gc}=on)$. Depending on the cell types in our catalog, we will observe some genes in both on and off states (bimodal), while others are exclusively off (unimodal-off) or on (unimodal-on). We deal with these scenarios in turn below.

Assuming that a gene is bimodal, we model its expression as arising from a mixture of two gene-specific log-normal distributions describing expression in cells where the gene is off, $P(E_{g}|z=off)$, and those where the gene is on, $p(E_{g}|z=on)$, combined with a mixing weight, $\pi_{g}$. We use the same standard deviation for both on and off distributions to ensure a monotonic relationship between transcript abundance and the posterior probability of the on state. If we use different standard deviations for each component distribution, the wider one would become more probable than the narrower one at both low *and* high expression levels.

$$\log E_{g}|z∼𝒩(\mu_{gz},\;\sigma_{g})$$

We estimate the posterior probability of the on state (assuming bimodal expression):

$$P(z_{g}=on|bimodal)=\frac{\pi_{g}p(E_{gs}|z=on)}{\pi_{g}p(E_{gs}|z=on)+(1-\pi_{g})p(E_{gs}|z=off)}$$

We treated each replicate sample of the same driver as an independent probe of the same underlying driver-line expression state. To combine replicates of the same driver we sum over their likelihoods:

$$P(z_{gd}=on|bimodal)=\frac{\pi_{g}\Pi_{s}p(E_{gs}|z=on)}{\pi_{g}\Pi_{s}p(E_{gs}|z=on)+(1-\pi_{g})\Pi_{s}p(E_{gs}|z=off)}$$

Similarly, to combine samples from the same cell type we sum over their likelihoods:

$$P(z_{gc}=on|bimodal)=\frac{\pi_{g}\Pi_{s}p(E_{gs}|z=on)}{\pi_{g}\Pi_{s}p(E_{gs}|z=on)+(1-\pi_{g})\Pi_{s}p(E_{gs}|z=off)}$$

We estimated parameters for each gene-specific mixture model by maximizing the likelihood for the observed sample-level data:

$$ℒ=\prod_{g}\prod_{s}\left(\pi_{g}p(E_{gs}|z=on,\mu_{gz},\sigma_{g})+(1-\pi_{g})p(E_{gs}|z=off,\mu_{gz},\sigma_{g})\right)$$

Because we assume independence of genes, we separately optimized the model parameters for each gene. To model the possibility that a gene is unimodally expressed across the cell types we analyzed, we also model the data using a single log-normal distribution, estimating the distribution parameters μ and σ and estimating the data likelihood as:

$$ℒ=\prod_{g}\prod_{s}p(E_{gs}|\mu_{g},\sigma_{g})$$

Deciding whether a gene is bimodally or unimodally expressed is an example of the model selection problem in statistics. To compare the quality of the unimodal and bimodal models for each gene, we used a recently developed approach to leave-one-out cross-validation that uses Pareto-smoothed importance sampling (PSIS-LOO; Vehtari et al., 2017). Specifically, we performed 10-fold cross validation, by randomly holding out 1/10 of the samples as a ‘test’ set (requiring that at least one replicate of each driver exist in the remaining ‘training’ set), fitting the models using only the training data, and then evaluating the likelihood of the test data using the fitted parameters. Each of the ten cross-validation fits, *i*, returns an ensemble of *S* = 500 draws from the posterior distribution of the model parameters. We estimated the expected log pointwise predictive density (elpd) of each cross-validation fit by evaluating the likelihood of each held-out dataset *i* using each parameter draw *s*:

$$\hat{elpd_{i}}=log(\frac{1}{draws}\sum_{s}^{draws}p(y_{i}|\theta_{s,k}))$$

We then combined the pointwise log-likelihoods for each cross-validation fit to calculate a single estimate for each model:

$$\hat{elpd}=\sum \hat{elpd_{i}}$$

To compare the unimodal and bimodal models, we calculated the difference in elpd as well as its standard error:

$$\Delta \hat{elpd}={\hat{elpd}}^{bimodal}-{\hat{elpd}}^{unimodal}$$

$$se(\Delta \hat{elpd})=\sqrt{nV_{i}^{n}({\hat{elpd}}_{i}^{bimodal}-{\hat{elpd}}_{i}^{unimodal})}$$

We then picked the model with the higher elpd, unless the difference in elpd was within two multiples of its standard error ($abs(\Delta \hat{elpd})\leq 2\cdot se(\Delta \hat{elpd})$, corresponding approximately to the half-width of a 95% confidence interval in a normal sampling distribution) in which case we considered the two models’ performance to be indistinguishable and chose the simpler unimodal model.

If we decide a gene is unimodal, we must still decide if it is expressed or not. To model the expression state of unimodal genes, we created two separate log-normal distributions of abundances of confidently bimodal genes ($\Delta \hat{elpd}>10$) using samples where they were either estimated to be on according to the bimodal model ($P(z_{gs}=\text{on}|\text{bimodal})$>0.9) and where they were estimated to be off ($P(z_{gs}=\text{on}|\text{bimodal})$<0.1), combined with a mixing weight, π, set to the fraction of datapoints that were estimated to be ‘on’ according to the bimodal model.

$$\log\;E_{g}|z∼𝒩(\mu_{z},\;\sigma_{z})$$

We estimate the posterior probability of the on state assuming unimodal expression as:

$$P(z_{g}=on|unimodal,\mu_{g})=\frac{\pi p(\mu_{g}|z=on)}{\pi p(\mu_{g}|z=on)+(1-\pi )p(\mu_{g}|z=off)}$$

To build the final matrix of $P(z_{gs}=on)$ calls, we used bimodal estimates for genes where the bimodal model was a better fit than the unimodal model, and the unimodal estimates for the remaining genes.

$$P(z_{gs}=\text{on})=\left\{ \begin{array}{ll} P(z_{gs}=\text{on}|\text{bimodal}), & \text{if }{\hat{elpd}}^{\text{bimodal}}(g)>{\hat{elpd}}^{\text{unimodal}}(g)\text{ and }\Delta \hat{elpd}>2\cdot \text{se}(\Delta \hat{elpd}),\\ P(z_{g}=\text{on}|\text{unimodal}), & \text{otherwise} \end{array}\right.$$

We did not include the transcriptomes of the dissected samples in the mixture models because we were concerned that their cellular heterogeneity would violate our assumption of binary gene expression in each sample. That is, genes expressed in a subset of the cells of a dissected sample would give rise to transcript abundance intermediate between the off and on states, and thus make it more difficult to accurately infer the component distributions. However, in some cases the dissected samples could be useful for interpreting transcript levels in the cells that we profiled, by providing examples that extend the observed dynamic range. For example, in the case of a gene expressed in a dissected tissue, but not in the cells that we specifically profiled, the dissected levels would add ‘on’ examples that would make it easier to interpret the levels in the cell types as ‘off’. To use the dissected samples to better model dynamic range, we added two ‘dummy’ samples to each model: the minimum and maximum observed level across both the cell catalog and the dissected samples. This choice allowed us to use the dissected levels if they in fact outflanked the cell type-specific levels, while not confusing the model with intermediate abundance levels. Once the models were fit, we could use the inferred parameters to estimate expression probabilities for samples that were not used in the model fit. For example, we estimated the probabilities of expression in the dissected samples to search for genes expressed exclusively in the dissected samples and not in the anatomically defined cell type libraries, indicating potential markers for cells that we did not specifically profile.

We implemented all models using RStan (Stan Development Team, 2017; Carpenter et al., 2017) to infer the posterior distribution of unknown parameters using hamiltonian Markov chain Monte Carlo. We used the same weak prior (N(7,5)) for the mean log-expression levels of both on and off components, allowing us to use Stan’s positive_ordered data type to describe the location of the two components. The models were sampled using 4 independent Markov chains, each run for 500 iterations. Additional details of the model fitting procedure can be found in the STAN files specifying the model and the R code that calls the model fitting procedures (github repository http://github.com/fredpdavis/opticlobe; copy archived at https://github.com/elifesciences-publications/opticlobe; David, 2020).

#### Evaluating model accuracy

To evaluate the accuracy of the mixture modeling approach we created a benchmark set of expression data extracted from FlyBase. Specifically, we queried the FlyBase website (http://flybase.org) for genes expressed in the optic lobe or the photoreceptor. The resulting benchmark set included 193 positive and 4 negative expression datapoints. We quantified the model’s accuracy on this benchmark in two ways. First, we quantified concordance between the benchmark expression state and our model’s inferred state. Second, we computed the cumulative distribution function of the inferred probabilities of expression for the positive benchmark datapoints.

#### Expression-based tree of cell types

To study cell relationships, we used phylogenetic tree-building to compare their expression profiles. We first selected a subset of genes with on-component means of at least exp(3) ~ 21 TPM and difference between on and off components of at least exp(1.5) ~ 4.5 fold. We then encoded the expression profile of each cell as a ‘sequence’ of expression states, where each position represents a gene, and the character indicates the gene is expressed (‘A’, $P(z_{gc}=on)$> 0.8), not expressed (‘C’, $P(z_{gc}=on)$ < 0.2), or its expression is uncertain (‘N’, 0.2 < $P(z_{gc}=on)$ < 0.8). We computed the Hamming distance between pairs of expression ‘sequences’ considering only unambiguous positions, using the dist.dna() routine in the ape R package (Paradis et al., 2004). We then used the minimum evolution approach to estimate the ‘phylogeny’ of the cells, using the balanced weighting scheme (Desper and Gascuel, 2002), as implemented in the ape fastme.bal() routine. We then built trees from 1000 bootstrapped replicates and quantified the support for each branch on the original tree. We visualized the tree using the phytools R package (Revell, 2012).

#### Identifying marker genes

We identified marker genes specifically enriched in individual cell types and groups of cells (photoreceptor, glia, muscle, neuron) by searching for genes inferred to be almost exclusively expressed in a single cell type or cell group ($P(z_{gc}=on)$>=0.9 for all cells within a group, and at most two cells outside a group) and with transcript abundance higher than all cells outside the group.

#### Evaluating expression patterns for genes with different functions

We used FlyBase Gene Groups (release 2018_02) to assign functions to genes, and considered the most terminal groups in the hierarchy that had at least 10 genes.

#### Mapping receptor expression onto synapses

To map receptor expression onto synaptic connectivity, we first obtained synapse pairs from Takemura et al. (2013) to identify synaptic targets of R8 (cell #111), R7 (cell #205), and C2 (cell #214) cells in the medulla. When multiple instances of a cell type were available in the synaptic table, we chose the one with the greatest number of synaptic partners. For target cell types that we profiled with TAPIN/INTACT-seq, we discretized their expression as either on (p(on)>=0.8) or off (p(on)<0.8). For cell types that we did not profile, we classified them as unknown receptor expression.

### Data and software availability

All raw and processed transcriptome data is available from NCBI GEO (accession GSE116969). The shell scripts used to process the raw RNA-seq data, and the R and Stan programs that implement the mixture model as well as generate all figures and tables in this paper are available at github (http://github.com/fredpdavis/opticlobe). The cell type-level expression table can be explored interactively at http://www.opticlobe.com.

## Data Availability

All raw and processed transcriptome data is available from NCBI GEO (accession GSE116969). The following dataset was generated: DavisFPNernAPicardSReiserMBRubinGMEddySRHenryGL2019A genetic, genomic, and computational resource for exploring neural circuit functionNCBI Gene Expression OmnibusGSE11696910.7554/eLife.50901PMC703497931939737 The following previously published datasets were used: KonstantinidesNKapuralinKDesplanC2018RNA sequencing of Drosophila melanogaster optic lobe cell typesNCBI Gene Expression OmnibusGSE103772 KonstantinidesNKapuralinKDesplanC2018Single-cell RNA sequencing of Drosophila melanogaster optic lobe cellsNCBI Gene Expression OmnibusGSE103771 DavieKJanssensJKoldereDAertsS2018A single-cell transcriptome atlas of the ageing Drosophila brainNCBI Gene Expression OmnibusGSE10745110.1016/j.cell.2018.05.057PMC608693529909982

How the deposited data were processed for this re-analysis (not part of the article)

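RNA was sequenced from nuclei of fly cell types captured with TAPIN or INTACT, from dissected tissue and from control samples. The libraries fall into 203 that passed the authors' quality control, 47 that the authors call sub-optimal and 16 controls; the labels are the authors'.
The authors trimmed 5 nt from the 5' end of the reads with seqtk and pseudo-aligned them with kallisto 0.43.1 to the Ensembl release 91 transcripts, the ERCC spike-ins and the tag constructs. The deposited TPM values of all genes include spike-ins, tag and ribosomal RNA, and the authors removed these for the TPM values of the 13931 coding genes, which they rescaled to a fixed sum. The deposited tables per driver and per cell type hold means of these TPM values over libraries.
For 12377 genes with at least 10 TPM in at least 1 library that passed quality control, the authors fitted a mixture of an on and an off component, or 1 component, to the library abundances in RStan, and combined the likelihoods of replicates for drivers and cell types. The deposited fraction values are the probabilities from 0 to 1 that a gene is on in a library, driver or cell type. The authors' model parameters are levels and a spread on the natural log of TPM.
No read counts were used here, so the sequencing depth of each library is unknown, and the precision of a value is given by the spread between the libraries of a group.

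Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 and ape 5.8.1, with a random seed of 20. A gene was taken as on at a probability of 0.8 or more, as off at 0.2 or less and as ambiguous between. Genes detected are coding genes with a TPM above 0, and the correlation of replicates is over the natural log of TPM plus 1 of the coding genes.
Groups of libraries were compared with limma (lmFit and eBayes with trend) on the log2 of TPM plus 1, over genes with at least 10 TPM in at least 2 of the fitted libraries, two-sided, with Benjamini-Hochberg adjustment at 0.05. The comparisons were T4 with T5, the 2 drivers of T5, males with females, R8 with R7, L1 and L2 with L3 to L5, and INTACT with TAPIN libraries of R1-6. Males and females were compared over all genes, ribosomal RNA included. There the spike-ins and tag were not tested, and TPM was not rescaled. Only libraries that passed quality control entered, and libraries of 1 driver counted as independent. The power was tested on simulated data with 200 genes changed by 1 or 2 on the log2 scale.
Library measures were related by Pearson and Spearman correlation with 100000 permutations, over all libraries and within each protocol. Small groups were compared by exact permutation of the libraries, gene families by permutation of genes, and transcription factors with transmitter genes by Fisher's exact test, for factors that the paper chose from the same profiles. Marker genes had a probability of at least 0.9 in every cell type of the group, were on in at most 2 other cell types and had a TPM above every other cell type.
The tree was built by balanced minimum evolution on the states of genes whose mean when on was at least 3 on the natural log scale and at least 1.5 above their mean when off, both taken over cell types where the paper takes the means of its model's components, with 1000 bootstrap replicates over genes. Coordinates are those of the BDGP6.54 annotation of Ensembl release 115, a later release than the authors', and were given for genes whose identifiers match.
Values of single genes are means over libraries with the SD and the number of libraries.
The genes named are those the paper names for a claim and the most changed genes of each limma comparison, except INTACT with TAPIN libraries of R1-6. The most changed genes are the 3 with the largest log2 fold change in each direction, past the threshold and without overlap of libraries between the groups. Any other gene was chosen after its values were seen.

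Lists of genes tested in the closing section were the genes of the muscle fibre, a further list of muscle genes, cuticle proteins and chitin deacetylases, genes of DNA replication, the pigment cell genes, genes off in R1-6 and on in nearly all other neurons, genes highest in Mi4 among cell types other than Mi9 (at a probability of at least 0.9, at least 50 TPM and on in at most 5 of those cell types, or without the last limit), and the gene each sub-optimal driver was made for. Random lists of matched level were drawn 10000 times for the comparison of the R1-6 protocols.
Alternatives were other pseudocounts, no filter on low values, quantile normalization, a fit to all libraries, a replicate block, leaving out libraries in turn, other thresholds on the probability, 10 or 50 TPM as limits, a mixture fitted here by maximum likelihood and tested on simulated data, other marker rules and other tree methods. A further 5 were chosen after the data were seen, as were the cDNA yields and spike-in shares of the mock captures as measures.
The values per transcript, the single-cell, sorted-cell and connectome data that the paper compares with, and the images were not analysed here. Sub-optimal libraries were kept out of the comparisons because the authors' model leaves them out, and the drivers of several cell types were not counted as cell types unless said.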

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

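The tests on transcripts from other cells in the sub-optimal libraries were chosen only after the result was seen; the search for libraries far from the others was fixed before the data were examined.

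Among the genes named from the comparisons, 47 groups of 4 or 6 libraries were searched for 1 library far from the others with Dixon's test at the 95% level, and 5 were found, against the 5% of groups that chance gives.
twz had 2.71 TPM in replicate 2 of T5_d2 and 0.17 to 0.59 TPM in the 3 other T5 libraries. Without it the log2 fold change between T4 and T5 went from 3.66 to 4.04 and the limma adjusted p from 0.0437 to 0.0534, so that this gene is not called without that library; across the 8 fits that each left out 1 library its adjusted p ran from 0.0266 (without T5_d1 replicate 1) to 0.18 (without T4_d1 replicate 2).
Hsp22, a heat shock gene, had 75.41 TPM in replicate 2 of R8_Rh5_d1 and 16.59 to 25.59 TPM in the 3 other R8 libraries, and its log2 fold change over R7 went from 4.33 to 3.86 without it.
In replicate 1 of R8_Rh6_d1, CG13029 had 8.48 TPM, against 1.88 to 2.86 TPM in the 3 other R8 libraries, and Obp85a had 4.03 TPM and was listed at 0 in the others. Both genes are far more abundant in R7, and without that library their log2 fold changes were -10.37 and -7.56.
beat-IIa had 7.82 TPM in replicate 1 of L1_d2 and 0.88 to 1.99 TPM in the 5 other libraries of L1 and L2. Its log2 fold change against L3 to L5 went from -5.73 to -6.04 without it.
Apart from twz, each of these genes stayed past an adjusted p of 0.05 without the library. The values carry no read counts, library dates or batches, so neither a technical nor a biological explanation was tested for these libraries.

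The paper does not analyse the 47 sub-optimal libraries. In the 2 libraries of each of the drivers below, except R7_Rh3_d1, a gene of the cells that the driver names reached a mean abundance above the highest of 12 mock captures.
Pdf had 6984.7 TPM in Pdf_d1 and 9624.8 TPM in lLNv_d1, where the mock captures reached 65.7 TPM. Ilp2 had 7068.5 TPM in Ilp2_d1 (mock captures up to 88.9 TPM), Dsk 1107.5 TPM in Dsk_d1 (39.5 TPM) and CCAP 120.7 TPM in CCAP_d1 (27.8 TPM).
Vmat, a gene of dopaminergic cells, had 10983 TPM in PAM_2, 5559.2 TPM in PAM_5, 10416.9 TPM in PAM_6, 7780.7 TPM in PAM_7, 9382.3 TPM in PAM_8 and 7278.7 TPM in PAM_9, with 334 TPM at most in the mock captures. Rh3 in R7_Rh3_d1, at 1591 TPM, did not exceed the highest mock capture, 3886 TPM.
Carry-over of transcripts from other cells is argued against as the whole source for most genes: in 19 of 25 pairs of gene and driver, both libraries lay above every sub-optimal library of other cells, where for ple, Vmat and DAT the PAM and Mi15 libraries were not counted as other cells. In 21 pairs they lay above every library of other cells that passed quality control.
For ple this held in 0 of 6 pairs, since a Lat_d1 library had 1073.76 TPM, so for ple in the PAM drivers carry-over and expression cannot be told apart; with Lat_d1 left out the number over all genes is 24. For Rh3 the mock captures leave carry-over open as well.
Counted apart, ey and Dop1R2 in the 2 Kenyon cell drivers lay above every sub-optimal library of other cells in 3 of 4 pairs and above every library that passed in 0; the lower Dop1R2 library of KC_apbp_m_d1 had 144.45 TPM, below 223.48 TPM in Dm12_d1.
What stays open is how much of these profiles, beyond such abundant genes, comes from the labelled cells. The values other than those of ple, Rh3 and the Kenyon cell genes are consistent with expression in the cells that each driver names, as a hypothesis found and tested on the same libraries.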

How the results depend on the processing

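The alternatives were set before the data were examined, apart from 5 added afterwards: a rescaling of the male and female libraries, the ratio of endogenous to spike-in transcripts, the concordance over genes clear in both replicates, markers over all columns of cell types, and a tree from genes chosen by the model's component means. The counts over other splits of the libraries were chosen only after the results were seen.

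Of the alternatives to the counts, levels and tests of the comparisons, 140 kept the direction and the side of the threshold and stayed within the spread between replicates (or within 1.5 times, for counts of genes), 1 was weaker, 41 moved and 0 reversed. For single genes, groups of the tree and named cell types, 1354 of 1516 alternatives did so, 37 were weaker, 18 stronger and 0 reversed; the rest moved, 69 of them numbers of cell types that express a gene, 18 log2 fold changes, 18 supports of groups in the tree and 2 TPM values.

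The numbers of called genes moved most. A fit to all libraries at once, which takes the spread between replicates from every cell type, raised the count from the 60 and 72 genes of T4 and T5 to 1740 in all, from 2 to 864 genes between the T5 drivers, from 8 to 62 between males and females and from 453 to 1552 between R8 and R7. The balance of directions changed too. Of the 864 genes between the T5 drivers, 723 were lower in T5_d1, whereas the 2 genes of the main fit were higher. Of the 1740 genes of T4 and T5, 934 were higher in T4 and 806 higher in T5. Of the 62 genes between the sexes, 21 were higher in females. Why the counts rose was not tested beyond that construction.
With no filter on low values, which tests more genes, 75 genes were called between T4 and T5, 4 between the T5 drivers, 5 between the sexes and 280 between INTACT and TAPIN libraries of R1-6, against 688.
Quantile normalization gave 288 genes for T4 and T5, 1 for the T5 drivers and 15 for the sexes; the cause was not tested. It moved the median log2 fold change of all genes between the T5 drivers from -0.35 to -0.0061. It moved that median from -0.17 to -0.07 for L1 and L2 against L3 to L5 and from 0.09 to -0.08 for INTACT against TAPIN. For the former it raised the share of called genes that were higher in L1 and L2 from 40.7% to 51.2%, and for the latter it lowered the share higher in INTACT from 67.9% to 58.5%, so the balance of directions in these comparisons depends on the scaling.
A pseudocount of 0.1 called 0 genes between the T5 drivers (161 at an unadjusted p under 0.05) and 5 between the sexes, and a pseudocount of 10 called 4 between the T5 drivers. With the spike-ins, tag and ribosomal RNA left out and TPM rescaled, chosen after the data were seen, 5 genes were called between the sexes. The cause was not tested.

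Libraries of different drivers share only their replicate numbers, and the deviations of libraries with the same number had mean correlations of 0.0023 for T4 and T5, 0.115 for the T5 drivers, -0.534 for the sexes, 0.0153 for R8 and R7 and -0.0219 for the lamina cells, and no pairing of these libraries is described. With the replicate block in the fit, the number of genes called between T4 and T5 stayed within 1.5 times, and 35 were called between the T5 drivers, 18 between the sexes, 276 between R8 and R7 and 2093 between the lamina cells.

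Leaving out 1 library at a time, T4 and T5 gave from 56 to 416 genes across 8 fits: 56 without T4_d1 replicate 2, 71 without its replicate 1, 64 and 61 without T4_d2 replicates 1 and 2, 77 without T5_d2 replicate 2 and 416 without T5_d1 replicate 1. R8 and R7 gave from 2.2e+02 (rounded) to 281 across 4 fits, with 281 and 277 without R8_Rh5_d1 replicates 1 and 2, 259 without R8_Rh6_d1 replicate 1 and the lowest without its replicate 2. The lamina cells gave from 1557 to 2913 across 12 fits, with 1557 and 1621 without L1_d1 replicates 1 and 2 and 2913 without L2_d1 replicate 1. Fewer libraries leave less power, but why the count rose without T5_d1 replicate 1 was not tested. The difference in genes detected between mock captures stayed between 4210 and 4644 genes, and that in Gad1 between -3.51 and -2.90 on the log2 scale.
Of the 35 splits of the 8 libraries of T4 and T5 into groups of 4, 1 gave as many genes as the split by cell type, which was that split itself; the largest other split called 3. For the lamina cells 1 of 100 splits drawn from the 462 was as large, again the split by cell type, and the largest other called 2039 genes. Most of these lamina splits separate libraries of 1 driver. They therefore cannot exclude that another grouping of the drivers would call as many genes.
In simulated data the fits recovered 25% of 200 changed genes for T4 and T5, 2.5% for the T5 drivers, 24% for the sexes, 36.5% for R8 and R7, 68.5% for the lamina cells and 58.5% for R1-6, so genes not called are not shown to be equal. The simulated changes were of 1 or 2 on the log2 scale, so larger changes were not covered. The depth of the libraries is unknown, since the values are TPM.

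Among the other results, the concordance of replicates was 95.4% over genes clear in both replicates, an alternative chosen after the data were seen that counts fewer genes. The match with the benchmark fell to 85.3% with a 2-component mixture fitted here in place of the authors' model. Glia had 47 markers, muscle 48 and pigment cells 14 when a marker had to be on in no other cell type, and muscle 276 and pigment cells 37 without the condition on abundance, which follows from a stricter and a looser rule.
The median gene was on in 2 cell types with a limit of 50 TPM and in 20 with the mixture fitted here, in place of 36, and 860 and 33 genes were on in all cell types, in place of 1292. For tj and VGlut, a limit of 50 TPM left 7 cell types with both and a p of 0.0867 by Fisher's exact test. The cell types with tj stayed the same at that limit. VGlut without tj was found in 12 cell types, in place of 7, and 37 had neither, in place of 42.
Over the mean TPM of named genes in cell types, 62 (28.4%) moved by more than 1 SD with sub-optimal libraries added and 19 of 7236 with ninaE left out and TPM rescaled. The median in place of the mean cannot move a value by more than 1 SD, so this alternative tests nothing and is left out of the numbers above.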

Differences from the paper's values

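The concordance over genes clear in both replicates, the tree from genes chosen by component means and the count of markers over all columns of cell types were chosen only after the results were seen.

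The paper's number of muscle markers is 76, and the rule applied here gave 130, among them all 76. Without the condition on abundance glia and pigment cells also had more than 1.5 times the paper's 60 and 18 markers, with 37 for the latter. With the broad drivers counted as cell types the number was 96, within 1.5 times the paper's, as over all columns of cell types, a setting chosen after seeing the values; it was not with a probability of 0.8 in the group (1 gene more), with genes on in no other cell type (48) or without the condition on abundance (276).

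The paper's number of benchmark entries not matched is 14, the number found here too; it was 9 with on at a probability of 0.5 and 29 with the mixture fitted here. For photoreceptors, glia and pigment cells the numbers were within 1.5 times the paper's. The paper's median concordance of replicate states is 95%, and the value here was 87.0%; over genes with a clear state in both replicates, a setting chosen after seeing the values, it was 95.4%.
The paper counts 19 neuronal types with ap, its ChAT driver included. Over single cell types 17 were found, 18 at a probability of 0.5 and 19 with a limit of 50 TPM, where Dm12 has ap without VAChT.
The paper's median for the beat genes is 25.5 cell types, and 28 were found, or 25.5 at a probability of 0.9.

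The paper names LPLC1 and LPLC2 among the pairs that its tree groups. Here they were not joined, with a support of 35.4% (3.9% to 34% in the other settings fixed before), and were joined with 68.2% when genes were chosen by the model's component means, which is the rule of the paper's methods but was run here only after seeing the values. The paper lists lz with the genes found only in Tm20 and Dm1, and here it was also on in Dm3, at 25.4 TPM, where 1 library had 15.4 TPM.
The paper names cell types of the lamina and medulla for Nos, and here PB_5, of the central complex, was called on as well, at a probability of 0.83. Of the genes the paper names between the T5 drivers, klg was past an adjusted p of 0.05 and Con, bi, dac, dysf and Dscam3 were not, though for each the 2 libraries of one driver did not overlap with the 2 of the other, which small groups often give by chance. Among the settings fixed before the data were examined, the fit to all libraries called all 5, the replicate block Con, bi, dysf and Dscam3, and both a pseudocount of 10 and no filter on low values Con and dysf. In R7, the paper's text states the model's calls of ChAT and VAChT in 2 ways, and the deposited probabilities are 1 for ChAT and 0.13 for VAChT.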

Other observations

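Chosen only after the result was seen were the tests on PAM_4, on LC10b, on identical copies of the Tm2 histone genes and on the wider list of Mi4 genes; for roX and for DNA replication in Tm2 the lists were written before and the reading of the value as undecided after.

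Yp1, which encodes a yolk protein of the fat body, had 657.7 TPM or more in the unsorted T4 and T5 libraries, above the 271.6 and 435.2 TPM of the libraries sorted as female, which a mixture of sexes cannot give. Across libraries of unsorted flies, log10 Yp1 fell with the log10 number of nuclei, with a Pearson r of -0.64 within TAPIN (Spearman rho -0.626) and -0.727 within INTACT (rho -0.785, n = 44). It was -0.459 within the TAPIN libraries that passed quality control, -0.754 over all and -0.746 without the 2 libraries farthest from the median, and each r had a two-sided permutation p of 1e-05, the smallest that 100000 permutations allow (adjusted over 10 tests 1.25e-05).
Yp1 and ninaE had an r of 0.848. This is consistent with carry-over of abundant transcripts from other tissue, as for ninaE; the share of females in each preparation stays open.

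roX1 ranged from 378 TPM in L4_d1 to 7470 TPM in NPF_d1 over the unsorted libraries. If replicates of a driver held different shares of males, their roX1 and roX2 would deviate together: the deviations had a Pearson r of 0.198 (permutation p = 0.055, adjusted 0.0611) and a Spearman rho of 0.224 (permutation p = 0.03) over 94 drivers. This is too weak to tell such an effect from none, so it cannot be told apart from other differences between libraries. Between drivers, unsorted libraries of T4.T5_d2, T4_d2, T5_d1 and T5_d2 had more roX1 than both libraries sorted as male. The share of males alone cannot give this, if males of these drivers express roX1 alike.

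Between the INTACT and TAPIN libraries of R1-6, 688 genes were called, 467 of them higher in INTACT. Of 5 genes of pigment cells, listed before the test, all 5 were called higher in INTACT, with a median log2 fold change of 2.72, against -0.53 to 0.71 for 95% of random lists. Of 293 neuronal genes, 56 of the 58 called were higher in INTACT, with a median of 0.56 (random lists 0.02 to 0.19).
Both are consistent with more RNA of neighbouring cells in the INTACT libraries. The protocols were not compared in other cells, and each had 2 libraries, so differences between the flies or preparations stay open.

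The paper calls non-neuronal cells that it does not identify the likely cause of the place of PAM_4 in its tree. PAM_4 had the most genes on that were on in no other neuron; Tm2 came next with 92, and the median neuron had 5. Muscle cells in the driver's pattern are argued against as the main source of the genes on in PAM_4 alone among neurons. A list of 10 genes of the muscle fibre reached a median of 7.27% of their muscle level. The genes that PAM_4 alone among neurons shares with both muscle profiles reached 91.1%. These were chosen as on in PAM_4 in these libraries, so a high share is partly built in, and a few muscle cells are not excluded. Of the paper's 76 muscle markers, 23 were on in PAM_4, against 2 in the next neuron (C2); that list was chosen with PAM_4 as another cell, so it can exclude nothing. Of 61 cuticle genes, 16 were on in PAM_4, against 13 in the next neuron (Tm2), a median of 6, 32 in Muscles_App and 19 in Muscles_Head. Cda5 had 3492 ± 469 TPM (SD, n = 2) in PAM_4 and Gasp 1361 ± 478 TPM (n = 2).
This is consistent with cuticle-forming cells that both the PAM_4 and the muscle drivers label, as a hypothesis found on these libraries; the cuticle genes also on in muscle were not told apart from them.

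In LC10b, most of 10 genes of the muscle fibre were about as abundant as in muscle: Mhc had 810.4 ± 485 TPM (SD, n = 2), up 1476.5 ± 729 TPM (n = 2) and wupA 1050.3 ± 497 TPM (n = 2), with a median of 104.6% of the muscle level for the 10, against 23.6% in the next neuron (PAM_1). Act57B, at 67.4 TPM, was below the 364.4 and 176.7 TPM of the muscle profiles and the 253.3 TPM of LPLC1. A further list of 12 muscle genes, written after this was seen, reached 134.7% of the muscle level, against 30.0% in LPLC1; 8 were on and 4 had their highest level among neurons in LC10b. But of the 76 muscle markers of the paper, 1 was on, with a median of 1.69% of the muscle level.
That list was chosen by the paper on these libraries, where LC10b counts as another cell, so it can exclude nothing. Muscle cells and expression in LC10b cannot be told apart.

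Tm2 had 55 genes on that were on in no other cell type, 27 of them histone genes. All 27 of these had a TPM identical to that of another gene in every library, at 2 levels, which 18 and 9 genes share: 46.9 TPM for His3:CG31613, where the next cell type, C2, had 5.02 TPM, and 219.5 TPM for His2B:CG33878, where L4 had 26.8 TPM. This is consistent with reads shared between identical gene copies, so that the 27 genes may count as 2 measurements.
Dividing cells in the driver's pattern would also raise genes of DNA replication. Of 11, 5 were highest in Tm2 and 8 on, with a median rank of 3 among neurons. Orc1 had 108.48 TPM in Tm2 against a neuron median of 3.155 TPM, and PCNA 125.49 TPM against 5.175 TPM. The others, Mcm3, dup and CycE, were off, and CycE, at 6.71 TPM, lay below its neuron median of 10.95 TPM. As the genes go both ways, dividing cells cannot be told apart from histone RNA of Tm2 itself.

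The paper attributes Gad1 in Mi9 to other GABAergic cells such as Mi4. In Mi9_d2, Gad1 had 19.6% and in Mi9_d1 5.89% of its level in Mi4. Only 2 other genes, CdGAPr and CG4766, had 50 TPM or more in Mi4, their highest level among cell types other than Mi9, and were on in at most 5 of those, and in Mi9_d2 they reached a median of 17.3% of the Mi4 level. They went opposite ways: CdGAPr had 366.24 TPM in Mi9_d1, more than the 234.5 TPM of Mi4, and 38.035 TPM in Mi9_d2, while CG4766 had 4.88 and 28.95 TPM, and 158.33 TPM in Mi4. Without the limit of 5 cell types there were 55 genes, with a median of 24.0% in Mi9_d2 and 16.8% in Mi9_d1, and 45 were higher in Mi9_d2. With the same list made for each of 66 cell types, Mi4 came in place 4 by the share of genes higher in Mi9_d2 and in place 30 by the median in Mi9_d2, so the wider list does not single out Mi4. Mi4 cells and a low expression of Gad1 in Mi9 cannot be told apart.

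Lat_d1, a driver among the sub-optimal libraries, had 735 to 1074 TPM of ple, 775 to 1105 TPM of Vmat and 34.7 to 53.2 TPM of DAT in its 2 libraries.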
